# Genome-wide identification of microRNA and siRNA responsive to endophytic beneficial diazotrophic bacteria in maize

**DOI:** 10.1186/1471-2164-15-766

**Published:** 2014-09-06

**Authors:** Flávia Thiebaut, Cristian A Rojas, Clícia Grativol, Mariana Romeiro Motta, Tauan Vieira, Michael Regulski, Robert A Martienssen, Laurent Farinelli, Adriana S Hemerly, Paulo CG Ferreira

**Keywords:** *Herbaspirillum seropedicae*, miRNA, siRNA, *Azospirillum brasilense*, Epigenetics

## Abstract

**Background:**

Small RNA (sRNA) has been described as a regulator of gene expression. In order to understand the role of maize sRNA (*Zea mays* – hybrid UENF 506-8) during association with endophytic nitrogen-fixing bacteria, we analyzed the sRNA regulated by its association with two diazotrophic bacteria, *Herbaspirillum seropedicae* and *Azospirillum brasilense*.

**Results:**

Deep sequencing analysis was done with RNA extracted from plants inoculated with *H. seropedicae,* allowing the identification of miRNA and siRNA. A total of 25 conserved miRNA families and 15 novel miRNAs were identified. A dynamic regulation in response to inoculation was also observed. A hypothetical model involving copper-miRNA is proposed, emphasizing the fact that the up-regulation of miR397, miR398, miR408 and miR528, which is followed by inhibition of their targets, can facilitate association with diazotrophic bacteria. Similar expression patterns were observed in samples inoculated with *A. brasilense*. Moreover, novel miRNA and siRNA were classified in the Transposable Elements (TE) database, and an enrichment of siRNA aligned with TE was observed in the inoculated samples. In addition, an increase in 24-nt siRNA mapping to genes was observed, which was correlated with an increase in methylation of the coding regions and a subsequent reduction in transcription.

**Conclusion:**

Our results show that maize has RNA-based silencing mechanisms that can trigger specific responses when plants interact with beneficial endophytic diazotrophic bacteria. Our findings suggest important roles for sRNA regulation in maize, and probably in other plants, during association with diazotrophic bacteria, emphasizing the up-regulation of Cu-miRNA.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-766) contains supplementary material, which is available to authorized users.

## Background

Plants have a complex mechanism of gene expression regulation that influences their development, adaptation and response to biotic and abiotic interactions. One of these mechanisms involves sRNA and can act by silencing genes at a transcriptional or post-transcription level [1, 2]. In plants, sRNA is 20 to 24 nucleotides (nt) in length, and can be divided into two categories: microRNA (miRNA) and small interfering RNA (siRNA), both produced by RNase III-like enzymes called DCLs, or DICER-like enzymes [3, 4]. The type of precursor molecules and the enzymes involved in their biogenesis and function can differentiate these sRNA classes [5].

MiRNA is a class of sRNA derived from single-stranded precursors with self-complementary regions, forming a hairpin structure that is processed by DCL, particularly DCL1, together with a dsRNA-binding protein, HYPONASTIC LEAVES 1 - HYL1 [6]. After cleavage, a miRNA/miRNA* duplex is produced and one strand is incorporated into an RNA-induced silencing complex (RISC), where the miRNA associates with an Argonaute protein, most frequently the AGO1, guiding the control of target expression [7]. MiRNA can regulate their target by cleavage of messenger RNA, translational repression or transcriptional inhibition [8–10]. MiRNA is the best-characterized class of plant sRNA and they are highly conserved among related plant species [11]. Despite conservation of miRNA, a recent study has shown that new miRNA can be gained and old ones can be lost, with a rate of birth and death of the Arabidopsis miRNA genes around one per 1.2-3.3 million years [12]. Accordingly, the miRNA class can be divided into conserved families and species-specific miRNA. In contrast, siRNA is processed from longer double-strand RNA and can be divided into natural antisense transcript siRNA (nat-siRNA), secondary siRNA, like ta-siRNA whose precursor depends on cleavage of miRNA targets, and heterochromatic siRNA (hc-siRNA) produced from intergenic or repetitive regions [5]. At least three RNA-dependent RNA polymerases (RDR1, RDR2 and RDR6) are needed to form siRNA precursors [13–15]. Like miRNA, the precursor of siRNA is processed by DCL and loaded into a RISC complex containing AGO that guides target regulation [5, 7]. However, specific members of the DCL and AGO family of proteins are required in the biogenesis of each different type of siRNA. For instance, RDR2 and DCL3 are preferentially used in the biogenesis of hc-siRNA originating from repetitive regions, and AGO4 is required for its function [16–18]. Repeat-associated siRNA is involved in silencing transposons and other repeat elements by methylation of DNA [19], resulting in epigenetic modifications that mediate gene silencing [20].

Small RNA has been implicated in the interaction between leguminous plants and nitrogen-fixing bacteria [21, 22]. Gramineous plants also establish association with endophytic diazotrophic bacteria, which colonize intercellular spaces and vascular tissues of plants without causing damage to the host plant [23–25]. However, the role of sRNA in the grass-diazotrophic bacteria interaction has not been described. Maize is one of the world’s most widely cultivated crops, valuable not only for human and animal consumption, but also for ethanol production [26]. Previous studies showed that maize interacts with endophytic diazotrophic bacteria, including *Herbaspirillum spp.* and *Azospirillum spp.* [27, 28]. Furthermore, inoculation with diazotrophic bacteria increases maize productivity, demonstrating the benefits of these bacteria for the plant [29]. In addition to its economic importance and the successful interaction with diazotrophic bacteria, maize has several advantages as a grass-model for the analysis of plant-diazotrophic bacteria association by sRNA regulation: its genome is sequenced to a high quality [30]; recent studies have shown that maize sRNA is regulated in response to changes in the environment; and a strong epigenetic regulation occurs in maize due to the high abundance of transposable elements (TE) in the genome [31–33].

In order to understand the roles of sRNA in maize during the interaction with endophytic diazotrophic bacteria, sRNA libraries from maize hybrids (*Zea mays* – UENF 506-8) inoculated with *H. seropedicae* were constructed and sequenced. The analysis uncovered a dynamic regulation of known and novel miRNA in plants inoculated with *H. seropedicae*. Expression analysis in biological replicas and in plants inoculated with another diazotrophic bacteria, *A. brasilense*, showed that the expression of four copper-regulated miRNAs increased in the presence of the bacteria. Targets of that miRNA are involved in copper homeostasis and in defense pathways against pathogenic microorganisms, suggesting that maize colonization by diazotrophic bacteria is facilitated by the attenuation of defense mechanisms. Also, our analysis identified novel miRNA mapping to transposable elements (TE). Additional analysis identified siRNA that matched small regions close to either the 5′ or 3′ ends of coding DNA sequences (CDSs). A reduction in the transcript levels of the corresponding CDS was verified. Finally, an increase in GC and GHC methylation was observed in the same region, suggesting an epigenetic regulation in response to diazotrophic bacteria inoculation. Our findings suggest important roles for sRNA regulation in maize during association with beneficial endophytic diazotrophic bacteria and could assist breeding programs to develop maize or other grasses more efficiently in association with diazotrophic bacteria, which would result in an improvement of crop production.

## Results

### Maize inoculation with diazotrophic bacteria

Diazotrophic bacteria, such as *Azospirillum* spp. and *Herbaspirillum* spp., have been linked with N_2_ fixation in association with agriculturally important grasses, such as maize, sugarcane and rice [23, 27, 34]. To understand the regulation of small non-coding RNA in response to association with diazotrophic bacteria, an experiment was carried out with maize plants grown in hydroponic culture and inoculated with *Azospirillum brasilense* (BR11005) and *Herbaspirillum seropedicae* (HRC54) (Figure 1A). *H. seropedicae* survives poorly in the soil, being considered an obligate endophyte [23]. In maize, these bacteria are isolated from roots, stems and leaves [27]. On the other hand, studies have shown that, depending on the *A. brasilense* strain, these bacteria can survive in the soil, colonizing the root surface, or live within inoculated plants, being considered a facultative endophyte [24, 35]. In the present work, the colonization was confirmed by the most probable number method, which counts colony-formation units (CFU) *per* g of fresh weigh, using plants three and seven days after inoculation (Figure 1B). Both species of bacteria were more abundant in inoculated plants compared with the mock treatment, and there was an increase in bacterial numbers seven days after inoculation. Previous studies showed that seven days after inoculation most species of endophytic bacteria have established themselves inside the plant [36, 37]. Therefore, further analyses were done using samples of plants harvested seven days after inoculation.

**Figure 1:**
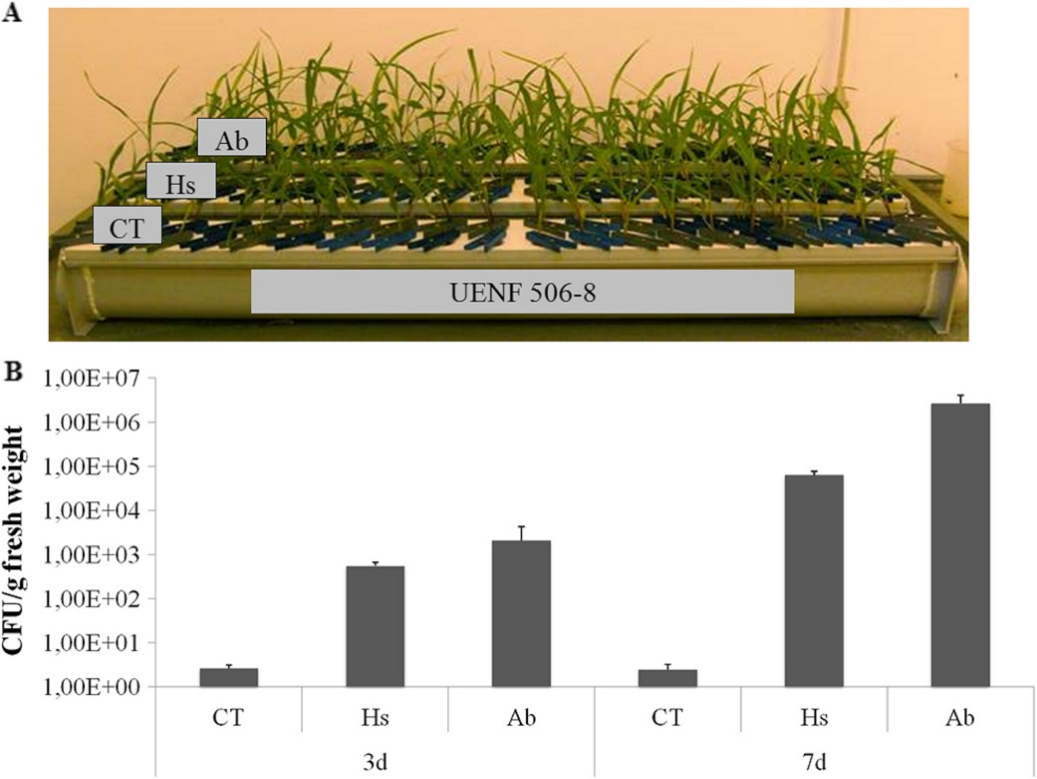
**Maize inoculated with diazotrophic bacteria. (A)** Hydroponic experiment. **(B)** Measurement of colonization levels in maize during the experiment. Two biological replicates were used for each treatment. The error bars represent the standard deviation. CT: mock sample; Hs: inoculation with *H. seropedicae*; Ab: inoculation with *Azospirillum brasilense*; d: days after inoculation.

### Computational identification of sRNA from library data

Small-RNA libraries prepared from control plants and plants inoculated with *H. seropedicae* were sequenced by Illumina SBS technology, providing altogether 8,629,734 raw reads. 

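Experiment A compared 1 library of small RNA from mock-inoculated maize seedlings (CT) with 1 library from seedlings inoculated with H. seropedicae, an endophytic bacterium that fixes nitrogen (Hs), both harvested 7 days after inoculation, so there were no replicates within the experiment. The paper's methods give 150 µL of bacterial suspension per 30 mL of growth medium. The sample descriptions give 100 µL at 1e+08 cells per mL, applied to the stem. The description of Hs also gives a hybrid number that differs from that of every other library and of the paper. If that label is right, hybrid and inoculation differ together in experiment A. The authors removed adapters and low-quality reads, matched the reads to known miRNAs, and deposited for each miRNA family the number of reads and the same number per 1000000 filtered reads of the library (reads per 1000000 reads, RPM). No file gives the number of filtered reads of a library, which was therefore derived from the counts and the RPM values. A single whole number satisfied all families of each library, 676843 reads for CT and 1474401 for Hs. Together these come to 2151244 reads, where the paper gives 4478875 redundant filtered reads, and the RPM values use the smaller numbers. The sum is close to the paper's number of non-redundant sequences. By library, however, the total of CT is below its number of non-redundant filtered reads in Table 1, and that of Hs is above. What these totals count is therefore not known. Known miRNA families held 39571 reads in CT, or 5.85% of the library (95% Wilson interval 5.79 to 5.90), and 102056 reads in Hs, or 6.92% (6.88 to 6.96). Each family was compared between the libraries with a two-sided Fisher's exact test against the library total and a Bonferroni correction over 25 families. Such a test measures the sampling of reads and not the spread between plants, and the choice of total moves every ratio of an experiment by the same factor.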

The bioinformatics pipeline used in the sRNA analysis is shown in Figure 2A. First, low-quality sequences and adapter sequences were removed; next, sequences ranging from 18 to 26 nucleotides (nt) were selected. After these steps, 4,478,875 redundant filtered reads (corresponding to 2,147,930 non-redundant sequences) from the two libraries were used for sRNA analysis. Their size distribution is shown in Figure 2B. A peak of 24-nt species was observed in the distribution of redundant reads (44% in control library - CT; 45% in inoculated library - Hs) and non-redundant reads (54% and 55% in CT and Hs, respectively), followed by sRNA with 22, 23 and 21 nt in length.

**Figure 2:**
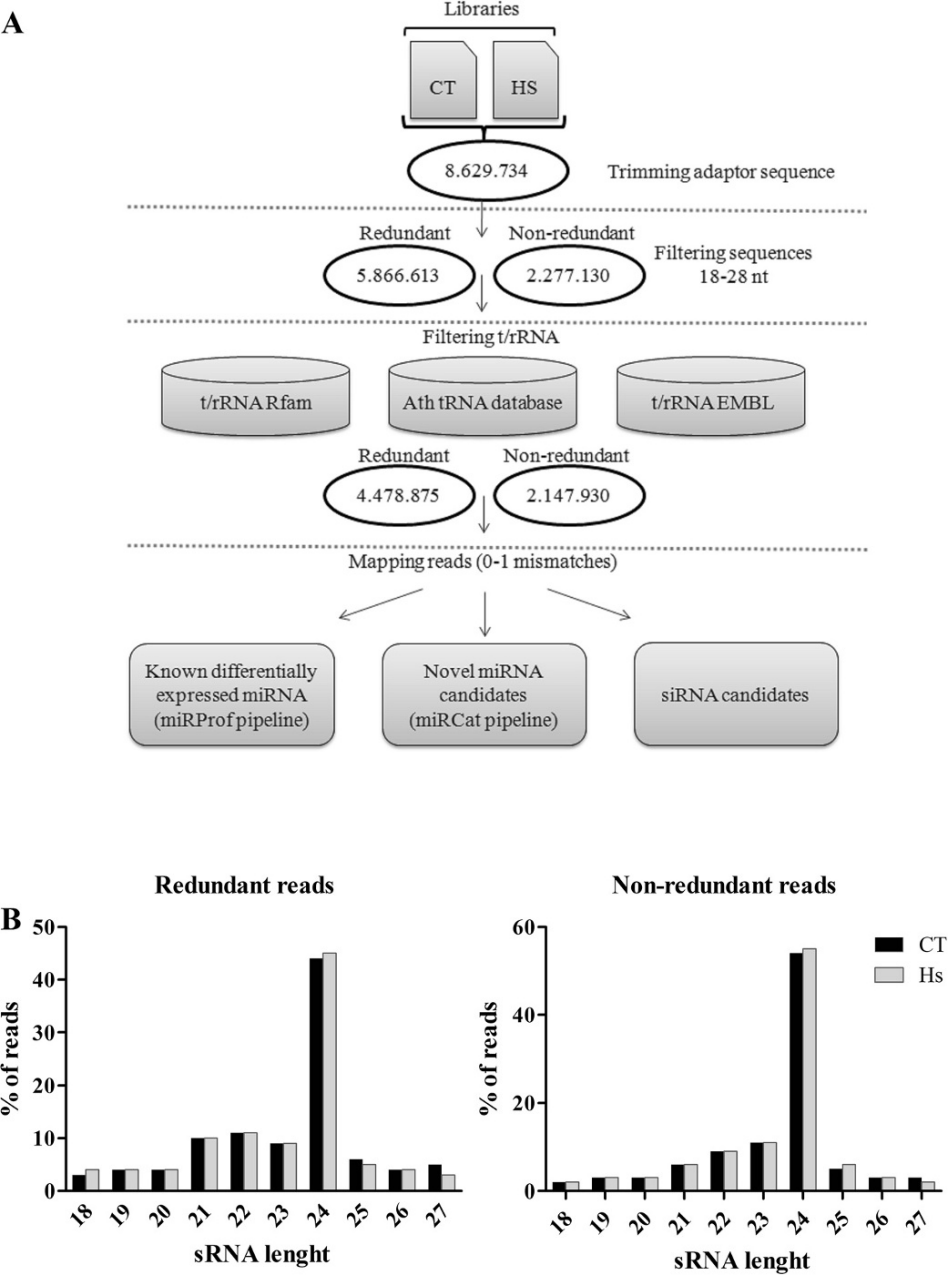
**Analysis of sRNA libraries. (A)** Pipeline used to identify maize sRNAs regulated in response to *H. seropedicae* inoculation. **(B)** Distribution of redundant and non-redundant sRNA dataset. CT: control library; Hs: inoculated library.

Filtered reads allowed the identification of two classes of sRNA: miRNA and siRNA (Table 1). Using Blastn against the B73 genome (B73 RefGen_v2) and allowing one mismatch, a total of 244 and 308 miRNA sequences were identified in control and inoculated libraries, respectively. From these reads, a search in the miRBase database, release 19, identified 237 and 295 known miRNAs in control and inoculated libraries, respectively. The other miRNAs were classified as putative novel miRNA. 

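The table of the control library of experiment A listed 7 new miRNAs with 114 reads in all, and the table of the inoculated library listed 13 with 283 reads. Of the 17 different new miRNAs, 3 were listed in both libraries, 4 in the control library only and 10 in the inoculated library only. Every row held at least 5 reads. At 676843 reads, 3 reads correspond to 4.43 RPM in the control library, and at 1474401 reads to 2.03 RPM in the inoculated library, but the pipeline lists a new miRNA only where its miRNA* was found in the same library, so a miRNA missing from a table was not measured as absent. Among the inoculated rows, 11 have a counterpart in Table 3.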

Eighteen novel miRNA candidates (7 in CT and 11 in Hs) were identified using the miRCat pipeline, based on the presence of mature miRNA and miRNA* sequences in the same library. The remaining reads - 750,691 in CT and 1,396,687 in Hs- were classified as siRNA candidates (Table 1). Additional analysis of these sequences showed a larger number of non-redundant sequences in the inoculated library.

**Table 1:** **Summary of results obtained from bioinformatics analysis of each small RNA library**

Description	CT	Hs
Filtered reads^a^	750935	1396995
miRNA	244	308
Conserved miRNA^b^	237	295
Novel miRNA^c^	7	11
siRNA candidate	750691	1396687

^a^Filtering for tRNA, rRNA, low-complexity sequence and trimming for “N” bases and 3′ adapters.

^b^Known miRNAs deposited at miRBase database.

^c^miRNAs class I detected by miRCat pipeline.

Overall information of filtered reads, number of miRNAs detected, known miRNAs, novel miRNAs and siRNAs using data from libraries experiment A.

### Changes in abundance of known maize miRNA during association with endophytic diazotrophic bacteria

The known miRNA identified were classified in 25 miRNA families, previously identified in maize or other plants. Next, the abundance of the different miRNA families was inferred from the sum of the abundance of each member and reads were normalized to compare the expression in both libraries. 

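In experiment A, 12 families were higher and 4 lower in the inoculated library with a Bonferroni-adjusted p under 0.05 in Fisher's exact test, and the other 9 did not differ detectably at this depth. The largest rises among families with reads in both libraries were those of miR398, miR408 and miR171, and the largest falls were those of miR160, miR393 and miR169. For miR160, 81 reads in CT (119.67 RPM, 95% Wilson interval 96.30 to 148.72) and 42 reads in Hs (28.49 RPM, 21.08 to 38.50) gave a log2 ratio of -2.07 (standard error from read sampling 0.27, no replicates, Fisher's exact test with Bonferroni correction p = 2.0e-13). miR171 rose from 97.51 RPM (76.65 to 124.04) to 183.13 RPM (162.55 to 206.31), a log2 ratio of 0.91 (standard error 0.20, p = 4.2e-05 in the same exact test). miR169 had 52 reads in each library, which gave a log2 ratio of -1.12 after normalization (standard error 0.28, exact p = 0.0029). Requiring a change of at least 1 on the log2 scale as well left 5 of the 12 rises, families without a ratio included. From these differences the paper concludes that miRNAs are dynamically regulated in the association.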

The results showed a dynamic miRNA regulation in response to association with diazotrophic bacteria (Table 2). While 80% of these miRNA families were identified in both libraries, miR172, miR397, miR529 and miR827 were found only in the inoculated library, and miR3630 was present only in the control library. 

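Of the 25 families, 20 (80%) had reads in both libraries of experiment A, 4 in Hs only and 1 in CT only. In Hs, miR172 and miR827 had 20 reads each (13.56 RPM, 95% Wilson interval 8.78 to 20.95), miR397 had 31 (21.03 RPM, 14.81 to 29.84) and miR529 had 12 (8.14 RPM, 4.66 to 14.23). None was listed in CT, where 3 reads correspond to 4.43 RPM. The smallest count listed for a known family in experiment A is 12, and whether the authors applied a minimum is not stated, so the tests below, which take a missing family as 0 reads, rest on that assumption. With Bonferroni correction, Fisher's exact test gave p = 0.024 for miR172 and for miR827, 0.00039 for miR397 and 0.59 for miR529, so the absence of miR529 from the control library was not distinguishable from sampling. miR3630 had 20 reads in CT (29.55 RPM, 19.13 to 45.64) and none in Hs, where 3 reads correspond to 2.03 RPM (Fisher's exact test with Bonferroni correction, p = 2.3e-09). A minimum of 10 reads could not change the 20 shared families, since the smallest listed count is 12. When a family missing from a table was counted as 4 reads, a setting chosen after seeing the data, the corrected exact p of miR397 became 0.25 and that of miR172 became 1. In experiment B, where the control library held 8650469 reads, miR172, miR397, miR529 and miR827 all had reads in the control library, with 27, 22, 381 and 140 reads. In RPM these are 3.12, 2.54, 44.04 and 16.18. Those of miR172 and miR397 lie below the 4.43 RPM of 3 reads in CT, so CT might have missed them at that level. In experiment B, miR3630 was again listed in the control library only, with 1012 reads.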

The most abundant family was miR159, followed by miR319, miR168 and miR156 (Table 2). 

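In CT, miR159 had 35076 reads, or 51822.95 RPM (95% Wilson interval 51297.40 to 52353.59, no replicates), followed by miR319 with 1886.70 RPM (1786.11 to 1992.95), miR168 with 1501.09 RPM (1411.64 to 1596.19) and miR156 with 945.57 RPM (875.12 to 1021.68). The order was the same in Hs, with 59294.59 RPM for miR159 (58914.52 to 59676.96), 3144.33 for miR319 (3055.24 to 3236.00), 1526.72 for miR168 (1464.99 to 1591.06) and 1309.01 for miR156 (1251.93 to 1368.68). No interval of these families overlapped that of the next within a library. As a share of the reads of the listed families, miR159 took 88.6% in CT and 85.7% in Hs.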

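The inoculated library had the higher normalized value for 17 of the 25 families of experiment A and the lower value for 8. Among the 20 families with reads in both libraries, 13 had a ratio above 1 and 7 a ratio below 1. Fisher's exact test with Bonferroni correction separated 12 of the 17 rises and 4 of the 8 falls from read sampling. The rise of miR159 was small beside its depth, at a log2 ratio of 0.19 (standard error from sampling 0.0091, no replicates), and miR168 was level at 0.024 (standard error 0.055, exact test with Bonferroni correction p = 1). When the reads of the listed miRNA families served as the total in place of all filtered reads, 8 families rose and 6 fell past the same threshold, since known miRNAs made up 6.92% of Hs and 5.85% of CT.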

The ratio of normalized reads in the inoculated and the control libraries for each miRNA family showed that most of these miRNA families were up-regulated. The miR398 and miR408 families were the most up-regulated, showing ratios of 13.24 and 9.32, respectively. 

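miR398 had 13 reads in CT (19.21 RPM, 95% Wilson interval 11.23 to 32.86) and 375 reads in Hs (254.34 RPM, 229.87 to 281.42), a ratio of 13.24 and a log2 ratio of 3.73 (standard error from read sampling 0.41, no replicates, Fisher's exact test with Bonferroni correction p = 1.9e-43). For miR408, 62 reads in CT (91.60 RPM, 71.46 to 117.42) and 1259 in Hs (853.91 RPM, 808.04 to 902.37) gave a ratio of 9.32 and a log2 ratio of 3.22 (standard error 0.19, exact p = 1.5e-129). The next largest ratio, that of miR171, was 1.88. The interval of miR398 in the control library rests on 13 reads, so its ratio was less precisely measured than that of miR408. TMM normalization within the experiment lowered the log2 ratios most, to 3.46 for miR398 and 2.96 for miR408. From these ratios the paper reasons that the pair may have an important role in the response of maize to the bacterium.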

This result suggests that these miRNAs may have an important role in the maize response to the association with *H. seropedicae*.

**Table 2:** **Differential expression of conserved miRNAs**

miRNA	CT	Hs	Log 2 (Hs/CT)	***p***-value
miR156	945.57	1309.01	0.47	0.000000
miR159	51822.95	59294.59	0.19	0.000000
miR160	119.67	28.49	-2.07	0.000000
miR162	25.12	35.95	0.52	0.246230
miR164	118.20	114.62	-0.04	0.837848
miR166	645.64	1033.64	0.68	0.000000
miR167	234.91	220.43	-0.09	0.524589
miR168	1501.09	1526.72	0.02	0.664597
miR169	76.83	35.27	-1.12	0.000117
miR171	97.51	183.13	0.91	0.000002
miR172	-	13.56	-	0.000977
miR319	1886.70	3144.33	0.74	0.000000
miR3630	29.55	-	-	0.000000
miR390	32.50	25.09	-0.37	0.329586
miR393	59.10	25.09	-1.24	0.000196
miR394	17.73	19.67	0.15	0.867164
miR396	463.92	693.84	0.58	0.000000
miR397	-	21.03	-	0.000015
miR398	19.21	254.34	3.73	0.000000
miR408	91.60	853.91	3.22	0.000000
miR444	53.19	74.61	0.49	0.089931
miR528	132.97	214.32	0.69	0.000037
miR529	-	8.14	-	0.023690
miR827	-	13.56	-	0.000977
miR858	90.12	75.28	-0.26	0.285608

The number of reads found in each library from experiment A was normalized *per* million, and the log_2_ (Hs/CT) was calculated. CT: control library, Hs: inoculated library. The Fisher exact test was performed with Bonferroni correction.

To confirm the miRNA regulation, two more libraries were constructed and sequenced using biological replicates (experiment B) and analyzed as above. 

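Experiment B used a second pair of libraries from biological replicates, CTb from mock-inoculated seedlings and Hsb from inoculated seedlings, with 1 library per condition. The authors deposited the same quantities as for experiment A, a count of reads and RPM per family, for known families only. The library totals that the counts and RPM values imply were 8650469 reads for CTb and 2110522 for Hsb, so CTb was 4.10 times as deep. Known families held 1074757 reads in CTb, or 12.42% of the library (95% Wilson interval 12.40 to 12.45), against 77935 in Hsb, or 3.69% (3.67 to 3.72). miR166 alone took 910450 reads in CTb, 84.7% of the reads of the listed families, whereas miR159 was the most abundant family in each of the other 3 libraries. Ratios to all filtered reads and ratios to the listed miRNA reads therefore differ more in this experiment than in experiment A.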

These libraries, denominated CTb and Hsb, had 5,137,415 and 2,159,935 non-redundant reads filtered, respectively. The patterns of differential expression of 25 miRNA families identified are available in Additional file 1: Table S1. 

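In experiment B, 13 families were higher and 11 lower in Hsb than in CTb past a Bonferroni-adjusted p of 0.05 in Fisher's exact test, and only miR169 was not separated from sampling, with 73.64 RPM in CTb (95% Wilson interval 68.14 to 79.58) and 66.33 in Hsb (56.22 to 78.27). The largest rises were those of miR164, from 4.74 RPM (3.49 to 6.43) to 431.65 (404.52 to 460.59), miR858, from 2.54 RPM (1.68 to 3.85) to 135.04 (120.25 to 151.65), and miR528, from 4.97 RPM (3.69 to 6.70) to 211.80 (193.05 to 232.36). Their log2 ratios were 6.51, 5.73 and 5.41 (standard errors from sampling 0.23, 0.32 and 0.23, no replicates). Among families with reads in both libraries, the largest falls were those of miR166, with a log2 ratio of -6.08 (standard error 0.025), miR529 with -3.37 (0.49) and miR396 with -2.39 (0.049). miR3630, which has no ratio, fell from 116.99 RPM in CTb to no listed reads in Hsb. At this depth nearly any difference passes this test, which sees no spread between plants. Taking the listed miRNA reads as the total gave 20 rises and 4 falls.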

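The sign of the log2 ratio was the same in experiments A and B for 15 of the 25 families (60%) and opposite for 10, a family missing from one library taking the sign of the other (exact binomial test against equal chances, p = 0.42). Among the 15 families past the Bonferroni threshold in both experiments, 11 had the same sign and 4 did not. miR166 rose in experiment A, with a log2 ratio of 0.68 (standard error from sampling 0.078), and fell in experiment B, with -6.08 (0.025). miR160 went the other way, with -2.07 (0.27) in experiment A and 3.18 (0.12) in experiment B. Across the 20 families with a ratio in both experiments, which are not independent replicates, Pearson's r of the log2 ratios was 0.023 (permutation p = 0.92) and Spearman's rho was -0.11 (permutation p = 0.64), and Benjamini-Hochberg adjustment over these 2 relations gave 0.92 for each. Without miR398 and miR408, the 2 families farthest from the median of experiment A, r became -0.18 (permutation p = 0.48). With a pseudocount of 1 RPM, which keeps all 25 families, r was 0.34 (permutation p = 0.095) and rho was 0.17 (permutation p = 0.42). Each experiment holds 1 library per condition, so the relation could not be recomputed within a batch. Among families with a ratio in both experiments, 10 changed by at least 0.5 on the log2 scale in each, 5 with the same sign and 5 with opposite signs. Keeping also the 5 families without a ratio in an experiment, a setting added after seeing the data, gave 9 with the same sign and 6 with opposite signs.

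**Figure D1:**
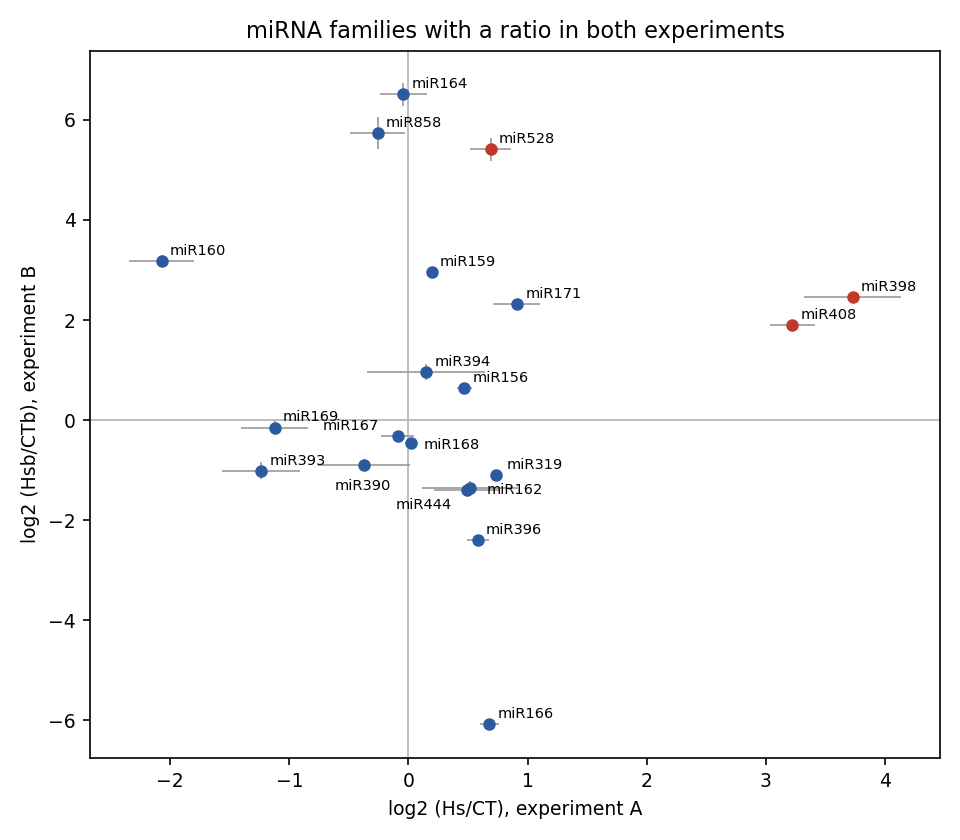
Log2 ratio of each miRNA family in experiment A (x axis, Hs over CT) and experiment B (y axis, Hsb over CTb) for the 20 families with reads in all 4 libraries. Error bars are the standard errors from read sampling, the Cu-miRNAs miR398, miR408 and miR528 are red, and miR166 lies at 0.68 in experiment A and -6.08 in experiment B.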

Comparison between the results from libraries in experiments A and B showed that 15 miRNAs shared the same regulation profile, while 10 miRNAs had contrasting profiles. Interestingly, miR398 and miR408 were up-regulated in both analyses.

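In experiment B, miR398 rose from 49.71 RPM in CTb (95% Wilson interval 45.23 to 54.63) to 272.44 in Hsb (251.07 to 295.64), and miR408 from 162.30 RPM (154.03 to 171.02) to 603.64 (571.40 to 637.70). Their log2 ratios were 2.45 and 1.90 (standard errors from sampling 0.092 and 0.056), after 3.73 and 3.22 in experiment A. With the 2 experiments as replicates (n = 2 libraries per condition), edgeR's quasi-likelihood test gave a log2 fold change of 2.58 for miR398 (Benjamini-Hochberg adjusted p = 0.37) and 2.24 for miR408 (adjusted p = 0.43). Neither passed the adjusted threshold, and the only family that did was miR3630, with an adjusted p of 0.00077. With the experiment as a replicate block, the log2 fold changes were 2.53 and 2.01, both with an adjusted p of 0.83 in edgeR, and no family passed. The pairing of libraries is taken from the paper. Deviations from the condition means were hardly correlated between libraries of one experiment (Pearson's r = 0.022 across 25 families). Such an r cannot see a shift common to all families. In RPM, the experiment separated 10 families, 9 of them higher in experiment B, and the treatment separated 9. When each library was left out in turn, the log2 fold change of miR398 stayed between 2.31 and 3.03 and that of miR408 between 1.48 and 2.84. In counts simulated with the dispersion edgeR estimated from these libraries, 0.81, the same test found 14.5% of families changed 16 times, so at 2 libraries per condition most changes of this size would be missed. The paper draws from the 2 experiments that both families are up-regulated.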

### Cu-miRNAs are up-regulated in response to diazotrophic bacteria

In order to understand the biological mechanisms triggered by miRNA in response to the association with diazotrophic bacteria, we identified the targets of regulated miRNA. Using *psRNA* target [38], 536 unique target genes were detected in the maize genome v.2 (Additional file 2: Table S2). An ontology (GO) of the targets was constructed using AgriGO [39]. The results showed a figure with a hierarchical organization with three arms: one for transcription factor activity, one for laccase activity, and one for copper ion binding, respectively (Figure 3). In one of the arms of the figure, we observe transcription factors which are the major targets of conserved miRNA; on the other two arms of the figure, both classes are related to copper metabolism [40].

**Figure 3:**
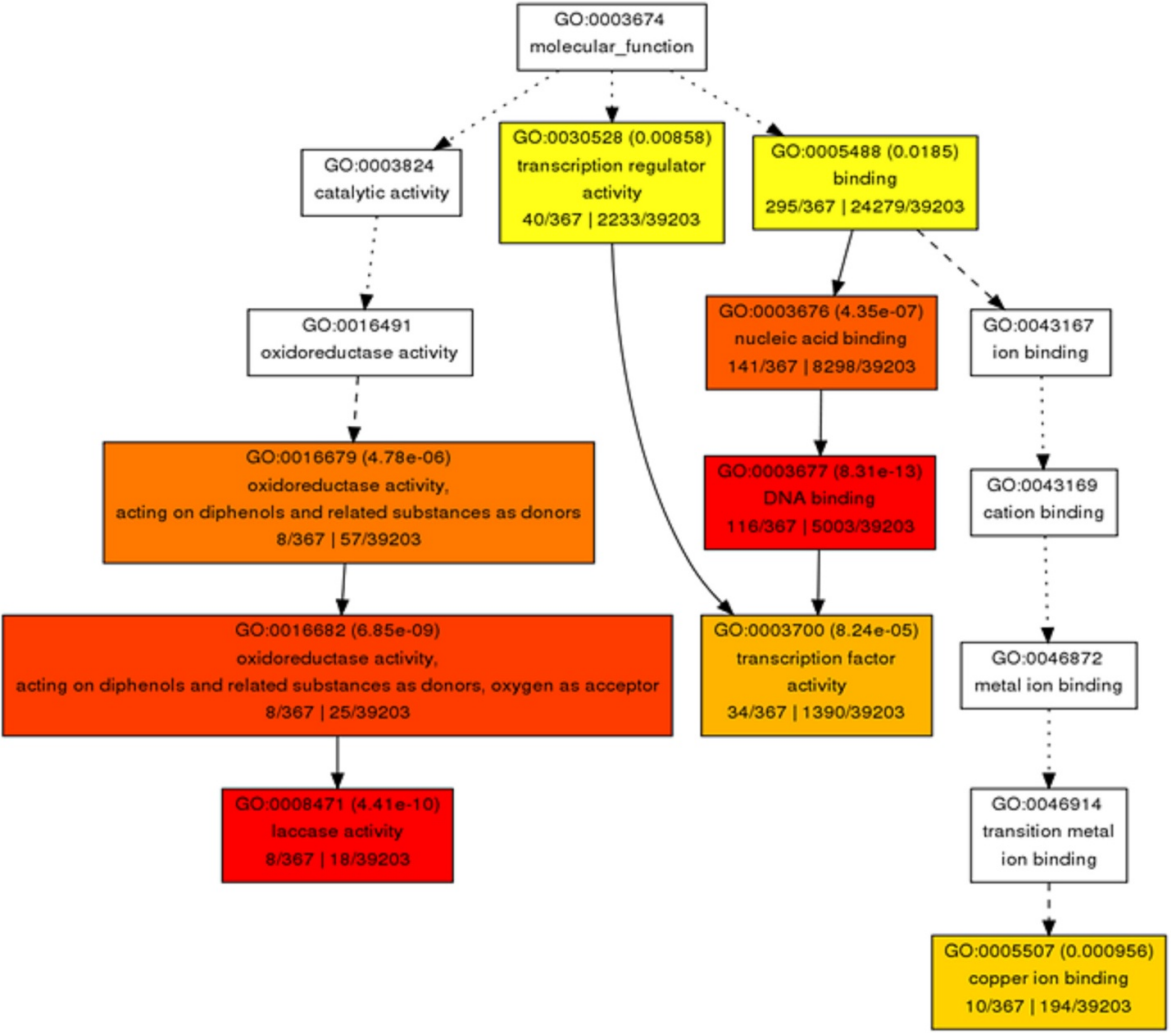
**Molecular function of conserved miRNA targets, based on Gene Ontology (GO) classification.** AgriGO web-based tool was used to analyze GO categorization of genes (http://bioinfo.cau.edu.cn/agriGO/). The graphical output is a GO hierarchical image containing all statistically significant terms. Red color means terms with higher statistical significance. Inside the box: GO term, adjusted p-value, GO description, item number mapping the GO in the query list and background, and total number of query list and background.

Accordingly, miR398 and miR408, the two miRNAs with sharply contrasting expression profiles in the inoculated versus the control libraries, are known as copper-regulated small RNA molecules, or Cu-miRNA [41]. Moreover, miR397 and miR528 are also classified as Cu-miRNA because they regulate proteins involved in copper homeostasis. 

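In RPM, all 4 Cu-miRNAs had a higher value in each inoculated library than in either control library. miR397 was not listed in CT, which the fits count as 0 reads, and had 21.03 RPM in Hs (95% Wilson interval 14.81 to 29.84), then 2.54 in CTb (1.68 to 3.85) and 55.91 in Hsb (46.69 to 66.95). miR398 had 19.21 RPM in CT, 254.34 in Hs, 49.71 in CTb and 272.44 in Hsb. For miR408 the values were 91.60, 853.91, 162.30 and 603.64 RPM in the same order. miR528 had 132.97 RPM in CT (108.19 to 163.42) and 214.32 in Hs (191.96 to 239.29), the smallest change of the 4, and 4.97 in CTb (3.69 to 6.70) and 211.80 in Hsb (193.05 to 232.36). Its log2 ratio was 0.69 in experiment A (standard error from sampling 0.17, Fisher's exact test with Bonferroni correction p = 0.00092) and 5.41 in experiment B (0.23), so the size of the change depended chiefly on the control library. Under TMM normalization within experiment A, the log2 ratio of miR528 fell to 0.43 and was no longer past the threshold. With TMM normalization across the 4 libraries, which the fit over both experiments uses, miR528 was lower in Hsb (117.87) than in CT (197.55), so 3 of the 4 stayed above both controls, a setting added after seeing the data. With the 2 experiments as replicates (n = 2), edgeR's adjusted p was 0.37 for miR397 and miR398, 0.43 for miR408 and 0.68 for miR528. The calls depended on the fit. miR397 had an adjusted p of 0.020 in DESeq2, but of 0.83 in edgeR with the replicate block. In limma its adjusted p was 0.20 with a pseudocount of 1 RPM and 0.069 with 0.1 RPM. When each library was left out in turn, its log2 fold change in edgeR stayed between 3.93 and 8.70. The log2 fold change of miR528 was 5.84 without control replicate 1 and -0.048 without control replicate 2. From the increase of all 4, the paper concludes that they are up-regulated in the association, and builds its model of colonization on their coordinated expression. The paper also rests this on qRT-PCR of the 4 miRNAs and of their targets, which could not be analysed here.

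**Figure D2:**
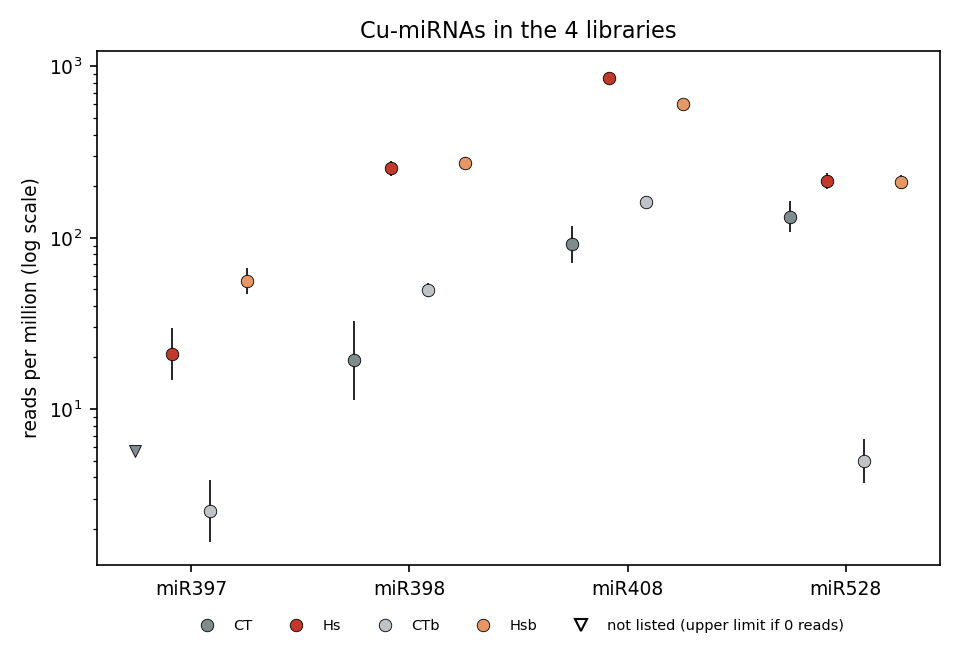
Normalized reads (RPM, log scale) of the 4 Cu-miRNAs in the control (CT, CTb) and inoculated (Hs, Hsb) libraries. Points are single libraries with 95% Wilson intervals, and the triangle is the upper limit of 5.68 RPM for miR397 in CT if it had 0 reads there, since it was not listed. miR528 is near 212 RPM in both inoculated libraries and differs mainly between the controls, 132.97 in CT and 4.97 in CTb.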

The expression analysis showed that these four maize miRNAs were up-regulated in response to association with *H. seropedicae* (Figure 4A). Given the coordinated expression, we propose a hypothetical model for the regulation of endophytic bacteria colonization in maize: in the presence of endophytic bacteria, Cu-miRNAs are up-regulated, and their targets, Cu-protein, are down-regulated, leading to an attenuation of defense mechanisms and consequently facilitation of colonization (Figure 4B).

**Figure 4:**
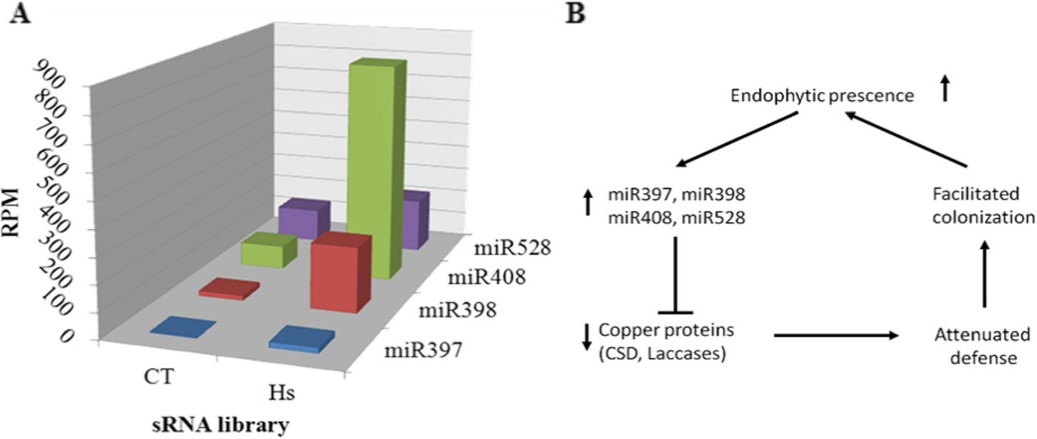
**Regulation of four Cu-miRNAs in response to endophytic association. (A)** Distribution of miRNA profile expression identified by bioinformatics analysis. CT: control library; Hs: *H. seropedicae* inoculated library; RPM: reads per million. **(B)** Putative pathway of regulation of miRNAs/targets involved in copper metabolism.

In order to confirm the model, the expression profiles of the Cu-miRNAs were analyzed by stem-loop qRT-PCR using samples from two independent experiments. Plants were harvested seven days after inoculation with either *H. seropedicae* or *A. brasilense.* The results confirmed an increase in expression of miR397, miR398, miR408 and miR528 in plants inoculated with *H. seropedicae* (Figure 5). Moreover, three of the four miRNAs were also up-regulated in samples inoculated with *A. brasilense.*

**Figure 5:**
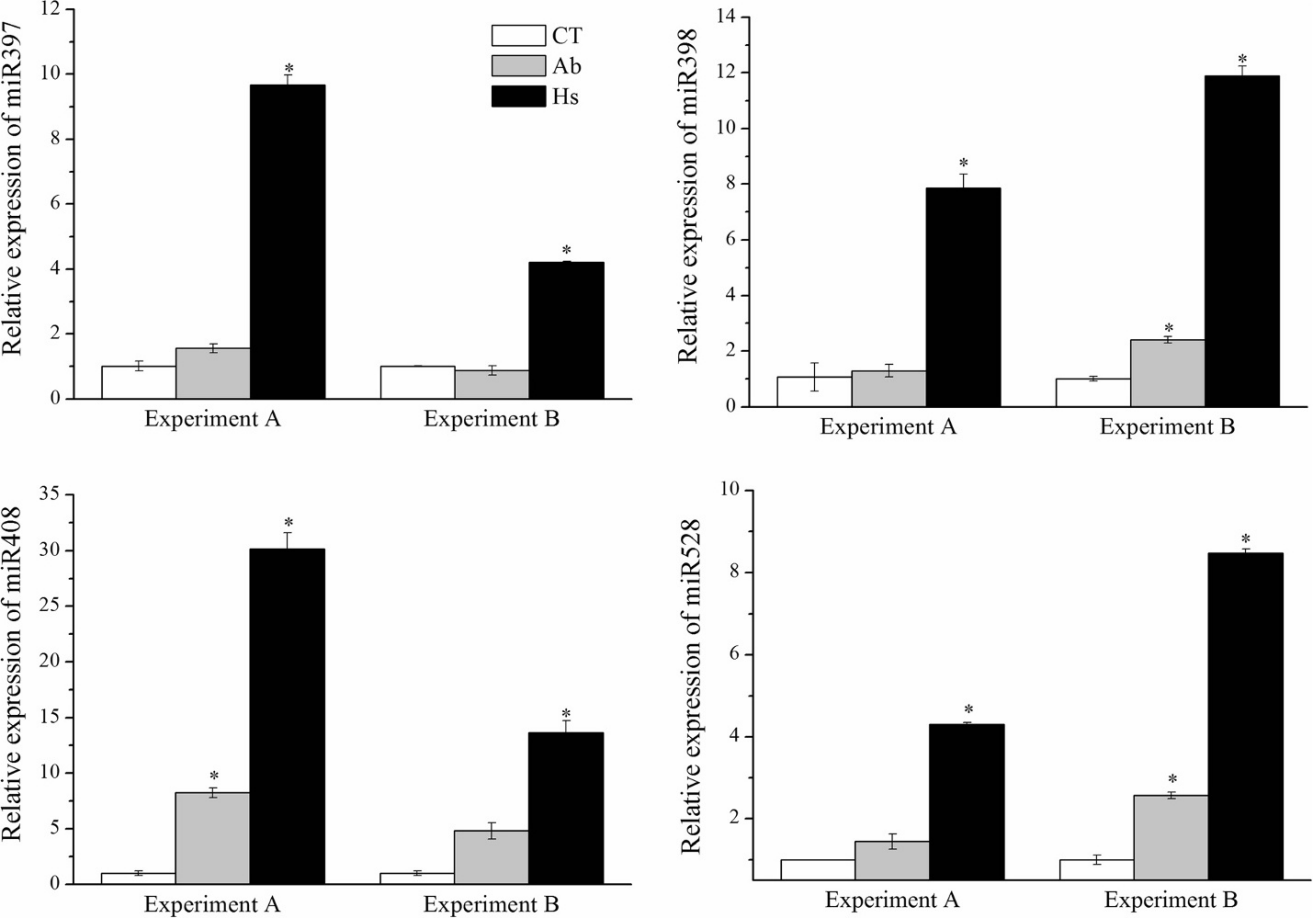
**Expression of Cu-miRNA in plants inoculated with** ***A. brasilense*** **and** ***H. seropedicae*** **.** Relative expression of miR397, miR398, miR408 and miR528 in response to inoculation with *A. brasilense* and *H. seropedicae*. Biological replicates were analyzed (Experiment A and B). The error bars represent the standard deviation between three technical replicates. *represent significant changes in miRNA expression between control and inoculated samples for each experiment (p-value < 0.05).

To ascertain whether the putative targets of Cu-miRNA had inverse expression profile, their mRNA levels were measured by qRT-PCR, using the same samples (Figure 6). Basically, the results showed that the targets were down-regulated in samples inoculated with endophytic bacteria. The one exception was the putative target of miR528; in plants inoculated with *A. brasilense* an increase in mRNA accumulation was observed, suggesting that in this situation, this mRNA is either not a target of miR528, or there is an additional layer of transcriptional control of its expression. Altogether, the results support the proposed model for the regulatory pathways triggered in maize in response to endophytic diazotrophic bacteria.

**Figure 6:**
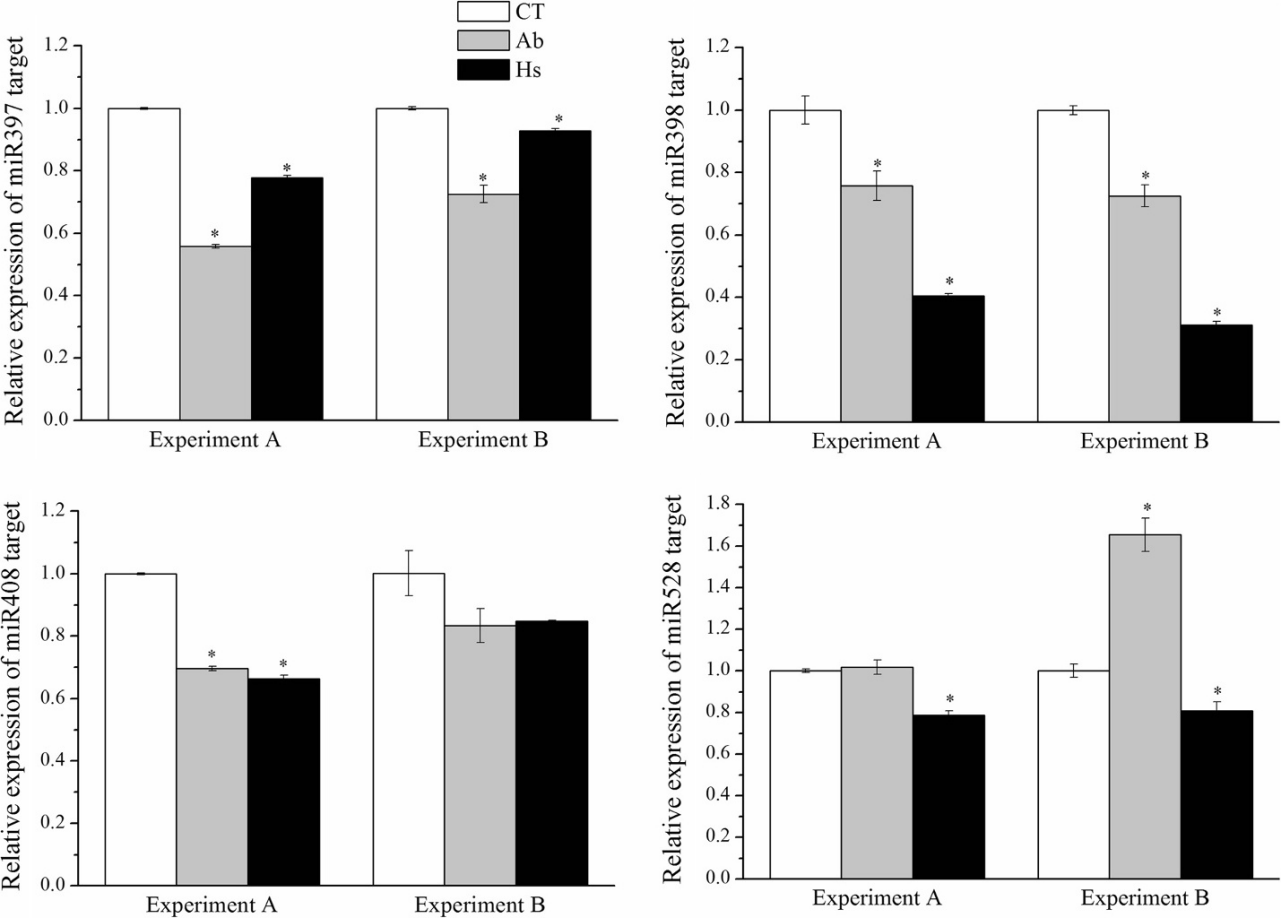
**Expression of Cu-miRNA targets.** Relative expression of Cu-miRNAs targets in response to inoculation with *A. brasilense* and *H. seropedicae* was analyzed using qRT-PCR. Biological replicates were analyzed (Experiment A and B). The error bars represent the standard deviation of three technical replicates. *represents significant changes in target expression between control and inoculated samples for each experiment (p-value < 0.05).

### Identification of novel maize miRNA

Next, a search for novel miRNA candidates was carried out using the miRCat pipeline mapped to the *Zea mays* genome v.2 and a Blast-n search against the miRBase database, release 19. MiRNA sequences that showed no hits to the miRBase database and had a precursor characteristic of miRNA were selected. Based on the criteria for miRNA annotation established by the plant small-RNA research community [42, 43], we selected only miRNA precursors that exhibited miRNA and miRNA* sequences in the same libraries (Class I). Hence, 18 *bona fide* precursors with miRNA/miRNA* complementarity were found, corresponding to 15 novel mature miRNA sequences (Table 3). These miRNAs were denominated Zma_miR_Seq01 to Zma_miR_Seq15. The length of novel miRNA precursors ranged from 75 to 232 nt and their structure with the position of miRNA/miRNA* highlighted is available in Additional file 3: Figure S3. The precursor fold-back structures have an MFE (Minimum Free Energy) ranging from -23.9 to -110.7 kcal/mol, and more than 77% had an MFEI (Minimum Fold Energy Index) value greater than 0.7 (Table 3).

**Table 3:** **New miRNAs identified**

miRNA ID	Length of hairpin precursor	MFE	MFEI ^a^	Randfold p-value	Sequence	sRNA length	RPM - CT	RPM - Hs
Zma_miR_Seq01	169	-42.5	0.61	0.029703	AAAATTTAGAGGACGTTGCTGGAG	24	-	10.34
Zma_miR_Seq02	141	-84.8	1.15	0.009901	AAACCGTCGGAGATAGCTTATGTC	24	-	8.86
Zma_miR_Seq03	128	-76.7	1.08	0.009901	AACCTATGTCCGACGGTTTTAGGC	24	-	7.39
Zma_miR_Seq04	79	-26.4	0.52	0.09901	ACGTCTATGGTTAGATCACGCGGC	24	-	8.86
Zma_miR_Seq05	75	-23.9	0.70	0.049505	ATAACTGTAGTGCATTAAAGCGGG	24	4.07	7.39
Zma_miR_Seq06	173	-60.52	0.85	0.009901	ATCCATATGGACTGGGAGGAAAGC	24	-	44.32
Zma_miR_Seq07a	104	-58.3	0.80	0.009901	CCCGCCGGCGAGCGCTTTCCT	21	-	13.30
Zma_miR_Seq07b	104	-58.3	0.80	0.019802	CCCGCCGGCGAGCGCTTTCCT	21	-	13.30
Zma_miR_Seq08	170	-91.5	0.92	0.009901	CGGCGGGGGCGAACTGAGAAC	21	21.70	143.31
Zma_miR_Seq09a	161	-64.2	0.84	0.009901	CGTGGTATTGTTTCGGCTCATG	22	11.53	125.58
Zma_miR_Seq09b	123	-57.4	0.94	0.009901	CGTGGTATTGTTTCGGCTCATG	22	11.53	125.58
Zma_miR_Seq09c	123	-57.4	0.94	0.009901	CGTGGTATTGTTTCGGCTCATG	22	11.53	125.58
Zma_miR_Seq10	114	-31.3	0.68	0.059406	TCCTTGTTGGACAGATAAAGGAGC	24	-	7.39
Zma_miR_Seq11	85	-45.5	1.17	0.009901	TTGTTGGTCTATTCGGGTTTTCGA	24	-	7.39
Zma_miR_Seq12	143	-57.8	0.81	0.009901	CATGAACCGAGCGAGCTAGCGAGC	24	14.92	-
Zma_miR_Seq13	232	-110.7	0.75	0.009901	GGCGGACTGGGAACACATGGG	21	7.46	-
Zma_miR_Seq14	152	-103.3	1.45	0.009901	TTGGGAGCCACAAAACTGAAG	21	3.39	-
Zma_miR_Seq15	179	-84	1.00	0.009901	TTTTGTTGGTGGTCATTTAACC	22	14.24	-

^a^minimal folding free energy index (MFEI) was calculated according to Zhang et al. [99].

CT: control library, Hs: Inoculated library, RPM: reads per million, MFE: Minimum Free Energy.

In addition to the precursor analysis, the length and the abundance of new mature miRNA was also examined. The majority of the novel miRNAs are 24 nt in length (9 out 15 sequences), four were of 21 nt and two were of 22 nt. 

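The tables of experiment A list new miRNAs under provisional names, which were matched to the names of Table 3 by their order and their RPM, and rows with equal RPM by order alone. No new miRNA is in the tables of experiment B analysed here, so none has a replicate. The RPM values deposited for the known families of each library equal the counts divided by that library's own total. Those of the new miRNAs equal the counts divided by the total of the other library in 20 of 20 rows, and by the library's own total in 0 rows. Values below were recomputed from the counts with each library's own total, 676843 for CT and 1474401 for Hs, a choice made after seeing the files, and are given beside the values as deposited. They take each row as belonging to the library whose table lists it. An exchange of rows between the libraries cannot be excluded, and the deposited values would then trade libraries. Zma_miR_Seq08 and Zma_miR_Seq09 would then be lower in Hs, a reversed direction. Zma_miR_Seq05 would keep its direction, with 7.39 RPM in CT and 4.07 in Hs. Fisher's exact test was Bonferroni-corrected over the 17 new miRNAs. According to Figure S3, the precursors lie at 18 loci on 8 chromosomes of the B73 RefGen_v2 assembly. The paper aligned some precursors with maize DNA transposons, among them those of Zma_miR_Seq05 and Zma_miR_Seq12. What else is annotated at these loci could not be looked up, because no genome was used here.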

To compare the expression of novel miRNA, we used the same approach described for expression analysis of known miRNA. Eleven new miRNAs were identified in the inoculated sample, three of which were also found in the control library but at lower levels. 

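The 3 new miRNAs listed in both libraries of experiment A were Zma_miR_Seq05, Zma_miR_Seq08 and Zma_miR_Seq09. Zma_miR_Seq05 (ATAACTGTAGTGCATTAAAGCGGG, chromosome 4 from 19368136 to 19368159 in B73 RefGen_v2) had 6 reads in CT and 5 in Hs, which with each library's own total is 8.86 RPM in CT (95% Wilson interval 4.06 to 19.34) and 3.39 in Hs (1.45 to 7.94). Its log2 ratio was -1.39 (standard error from sampling 0.87, no replicates, Fisher's exact test with Bonferroni correction p = 1), so no difference was detectable at this depth. Zma_miR_Seq08 (CGGCGGGGGCGAACTGAGAAC, chromosome 2 from 169527754 to 169527774) had 47.28 RPM in CT (33.49 to 66.74) and 65.79 in Hs (53.94 to 80.25), a log2 ratio of 0.48 (standard error 0.29, corrected exact p = 1). Only Zma_miR_Seq09 (CGTGGTATTGTTTCGGCTCATG, placed at 3 loci, on chromosomes 10, 1 and 2) differed past the threshold, from 25.12 RPM (15.68 to 40.23) to 57.65 (46.63 to 71.28), with a log2 ratio of 1.20 (standard error 0.38, corrected exact p = 0.015). As deposited, with the totals of the other library, the log2 ratios were 0.86, 2.72 and 3.45, a setting added after seeing the data that reversed the sign for Zma_miR_Seq05. From the deposited RPM the paper reads all 3 as lower in the control library.

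**Figure D3:**
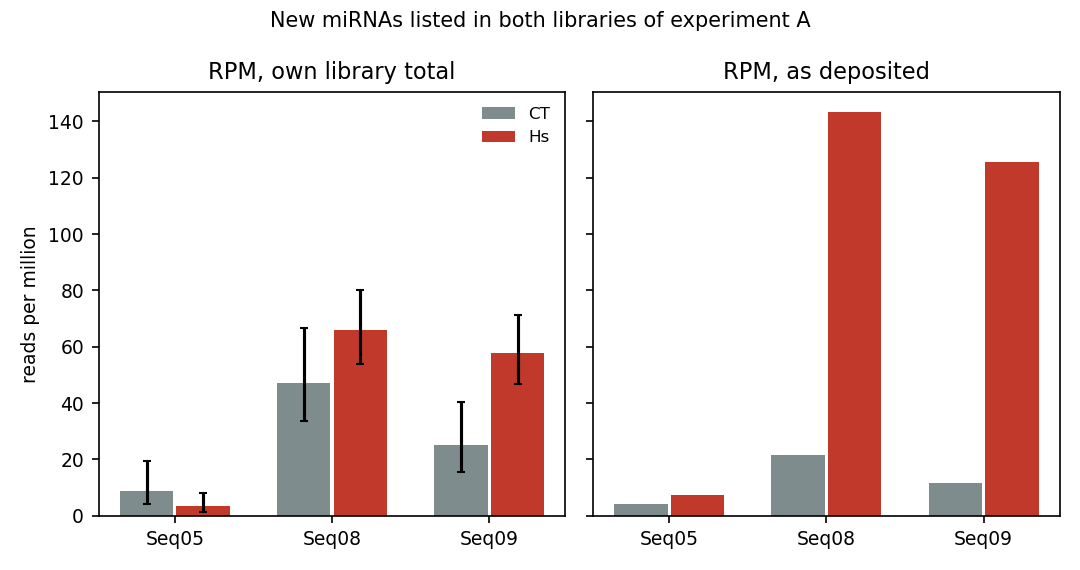
Normalized reads (RPM) of the 3 new miRNAs listed in both libraries of experiment A, control (CT) in grey and inoculated (Hs) in red. The left panel uses each library's own total with 95% Wilson intervals, the right panel the values as deposited. Zma_miR_Seq05 is 8.86 in CT and 3.39 in Hs on the left, and 4.07 and 7.39 on the right.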

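With the control library's own total, the 4 new miRNAs listed there only were Zma_miR_Seq12 with 22 reads (32.50 RPM, 95% Wilson interval 21.47 to 49.22), Zma_miR_Seq13 with 11 (16.25 RPM, 9.08 to 29.10), Zma_miR_Seq14 with 5 (7.39 RPM, 3.16 to 17.29) and Zma_miR_Seq15 with 21 (31.03 RPM, 20.29 to 47.43). A new miRNA is listed only where its miRNA* was found in the same library, so the tables give no read number for these 4 in Hs, and their difference between the libraries could not be tested. Zma_miR_Seq12 lies on chromosome 6 from 107369829 to 107369852 of B73 RefGen_v2 and Zma_miR_Seq15 on chromosome 5 from 167348311 to 167348332. As deposited, with the total of the other library, the values were 14.92, 7.46, 3.39 and 14.24 RPM, a setting added after seeing the data.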

Four novel miRNAs were exclusive to the control library (Table 3). Next, their putative targets were predicted using *psRNA* target. A total of 131 putative targets for the 15 mature new miRNAs were identified (Additional file 1: Table S1). However, more than 87% of the putative targets are uncharacterized genes. Therefore, the molecular function of these novel miRNAs is unknown.

In order to investigate the role of these novel miRNAs, further analyses were performed using the POPcorn website (http://popcorn.maizegdb.org/main/index.php) to map them in the maize genome v.2. The results showed the precursors of new miRNAs scattered throughout the genome (Additional file 4: Figure S4). Next, also using the POPcorn website, the precursors were compared with TEs from the Maize Transposable Elements database. In this analysis, seven of the new miRNAs aligned with different classes of maize DNA transposon, among them *PIF/Harbinger*, *CACTA*, *Mutator* and *hAT* (Table 4).

**Table 4:** **Novel miRNAs mapped at Transposable Elements**

miRNA ID	TE class
Zma_miR_Seq01	PIF/Harbinger
Zma_miR_Seq02	CACTA
Zma_miR_Seq03	CACTA
Zma_miR_Seq05	Mutator
Zma_miR_Seq06	PIF/Harbinger
Zma_miR_Seq11	hAT
Zma_miR_Seq12	hAT

Novel miRNA precursors were mapped against TEs from the Maize Transposable Elements Database (http://maizetedb.org/~maize/).

### siRNA production derived from repeats and CDSs

In order to find repeat-associated siRNA in maize sRNA libraries, we aligned the siRNA candidates (Table 1) in the maize repeat database (Repbase, v.18) using the Bowtie alignment and allowing three mismatches. Only the best hits of aligned siRNA from each library were selected for further analysis, giving a total of 117,935 and 222,432 siRNAs from control and inoculated libraries, respectively. These siRNAs aligned with different classes of TE, among them 14 classes of DNA transposon, five classes of retrotransposon, rRNA, satellite, SINE/tRNA, Knob, centromere, telomere and a number of unclassified repeats (Figure 7A). Approximately eight percent of the siRNAs in each library came from a DNA transposon, and approximately 32% were from a retrotransposon, especially *Copia* and *Gypsy*. In all classes, more siRNA were identified in the inoculated than in the control library. Nevertheless, a small fraction of the total siRNA was present in both libraries. For instance, 3,307 siRNAs from *Copia* were identified in both libraries, while 13,154 and 28,566 were exclusive to the control and inoculated library, respectively. Figure 7B shows the number of exclusive and shared siRNA from *Copia* and *Gypsy*. These siRNA were analyzed for size distribution, and the majority was 24 nt in length, with a smaller population of 22 nt (Figure 7C).

**Figure 7:**
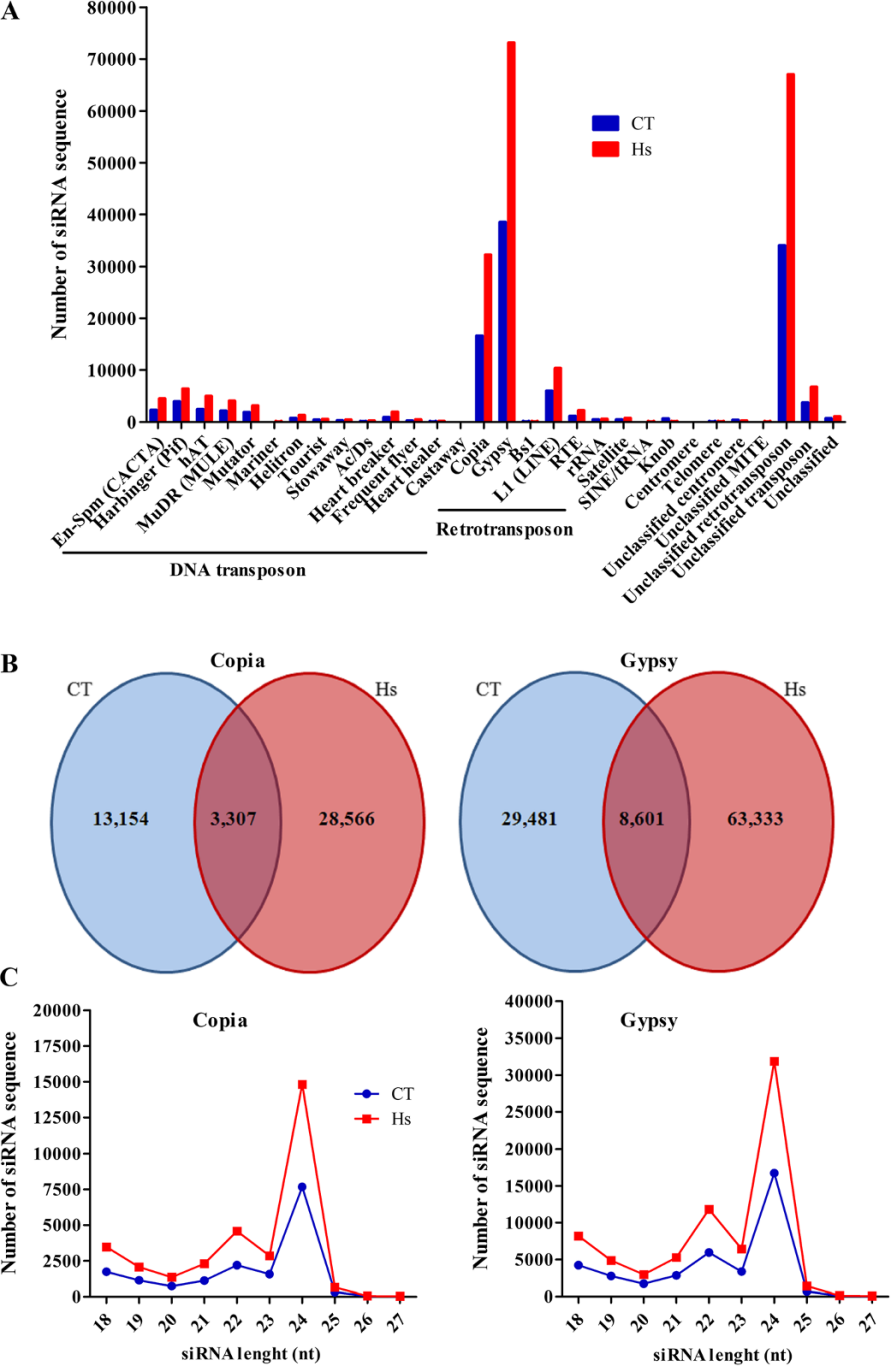
**siRNA mapped to repeats. (A)** Distribution of siRNA that aligned with the Repbase database. **(B)** Number of siRNA identified in each library matching *Copia* and *Gypsy*. **(C)** Length distribution of siRNA related with *Copia* and *Gypsy*. CT: control library; Hs: *H. seropedicae* inoculated library.

Additional analyses were performed to classify siRNA with homology to CDSs. A total of 237 and 456 CDSs aligned with more than 50 unique siRNAs from control and inoculated libraries, respectively. Among these, five CDSs had more than 1,000 siRNA sequences from the inoculated library aligned with them. Two CDSs that showed the highest amounts of siRNA aligned, GRMZM2G037875_T03 and GRMZM2G487629_T02, were selected to carry out further analyses. GRMZM2G037875_T03 aligned with 721 and 1545 unique siRNA sequences in control and inoculated libraries, respectively. This difference was statistically significant. In each library, 71% of the siRNAs were 24-nt species. Almost all siRNAs mapped onto the fourth exon of GRMZM2G037875_T03 (Figure 8). Interestingly, this splice variant of the GRMZM2G037875 gene had an exclusive region at the 3′-end on the fourth exon where the siRNA mapped. Because 24 nt can trigger DNA methylation, the methylation profiles of these CDSs were investigated [44]. The results show that the region where the siRNA mapped was highly methylated in CG and CHG sites (Figure 8). In order to verify the expression of the CDSs, a dataset of mRNAseq obtained from the same biological samples (Carvalho *et al.,* personal communication) was examined. A total of 249.6 and 170.8 normalized reads from the control transcriptome library and 192.9 and 135.6 reads from the inoculated library mapped onto GRMZM2G037875_T03, with significantly more reads mapped at the 3′-end on the fourth exon in the control library than in the inoculated library, showing an inverse regulation to that of the siRNA. A similar analysis was performed for CDS GRMZM2G487629_T02 (Additional file 5: Figure S5), and almost all of the siRNA mapped onto the 5′-end of these CDSs. Normalized siRNA that aligned with these CDS were 1026.72 and 1046.53 from control and inoculated libraries, respectively. Despite a small increase in siRNA in the inoculated library, this difference was not significant; but the methylation analysis also revealed an enrichment of methylated sites in the same region of the siRNA peak (data not shown).

**Figure 8:**
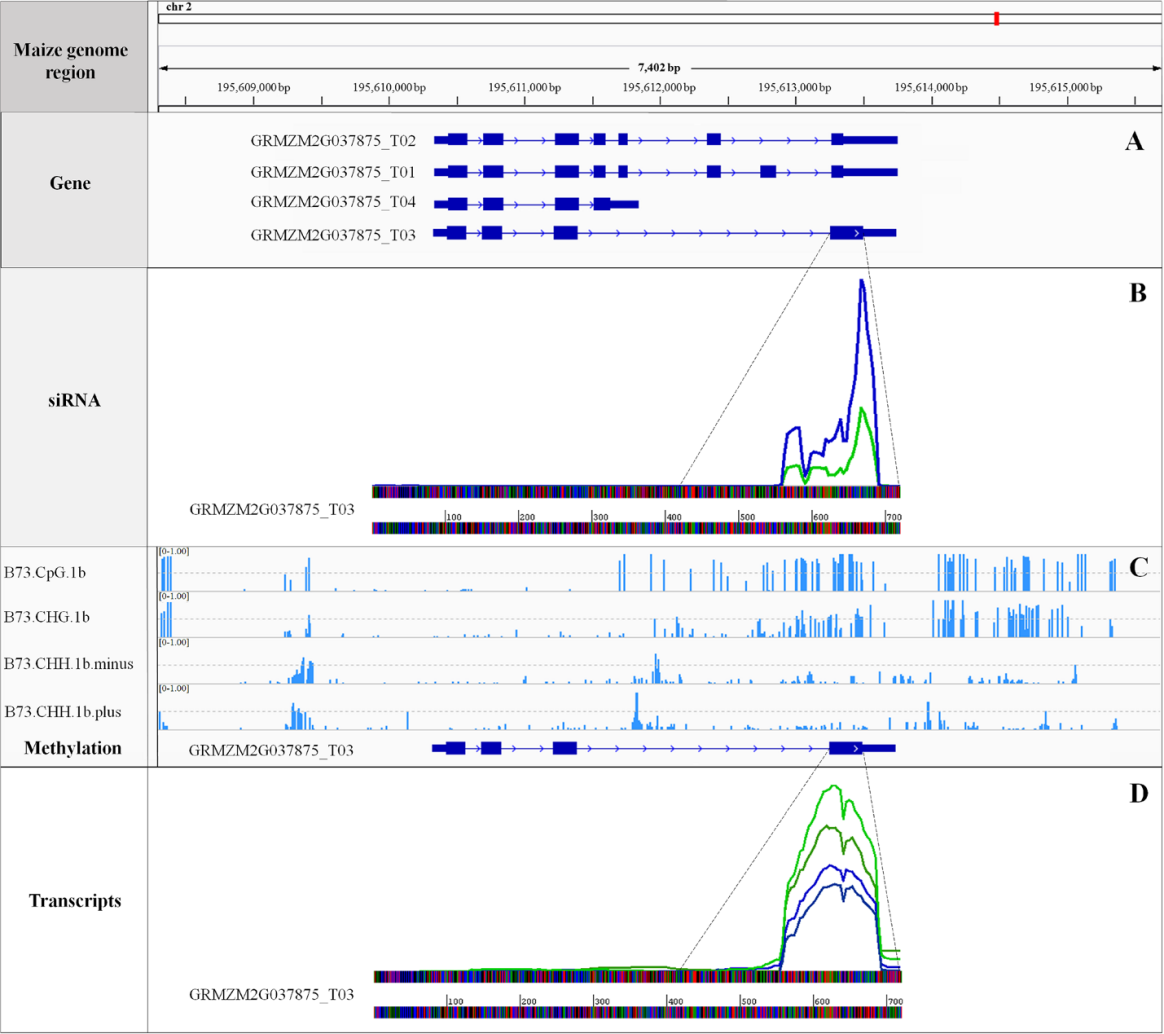
**Analysis of siRNA, methylation profile and mRNAseq reads mapped to the sequence of a splice variant of GRMZM2G037875. (A)** Localization of GRMZM2G037875 gene in chromosome 2 and four possible splice variants from this gene (boxes represent exons, and lines are introns). **(B)** Position of siRNA aligned in GRMZM2G037875_T03. The two peaks, blue and green, are non-redundant siRNA sequences from inoculated and control libraries, respectively. **(C)** Four data tracks show methylation levels for B73 in different sequence contexts. Methylation levels are displayed on a scale from 0 to 1. **(D)** Position and abundance of transcripts that matched in GRMZM2G037875_T03. Blue and green indicate transcript sequences from inoculated and control libraries, respectively.

## Discussion

Recently, plant sRNA regulation has been shown to play important roles in plant development, nutrition homeostasis, response of abiotic stress and the plant-microbe interaction, including interaction with pathogens, and in rhizobia-legume symbiosis [45–48]. One characteristic of the association of leguminous plants and rhizobia bacteria is the development of structures called root nodules, where bacteria establish and contribute to the plant with biologically fixed nitrogen [22]. Endophytic nitrogen-fixing bacteria have also been isolated from gramineous plants. However, in grasses, the diazotrophic bacteria are found colonizing intercellular spaces and vascular tissues of most plant organs, without forming any particular structure [24, 49]. Although several studies have described the benefits of grass-diazotrophic bacteria interactions and the molecular pathways involved in this association [50–52], little is known about the role played by sRNA in response to colonization by endophytic diazotrophic bacteria in grasses, like maize. One study has shown that the maize hybrid line UENF 506-8 has an efficient association with diazotrophic bacteria [53]; this hybrid, therefore, was used in the present study.

The main categories of plant regulatory sRNA are miRNA and siRNA [47]. Our analysis identified a set of maize miRNA and siRNA regulated by the association of the plant with diazotrophic bacteria. Maize sRNA libraries made from seedlings inoculated for seven days with the endophytic diazotrophic bacteria *H. seropedicae* (HRC54) and control seedlings were constructed and sequenced. The distribution profile of sequenced sRNA showed that the most abundant and most complex fraction was the sRNA of 24 nt in length, followed by 22, 23 and 21 nt, in agreement with published reports of maize small- RNA libraries [54–56].

Based on characteristics of plant miRNA conservation, 25 miRNA families were identified in the analysis. 

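miR159 ranked first by abundance in both inoculated libraries, with 59294.59 RPM in Hs (95% Wilson interval 58914.52 to 59676.96) and 19860.96 in Hsb (19673.60 to 20050.07). miR168 had rank 3 in both, with 1526.72 RPM in Hs (1464.99 to 1591.06) and 4340.16 in Hsb (4252.37 to 4429.75). In the control libraries, miR159 had rank 1 in CT and 4 in CTb, and miR168 had rank 3 in CT and 2 in CTb. The log2 ratio of miR168 was 0.024 in experiment A (standard error from sampling 0.055) and -0.45 in experiment B (0.016). As a share of the listed miRNA reads it became -0.22 in experiment A and 1.30 in experiment B. The paper proposes a role for both families from their abundance here and their regulation in soybean nodules.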

Among the miRNA most expressed in plants inoculated with *H. seropedicae,* miR159 and miR168 were also identified as being regulated in soybean nodules [22], suggesting a role for these miRNAs in the association of diazotrophic bacteria with plants. Interestingly, these miRNAs were previously characterized as miRNA modulated in response to pathogen infection. MiR159 was up-regulated in Arabidopsis inoculated with *Pseudomonas syringae* [57], as well as in maize inoculated with beneficial bacteria. 

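The log2 ratio of miR159 was 0.19 in experiment A (standard error from sampling 0.0091, Fisher's exact test with Bonferroni correction p = 3.6e-107) and 2.96 in experiment B (0.012). In experiment A the rise was small, and it became a fall under other totals, to -0.049 as a share of the listed miRNA reads and to -0.069 with TMM normalization. Across both experiments (n = 2 libraries per condition), edgeR gave a log2 fold change of 0.087 with an adjusted p of 0.98. That fold change was not stable. It ran from -1.81 to 4.64 when each library was left out in turn, and was 1.04 with the experiment as a replicate block. From the ratio to all filtered reads the paper takes miR159 as up-regulated by the beneficial bacterium.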

In contrast, the miR393 expression profile in response to diazotrophic bacterial inoculation was different from that observed in a pathogenic infection. MiR393 was the first miRNA described to be involved in the regulation of plant immunity [58]. This miRNA was induced in plants infected with *Pseudomonas syringae*, contributing to antibacterial resistance [57, 59]. On the other hand, in maize inoculated with diazotrophic bacteria, a repression of miR393 was observed, suggesting that in the presence of *H. seropedicae,* the defense response through the miR393-based regulation pathway was not activated.

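miR393 had 40 reads in CT (59.10 RPM, 95% Wilson interval 43.40 to 80.47) and 37 in Hs (25.09 RPM, 18.21 to 34.59), a log2 ratio of -1.24 (standard error from sampling 0.33, Fisher's exact test with Bonferroni correction p = 0.0049). Experiment B gave a similar ratio, with 78.49 RPM in CTb (72.81 to 84.62), 38.85 in Hsb (31.30 to 48.22) and a log2 ratio of -1.01 (0.17). With the experiments as replicates (n = 2), edgeR's log2 fold change was -1.64 with an adjusted p of 0.60, and it stayed between -1.75 and -1.0 when each library was left out in turn. As a share of the listed miRNA reads, the log2 ratio of experiment B became 0.74. From the lower level the paper proposes that the miR393 pathway of defense was not activated.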

More recently, miR397 has been shown to be involved in nitrogen fixation-related copper homeostasis in *Lotus japonicus* [21]. MiR397 was classified as Cu-miRNA, because its target is an mRNA that encodes laccase protein involved in copper homeostasis. In maize, four Cu-miRNAs - miR397, miR398, miR408 and miR528 - were up-regulated and their targets were down-regulated in response to *H. seropedicae* inoculation. There are canonical targets described for these miRNAs and the cleavage of these targets by their respective miRNAs was previously confirmed using RACE 5′ PCR [60–62]. Copper is an important micronutrient and serves as a cofactor for proteins involved in important pathways, among them photosynthesis and the metabolism of scavenging reactive oxygen species [63]. In plants, targets of other evolutionarily conserved miRNA encode genes involved in copper homeostasis, such as laccase, copper superoxide dismutase (CSD) and cupredoxin [41]. The described targets of miR397, miR408 and miR528 in maize are laccases and cupredoxins [64], important copper protein families with redox activities [65] whose domains are conserved in other enzymes [66]. More so, in maize, cupredoxins are involved in oxidative stress response signaling, mediating electron transfer or oxidation homeostasis during stress [67]. Biotic stress causes accumulation of reactive oxygen species as an early response to pathogen attack [68]. The oxidative burst can result in the direct death of pathogens, acting as a mechanism of plant defense [69]. Previous work has shown that miR408, after 14 h, is repressed in Arabidopsis plants inoculated with the pathogenic bacteria, *Pseudomonas syringae* pv. *Tomato*, while its target was induced [70], suggesting that biotic stress can trigger down-regulation of Cu-miRNA, increasing the steady-state of their targets, generating a burst of oxidative stress. In plants inoculated with endophytic diazotrophic bacteria, an inverse miRNA/target regulation was observed: miR397, miR408 and miR528 were induced, and their targets were repressed. These results suggest that *H. seropedicae* does not activate the early defense response against bacterial colonization in maize. A similar regulation of these miRNAs occurs in plants inoculated with *A. brasilense.* Furthermore, an additional role for miR408 in plant/beneficial interaction might be to reduce lignin biosynthesis as a consequence of decreased laccase activity [71], facilitating colonization by endophytic bacteria.

Copper superoxide dismutase is responsible for removing reactive O_2_ species (ROS), reducing oxidative stress [72]. Superoxide dismutase is the first line of defense to convert this reactive oxygen species [73]; accordingly, during pathogenesis, CSD accumulates due to the repression of miR398 expression [72, 74]. In contrast, the up-regulation of miR398, and consequently, the repression of its target, suggests once more that beneficial endophytes such as *H. seropedicae* and *A. brasilense* are not recognized as pathogens by maize and therefore do not trigger defense responses such as ROS production.

A subset of miRNA is considered non-conserved if it is present only in certain plants or in closely related species [75, 76]. The miR528, for instance, is an example of monocot-specific miRNA [77]. Non-conserved miRNA is the result of emerging classes of lineage-specific families, and it originated from recently evolved MIR genes [78]. Here, we have identified 18 *bona fide* precursors of novel miRNAs, which obey all the rules established for identification of new microRNA, including the identification of miRNA and miRNA* sequences in the same library. The majority of these new miRNAs are 24-nt species, longer than canonical 21-nt miRNA [79]. A recent study proposed that miRNA with 24 nt is derived from precursor cleavage by DCL3 and that its biogenesis is similar to that of siRNA [80, 81]. Because these novel miRNAs had not been identified in other plants, they probably have emerged recently as lineage-specific miRNA. The evolution of miRNA genes has been widely discussed and two hypotheses for miRNA birth have been postulated: miRNA genes could originate from inverted gene duplication [82] or randomly from repetitive elements present in the genome [83, 84]. In support of the last model, a recent study revealed the co-localization of maize miRNA within TE sequences [64]. Furthermore, analysis of 163 miRNAs evolving from repetitive elements in four plants, Arabidopsis, poplar, rice and sorghum, demonstrated that a considerable number of young miRNA identified were species-specific [83]. In our study, a subset of the novel miRNA identified was characterized as repetitive element-related miRNA, suggesting that they are young miRNA. 

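Of the 17 new miRNAs in the tables of experiment A, 10 were listed in the inoculated library only, 4 in the control library only and 3 in both (no replicates). Those listed in the inoculated library only had from 5 reads to the 30 reads of Zma_miR_Seq06 (20.35 RPM with the library's own total, 95% Wilson interval 14.25 to 29.05). A miRNA is listed only where its miRNA* was found in the same library, so a missing row is not a measured 0, and induction could be tested only for the 3 listed in both. Among these, Zma_miR_Seq09 was higher in the inoculated library (log2 ratio 1.20, standard error from sampling 0.38, Fisher's exact test with Bonferroni correction p = 0.015), and Zma_miR_Seq05 and Zma_miR_Seq08 did not differ detectably. The direction holds only if each row belongs to the library whose table lists it, since an exchange of rows cannot be excluded. With the RPM as deposited, a setting added after seeing the data, the log2 ratio of Zma_miR_Seq08 was 2.72. The paper describes most of the new miRNAs as induced in the association.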

Although the targets of the novel miRNAs have not been determined, most of these miRNAs are induced in response to plant-diazotrophic bacteria association and their targets could play a role in the plant’s interaction with diazotrophic bacteria.

More frequently in plants, the number of miRNA families related to TE is smaller than the number of miRNA families not related to TE [85]. However, TEs are highly abundant in maize, comprising more than 80% of the genome [30]. Repeat-associated siRNA has been identified in maize, especially siRNA matching retrotransposons. This corroborated data that showed that the maize genome has more retrotransposons than DNA transposons, with *Gypsy* being the most frequent class [86]. The majority of siRNAs derived from TE have 24 nt followed by 22-nt species. Repeat-associated siRNA is most commonly of 24 nt, and recent studies have suggested that RDR2 and DCL3 are required for the biogenesis of this siRNA class, while 24 nt guided-DNA methylation is dependent on DCL4 [5, 17, 18]. Additionally, there is evidence of other mechanisms involved in the production of siRNA from repeats, inferred from an enrichment of 22-nt siRNA that was seen in the MOP1 mutant, an ortholog of RDR2 [87]. In plants, despite the existence of many TEs, they are usually inactive. SiRNA could be a tool for controlling their own TE precursors, acting as a feedback mechanism [88]. Interestingly, TEs are activated in response to stress, including pathogen infection, mechanical stress or abiotic stress [89, 90]. Accordingly, TEs are demethylated during pathogen infection in Arabidopsis, relevant because TE demethylation is thought to take part in the plant defense genes’ activation [91]. On the other hand, several siRNAs from TEs were identified only in the inoculated library, suggesting that siRNA may also have an important role in TE silencing, resulting in a more efficient plant association with beneficial bacteria. Based on this, it is possible to propose that plants can sense pathogenic and beneficial microorganisms differently and trigger specific epigenetic-mediated regulatory mechanisms.

It has been shown that siRNA that match protein-coding genes can regulate gene expression [17, 92]. In this study, genes with a large number of siRNA aligned with their CDSs were identified, five among them with more than 1,000 unique siRNA reads. Although, these genes are classified as unknown, the abundance and complexity of the siRNAs mapping onto these genes suggest that its silencing could be important for diazotrophic bacteria association, given that more siRNAs were identified in the inoculated sample. GRMZM2G037875_T03 is the CDS with greatest number of unique siRNAs aligned with it. Interestingly, a hotspot of mapped siRNAs is located at the 3′-end of the CDS, a region that is exclusive to one splice variant of GRMZM2G037875. In contrast, for another CDS, GRMZM2G487629_T02, siRNAs were aligned at the 5′-end. According to a recent study in Arabidopsis, siRNA related to protein-coding genes can be generated by the RDR2-DCL3 pathway, but the mechanism that regulates gene expression of protein-coding genes by siRNA is not well understood [17]. One hypothesis is that the siRNA is loaded onto AGO4-containing complexes to guide methylation of target genes. Accordingly, the gene regions enriched for siRNA are also enriched in sites of CG and CHG methylation [44]. For two CDSs (GRMZM2G037875_T03 and GRMZM2G487629_T02), the results suggested that siRNA can mediate the DNA methylation. Also, the majority of maize siRNA that aligned in this CDS is 24 nt in length, corroborating the hypothesis that 24 nt siRNA triggers DNA methylation [93]. DNA methylation at the 5′ or 3′-end has been correlated with the silencing of genes, consequently leading to the reduction of gene transcription [94, 95]. Interestingly, the levels of GRMZM2G037875_T03 transcript were reduced in transcriptome analysis of plants inoculated with *H. seropedicae*, suggesting that this splice variant was methylated by siRNA, leading to a decreased transcription. This information can help to understand the regulation of this siRNA class; however, further studies should be performed to uncover the function of the genes, in particular the role of the splice variant that is enriched in the plants inoculated with diazotrophic bacteria.

## Conclusions

Relatively little is known about plant epigenome mechanisms involved in the plant response to diazotrophic bacteria. Our results show that plants may use a variety of sRNA regulation mechanisms to regulate and favor this association, and that the mechanisms activated are in contrast with the ones previously described for pathogen infection. In conclusion, our data suggest that maize, and possibly other grass species, have RNA-based silencing mechanisms that can trigger specific responses when plants interact with microorganisms to establish either a beneficial association or to fight pathogenic infection.

## Methods

### Plant material and diazotrophic bacteria inoculation

Maize seeds of the hybrid UENF 506-8 were surface-sterilized for 15 min with a 10% (v/v) solution of commercial bleach containing 5.25% (w/v) NaCl, then washed several times with distilled water. After soaking overnight in distilled water, seeds were germinated at 25°C in wet paper. Seven days after germination, seedlings were transferred to a 0.5x Hoagland’s solution [96] in a growth chamber at 24°C with a 10 h photoperiod and left for two weeks. The Hoagland’s solution was renewed every 3 or 4 days. After this period, seedlings were inoculated with two diazotrophic bacteria, *A. brasilense* (BR11005) and *H. seropedicae* (HRC54), as described by James et al. [97]. Suspensions (150 uL) containing 10^-6^ to 10^-7^ diazotrophic bacteria were added to each 30 mL of the plant growth medium. Control plants were mock inoculated. Seven days after inoculation, whole plants were harvested, bacteria colonization was evaluated by the Most Probable Number (MNP) estimation [98], and quickly frozen in liquid nitrogen. Four experiments were performed, of which two were used for Illumina sequencing, while the other two were used to validate the sequencing analysis. Total RNA was isolated from whole plants using Trizol (Invitrogen, CA, USA) as described by the manufacturer. RNA purity was analyzed using a Thermo Scientific NanoDrop™ 2000c spectrophotometer and the RNA integrity was verified by electrophoresis on a 1% agarose gel.

### Construction and analysis of small RNA libraries

Two sRNA libraries made from control maize hybrid (UENF 506-8) seedlings and seedlings inoculated for seven days with diazotrophic bacteria, *H. seropedicae* (HRC54) were constructed and sequenced; two biological replicas of each library were sequenced. Total RNA (~10 μg) from control and *H. seropedicae* inoculated plants was sent to Fasteris Life Sciences SA (Plan-les-Ouates, Switzerland) for small RNA library construction and subsequent sequencing by Illumina technology. Quality of the sequences was evaluated by measurement of the quality of the reads according to the percentage of bases having a base quality greater than or equal to 30 (Q30). On average, 80% of each channel had Q30 quality. Next, 3′ Illumina adapters (CTGTAGGCACCATCAAT) and “N” bases trimmed of the reads and sequences within the 18-28-nt range were separated for further analysis.

### Bioinformatics analysis

After trimming and filtering, the remained reads were subjected to the University of East Anglia (UEA) sRNA toolkit (Plant version) miRProf, which allows the selection of conserved mature miRNA and provides the miRNA expression profile. The sRNA libraries data have been submitted to NCBI - Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE47886. The miRProf was run with sRNA of minimum size 18 nt, maximum size 28 nt. This tool matches sRNA libraries with known Viridiplantae mature miRNA deposited in miRBase database release 19 (http://www.mirbase.org/ftp.shtml), using a PatMaN program. The output of the miRProf showed sequences of miRNA that had at most one mismatch with the miRBase database and contained information about total and non-redundant sequence counts. To allow comparison between libraries, counts were normalized. Normalized counts are given in reads per 1 million (RPM) and the total reads after the final trimming and filtering steps were used for normalization. The fold changes were calculated by l log_2_ (Hs/CT). The statistical analysis (Fisher exact test) was performed with a *p-value* cutoff < 0.05 and Bonferroni correction.

Novel miRNAs were identified in the maize libraries using the UEA sRNA toolkit (Plant version) miRCat pipeline. Sequences were mapped to the maize genome (B73 RefGen_v2) to find clusters of sRNA. The most abundant sRNA read within a cluster was chosen as the likely miRNA candidate. Only new miRNA candidates with a corresponding miRNA* were further analyzed. The flanking sequences surrounding the sRNA were extracted from the genome using a 75-nt window length. Each sequence window was then folded using RNAfold. The precursors of the miRNA candidates were tested using randfold (using a cutoff of 0.1), and an additional minimal folding free energy index (MFEI) was calculated according to Zhang et al. [99]. In order to be classified as novel miRNA, candidate sequences were searched against miRBase database release 19 using standalone BLAST [100], with default parameters. The folding structures of the new miRNA precursors identified were obtained with the UEA sRNA toolkit-RNA hairpin folding and annotation tool, which uses the Vienna Package to obtain the secondary structure of a precursor sequence, highlighting the miRNA/miRNA* sequences on the hairpin structure. Next, these precursors were mapped in the maize genome using BLASTn at MaizeGDB (http://popcorn.maizegdb.org/main/index.php) and a CViT image of the B73 assembly was created using information from the Maize Genome Sequencing Consortium [101]. Additional analyses were performed on the MaizeGDB website to compare the precursor of novel miRNA against TEs from the Maize Transposable Elements Database (http://maizetedb.org/~maize/).

### Prediction of miRNA targets

To identify the putative miRNA targets, we used the Plant Small RNA Target Analysis Server, *psRNA Target* (http://plantgrn.noble.org/psRNATarget/). In this investigation, we used the maize genome sequence - B73 RefGen_v2, and the following parameters: maximum expectation less than 3.0; 20 bp of length for complementarity scoring; target accessibility equal to 25; flanking length around target site for target accessibility analysis was 17 bp in upstream and 13 bp in downstream; and range of central mismatch leading to translational inhibition was 9-11 nt.

In order to obtain a functional characterization of the putative targets of conserved miRNA, the maize genome locus for each target was submitted to agriGO [39]. The singular enrichment analysis (SEA) was performed to find enriched GO terms within annotated miRNA targets.

### Characterization of siRNA candidates

After the identification of miRNAs (conserved and novel), the remaining sRNAs were classified as siRNA candidates. The classification of these siRNAs was performed using two approaches: the identification of siRNA related to repeats, and siRNA related to CDSs (Coding DNA Sequences). Both analyses used the program Bowtie, release 0.12.9 [102], to align the siRNA candidates against specific databases. Only the best reads were selected and three mismatches were allowed. In the first alignment, we used sequences of maize repeats from the Repbase, v.18 [103]; and in the second, we used maize CDS dataset of the B73 RefGen_v2. From CDSs aligned, we selected two genes that had the largest numbers of matches to non-redundant siRNA. The alignment files were converted to bam using SAMtools [104] and siRNA matches in maize CDS were quantified in Artemis.

Additional analyses were performed in Cold Spring Harbor Laboratory using their maize methylation database to identify the methylation sites in two CDS regions (GRMZM2G037875_T03 and GRMZM2G487629_T02). The identification of maize transcripts was done in the maize transcriptome database available in our laboratory. The mRNAseq was performed using the same samples used for the construction of the sRNA libraries.

### Validation of bioinformatics analysis by qRT-PCR

The expression profiles of four Cu-miRNAs (miR397, miR398, miR408 and miR528) were assayed by stem–loop qRT-PCR [105, 106]. Total RNA extracted from two independent experiments of plants inoculated with *A. brasilense*, *H. seropedicae* and control plants was treated with DNaseI (Promega). Total RNA was then reverse transcribed into cDNA using Super-ScriptIII reverse transcriptase (Invitrogen). In the same reaction, RT primers specific for each miRNA sequence and random primers were used to enable the amplification of constitutive genes and of the miRNA targets. With this cDNA, qRT-PCR was used with SYBR Green PCR Master Mix (Applied Biosystems). To each well, 1 μL of first strand cDNA, 5 μL of SYBR Green solution, 2 μL of the forward primer (10 μM) and 2 μL of reverse primer (10 μM), designed as described in the protocol [106], were added. Two housekeeping genes were used as internal controls: Ubiquitin (F/5′ AGACCCTGACTGGAAAAACC 3′; R/5′ CGACCCATGACTTACTGACC 3′) and Actin (F/5′ CAATGGCACTGGAATGGT 3′; R/5′ ATCTTCAGGCGAAACACG 3′). qRT-PCR was performed using Applied Biosystems 7500 Real-Time PCR Systems. In the expression analysis of miRNA targets, the following primers were used: miR397 target (F/5′ GTTCGATGTGCAAATGACCAA 3′; R/5′ CCGTCACGATGCTCTTGCT 3′), miR398 target (F/5′ TCTCATTATTCTCATGTGTTCTCAGTTC 3′; R/5′ CGGCGACGGCAACAAG 3′), miR408 target (F/5′ CCAAGAGACGCCAGTGAAGAG 3′; R/5′ TACTGCCCGTTCACCGTGAT 3′) and miR528 target (F/5′ CCCAGCACTCATTCCATAGCA 3′; R/5′ CCCAGCACTCATTCCATAGCA 3′).

## Availability of supporting data

The data set supporting the results of this article is available in the NCBI - Gene Expression Omnibus repository, (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE47886.

## Electronic supplementary material

Additional file 1: Table S1: Differential expression of conserved miRNAs in replicates of libraries. The number of reads found in each library was normalized *per* million, and the log_2_ (Hsb/CTb) was calculated. CTb: control library of experiment B, Hsb: Inoculated library of experiment B. The Fisher exact test was performed with Bonferroni correction.

Additional file 2: Table S2: Predicted targets of novel miRNAs using *psRNA Target*. All novel miRNA sequences were denominated Zma_miR_Seq following the number, varying from 01 to 15.

Additional file 3: Figure S3: Predicted precursor structure of novel miRNAs class I identified. The maize mature miRNA (green), miRNA* (pink) were illustrated in pre-miRNA with chromosome and locus information based in the maize genome v.2. All novel miRNA sequences were denominated Zma_miR_Seq following the number, varying from 01 to 15.

Additional file 4: Figure S4: CViT image of the B73 assembly aligned with precursor of novel miRNAs. The POPcorn website (http://popcorn.maizegdb.org/main/index.php) was used. All novel miRNA sequences were denominated Zma_miR_Seq following the number, varying from 01 to 15.

Additional file 5: Figure S5: Analysis of siRNA and methylation profile at the splice variant of GRMZM2G487629 gene. (A) Localization of GRMZM2G487629 in chromosome 1 and two possible splice variants from this gene (boxes represent exons, and lines are introns). (B) Position of siRNA aligned in GRMZM2G487629_T02. The two peaks, blue and green, are siRNA non-redundant sequences from inoculated and control libraries, respectively. (C) Four data tracks show methylation levels for B73 in different sequence contexts. Methylation levels are displayed on a scale from 0 to 1.

# Supplementary material for: Genome-wide identification of microRNA and siRNA responsive to endophytic beneficial diazotrophic bacteria in maize
**Source:** BMC Genomics. 2014 Sep 6;15(1):766. doi: 10.1186/1471-2164-15-766
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Differential expression of conserved miRNAs in replicates of libraries. The number of reads found in each library was normalized per million, and the log2 (Hsb/CTb) was calculated. CTb: control library of experiment B, Hsb: Inoculated library of experiment B. The Fisher exact test was performed with Bonferroni correction.

**Additional file Table S1: Differential expression of conserved miRNAs in replicates of libraries.** The number of reads found in each library was normalized per million, and the log2 (Hsb/CTb) was calculated. CTb: control library of experiment B, Hsb: Inoculated library of experiment B. The Fisher exact test was performed with Bonferroni correction.

| miRNA   | CTb       | Hsb      | Log 2 (Hsb/CTb)    | p-value  |
|---------|-----------|----------|--------------------|----------|
| miR156  | 3604.31   | 5596.72  | 0.63 <sup>a</sup>  | 0.000000 |
| miR159  | 2545.64   | 19860.96 | 2.96 <sup>a</sup>  | 0.000000 |
| miR160  | 24.28     | 220.32   | 3.18               | 0.000000 |
| miR162  | 140.11    | 54.96    | -1.35              | 0.000000 |
| miR164  | 4.74      | 431.65   | 6.51               | 0.000000 |
| miR166  | 105248.63 | 1555.54  | -6.08              | 0.000000 |
| miR167  | 1007.11   | 807.38   | -0.32 <sup>a</sup> | 0.000000 |
| miR168  | 5929.27   | 4340.16  | -0.45              | 0.000000 |
| miR169  | 73.64     | 66.33    | -0.15 <sup>a</sup> | 0.278277 |
| miR171  | 171.20    | 852.40   | 2.32 <sup>a</sup>  | 0.000000 |
| miR172  | 3.12      | 39.80    | 3.67 <sup>a</sup>  | 0.000000 |
| miR319  | 2147.86   | 1006.39  | -1.09              | 0.000000 |
| miR3630 | 116.99    | 0.00     | - <sup>a</sup>     | 0.000000 |
| miR390  | 174.90    | 94.29    | -0.89 <sup>a</sup> | 0.000000 |
| miR393  | 78.49     | 38.85    | -1.01 <sup>a</sup> | 0.000000 |
| miR394  | 30.29     | 58.75    | 0.96 <sup>a</sup>  | 0.000000 |
| miR396  | 2230.17   | 424.07   | -2.39              | 0.000000 |
| miR397  | 2.54      | 55.91    | 4.46 <sup>a</sup>  | 0.000000 |
| miR398  | 49.71     | 272.44   | 2.45 <sup>a</sup>  | 0.000000 |
| miR408  | 162.30    | 603.64   | 1.90 <sup>a</sup>  | 0.000000 |
| miR444  | 429.57    | 162.52   | -1.40              | 0.000000 |
| miR528  | 4.97      | 211.80   | 5.41 <sup>a</sup>  | 0.000000 |
| miR529  | 44.04     | 4.26     | -3.37              | 0.000000 |
| miR827  | 16.18     | 32.69    | 1.01 <sup>a</sup>  | 0.000005 |
| miR858  | 2.54      | 135.04   | 5.73               | 0.000000 |

<sup>a</sup> same regulation profile showed in analysis of libraries from samples of experiment A.

# Supplementary material for: Genome-wide identification of microRNA and siRNA responsive to endophytic beneficial diazotrophic bacteria in maize
**Source:** BMC Genomics. 2014 Sep 6;15(1):766. doi: 10.1186/1471-2164-15-766
**Supplement:** Supplementary file 2 — Additional file 2: Table S2: Predicted targets of novel miRNAs using psRNA Target. All novel miRNA sequences were denominated Zma_miR_Seq following the number, varying from 01 to 15.

**Additional file Table S2: Predicted targets of novel miRNAs using *psRNA Target*.** All novel miRNAs sequence were denominated Zma\_miR\_Seq following the number, varying 01 to 15.

# Supplementary material for: Genome-wide identification of microRNA and siRNA responsive to endophytic beneficial diazotrophic bacteria in maize
**Source:** BMC Genomics. 2014 Sep 6;15(1):766. doi: 10.1186/1471-2164-15-766

Zma\_miR\_Seq01\_chromosome1 \_ 188462033\_188462056

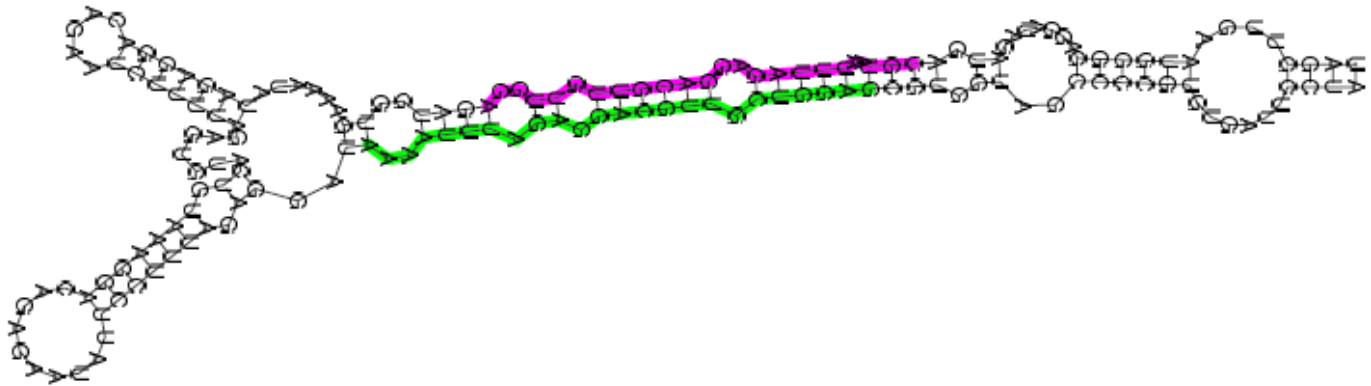

Zma\_miR\_Seq09a\_chromosome10 \_137316440\_137316461

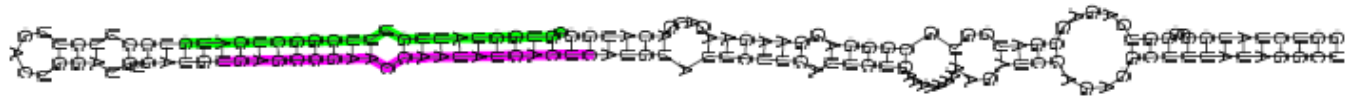

Zma\_miR\_Seq02\_chromosome2 \_ 137641787\_137641810

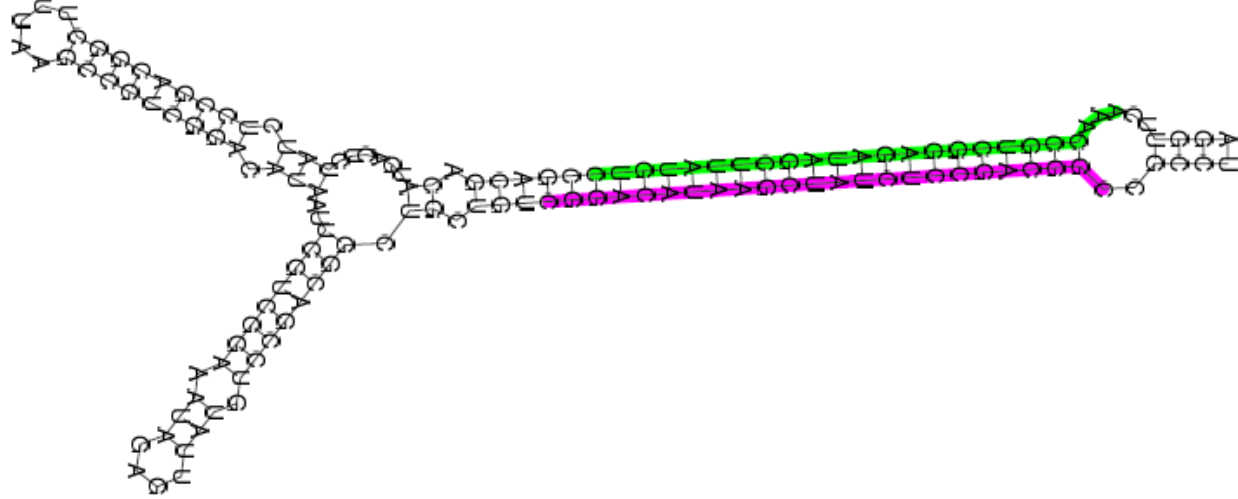

Zma\_miR\_Seq09b\_chromosome1 \_152260211\_152260232

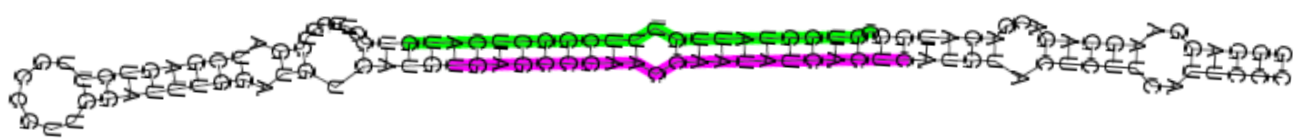

Zma\_miR\_Seq03\_chromosome1 \_ 203890843\_203890866

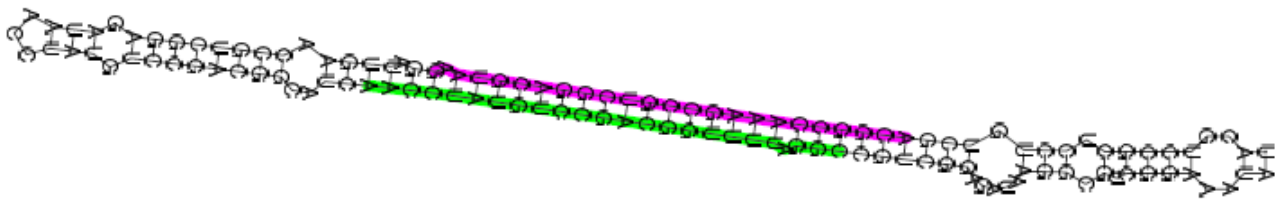

Zma\_miR\_Seq09c\_chromosome2 \_16805923\_16805944

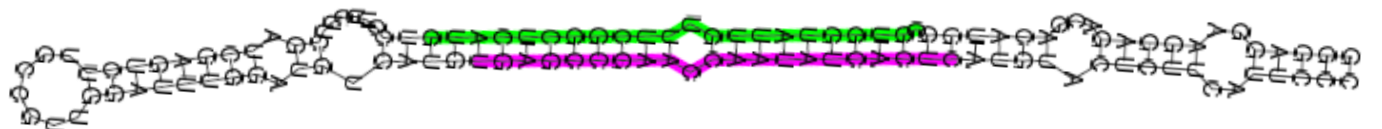

Zma\_miR\_Seq04\_chromosome7\_ 24966526 \_4966549

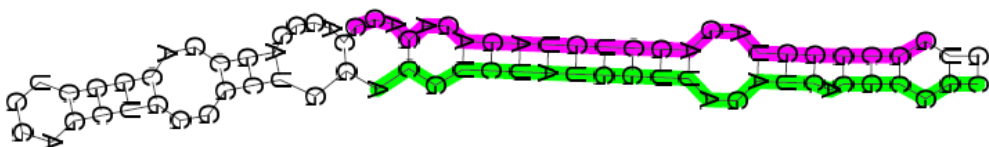

Zma\_miR\_Seq10\_chromosome3 \_21402561\_21402584

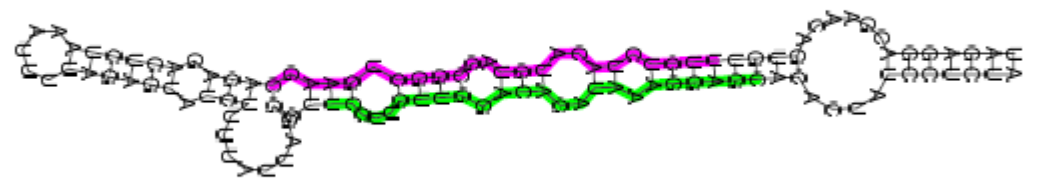

Zma\_miR\_Seq05\_chromosome4\_ 19368136\_19368159

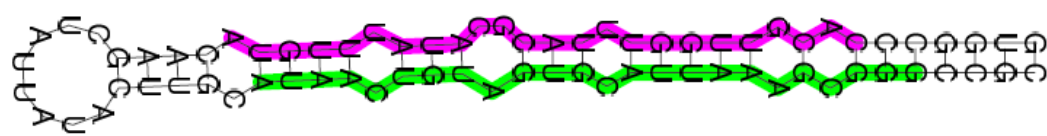

Zma\_miR\_Seq11\_chromosome1 \_7827584\_7827607

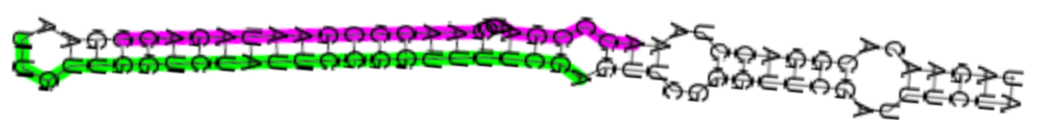

Zma\_miR\_Seq06\_chromosome5\_ 211745363\_211745386

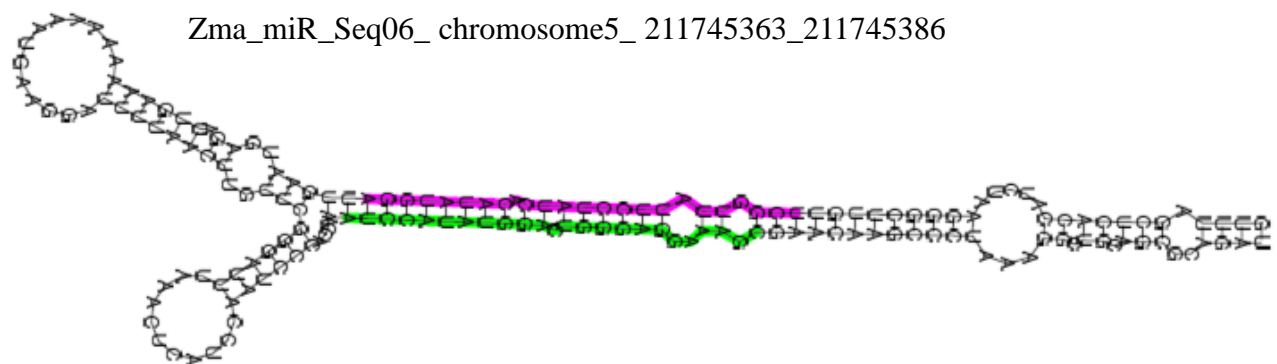

Zma\_miR\_Seq12\_chromosome6 \_107369829\_107369852

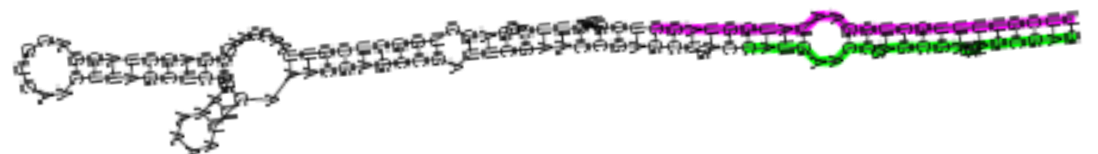

Zma\_miR\_Seq07a\_chromosome1\_116723450\_116723470

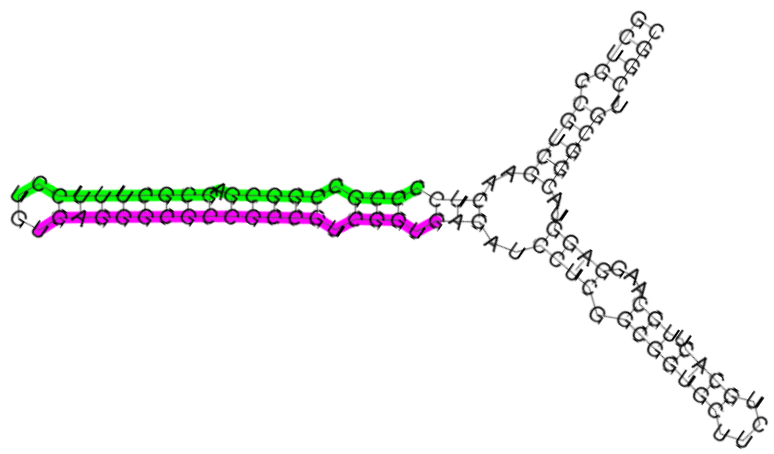

Zma\_miR\_Seq13\_chromosome7 \_38540174\_38540194

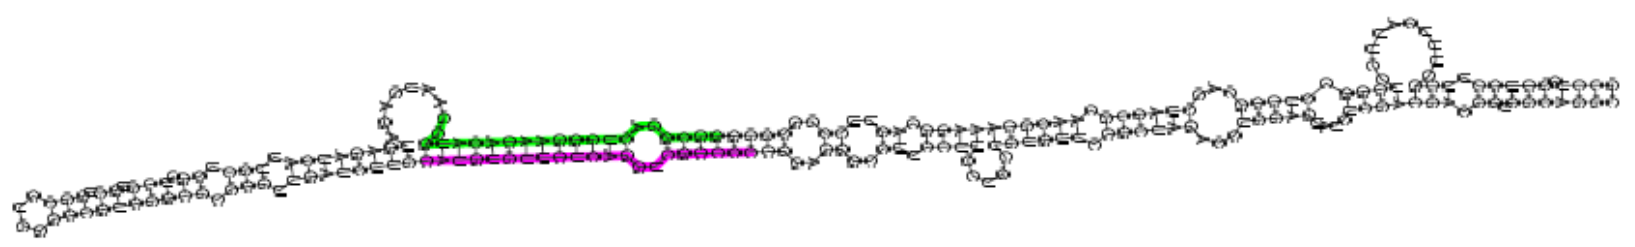

Zma\_miR\_Seq07b\_chromosome1\_116745346\_116745366

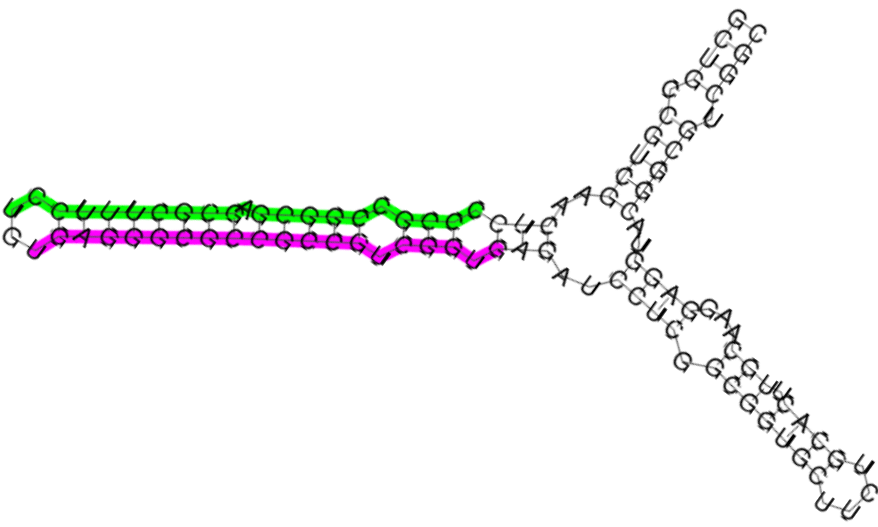

Zma\_miR\_Seq14\_chromosome1 \_ 73382026\_73382046

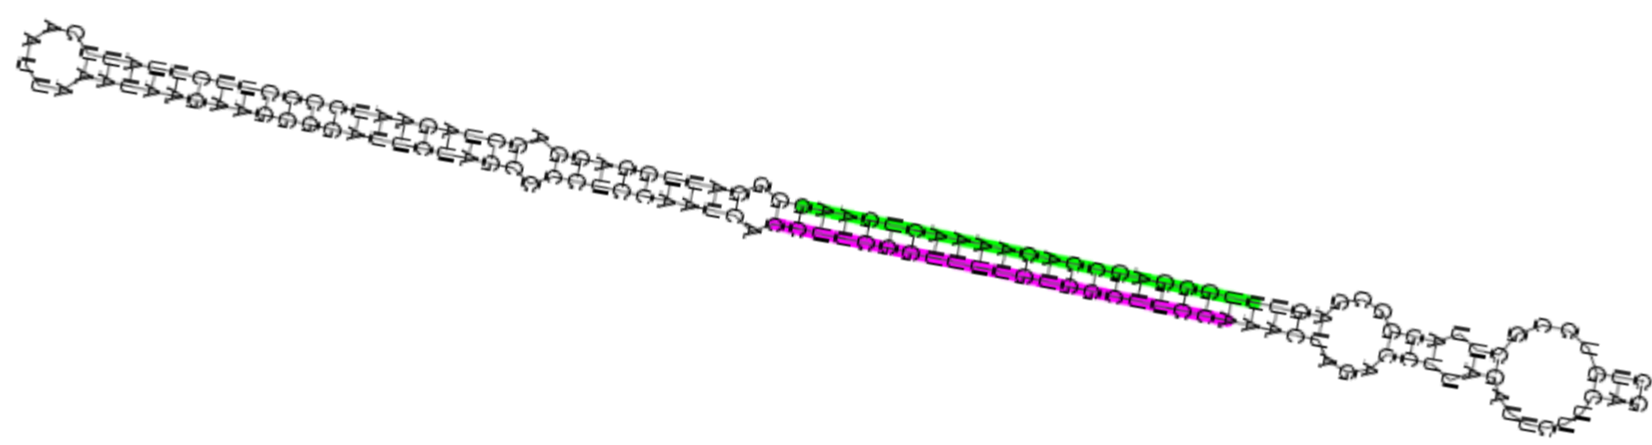

Zma\_miR\_Seq08\_chromosome2\_169527754\_169527774

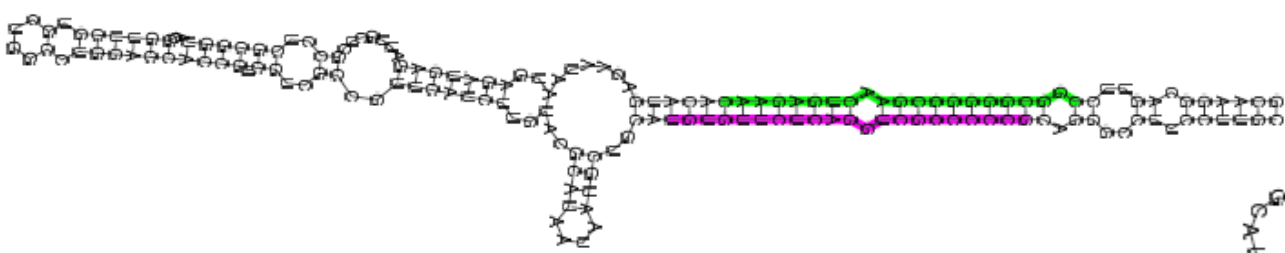

Zma\_miR\_Seq15\_chromosome5 \_ 167348311\_167348332

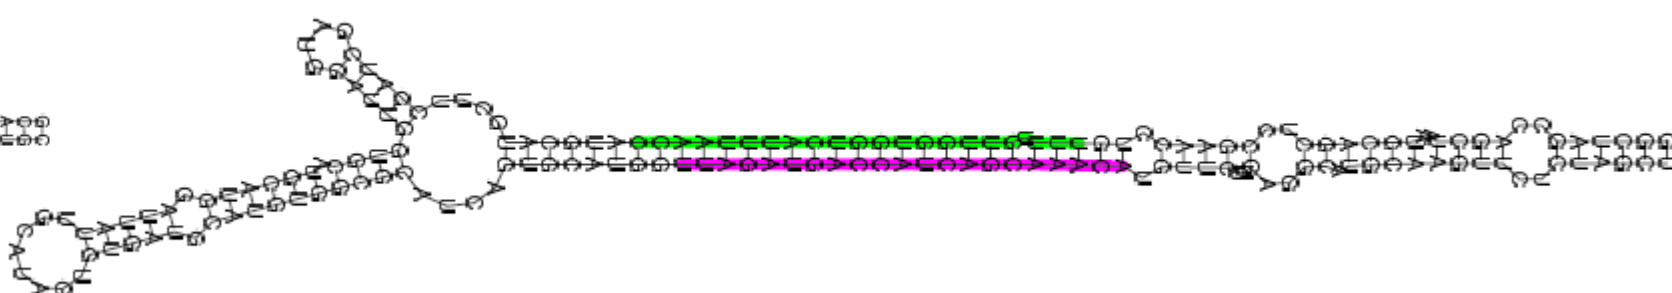

**Supplement:** Supplementary file 3 — Additional file 3: Figure S3: Predicted precursor structure of novel miRNAs class I identified. The maize mature miRNA (green), miRNA* (pink) were illustrated in pre-miRNA with chromosome and locus information based in the maize genome v.2. All novel miRNA sequences were denominated Zma_miR_Seq following the number, varying from 01 to 15.

# Supplementary material for: Genome-wide identification of microRNA and siRNA responsive to endophytic beneficial diazotrophic bacteria in maize
**Source:** BMC Genomics. 2014 Sep 6;15(1):766. doi: 10.1186/1471-2164-15-766

**Additional file Figure S4: CViT image of the B73 assembly aligned with precursor of novel miRNAs.** The POPcorn website (<http://popcorn.maizegdb.org/main/index.php>) was used. All novel miRNAs sequence were denominated Zma\_miR\_Seq following the number, varying 01 to 15.

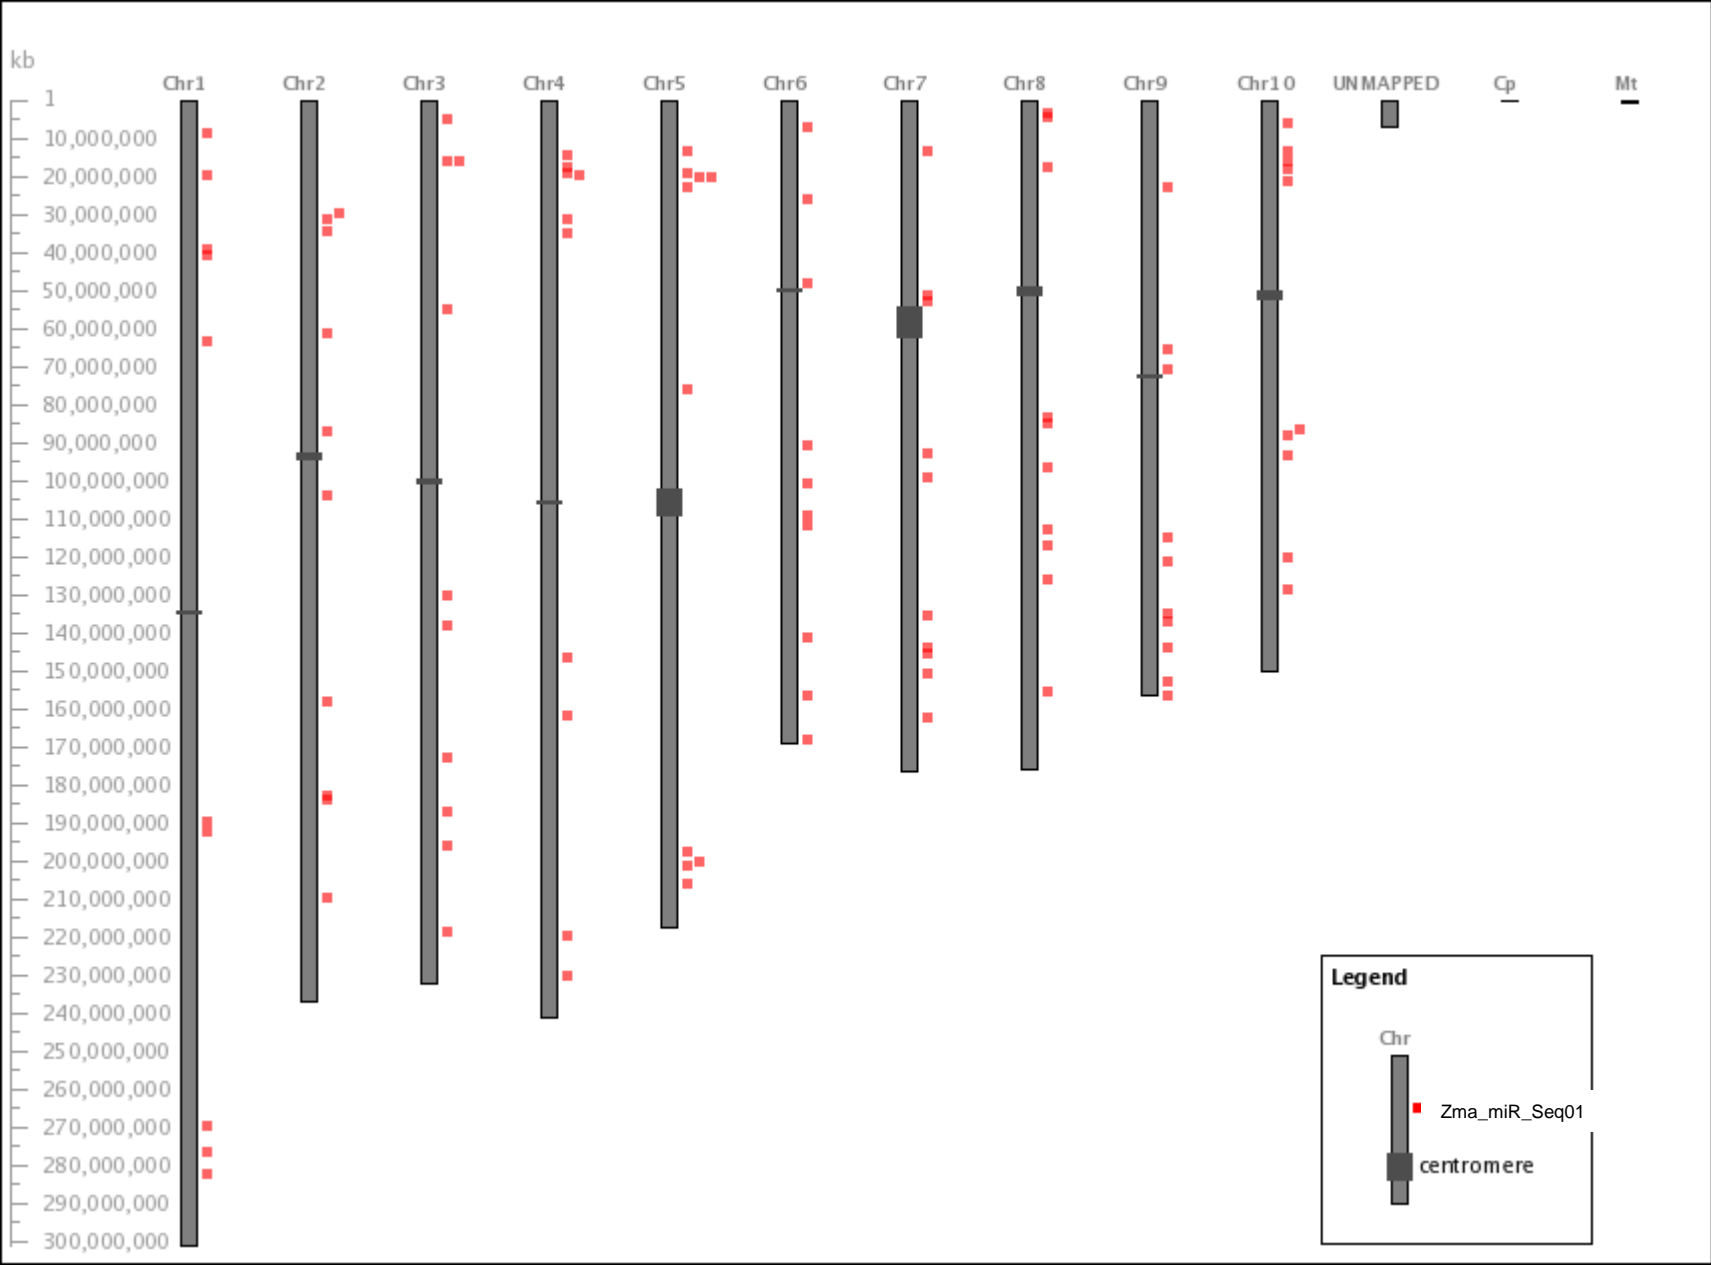

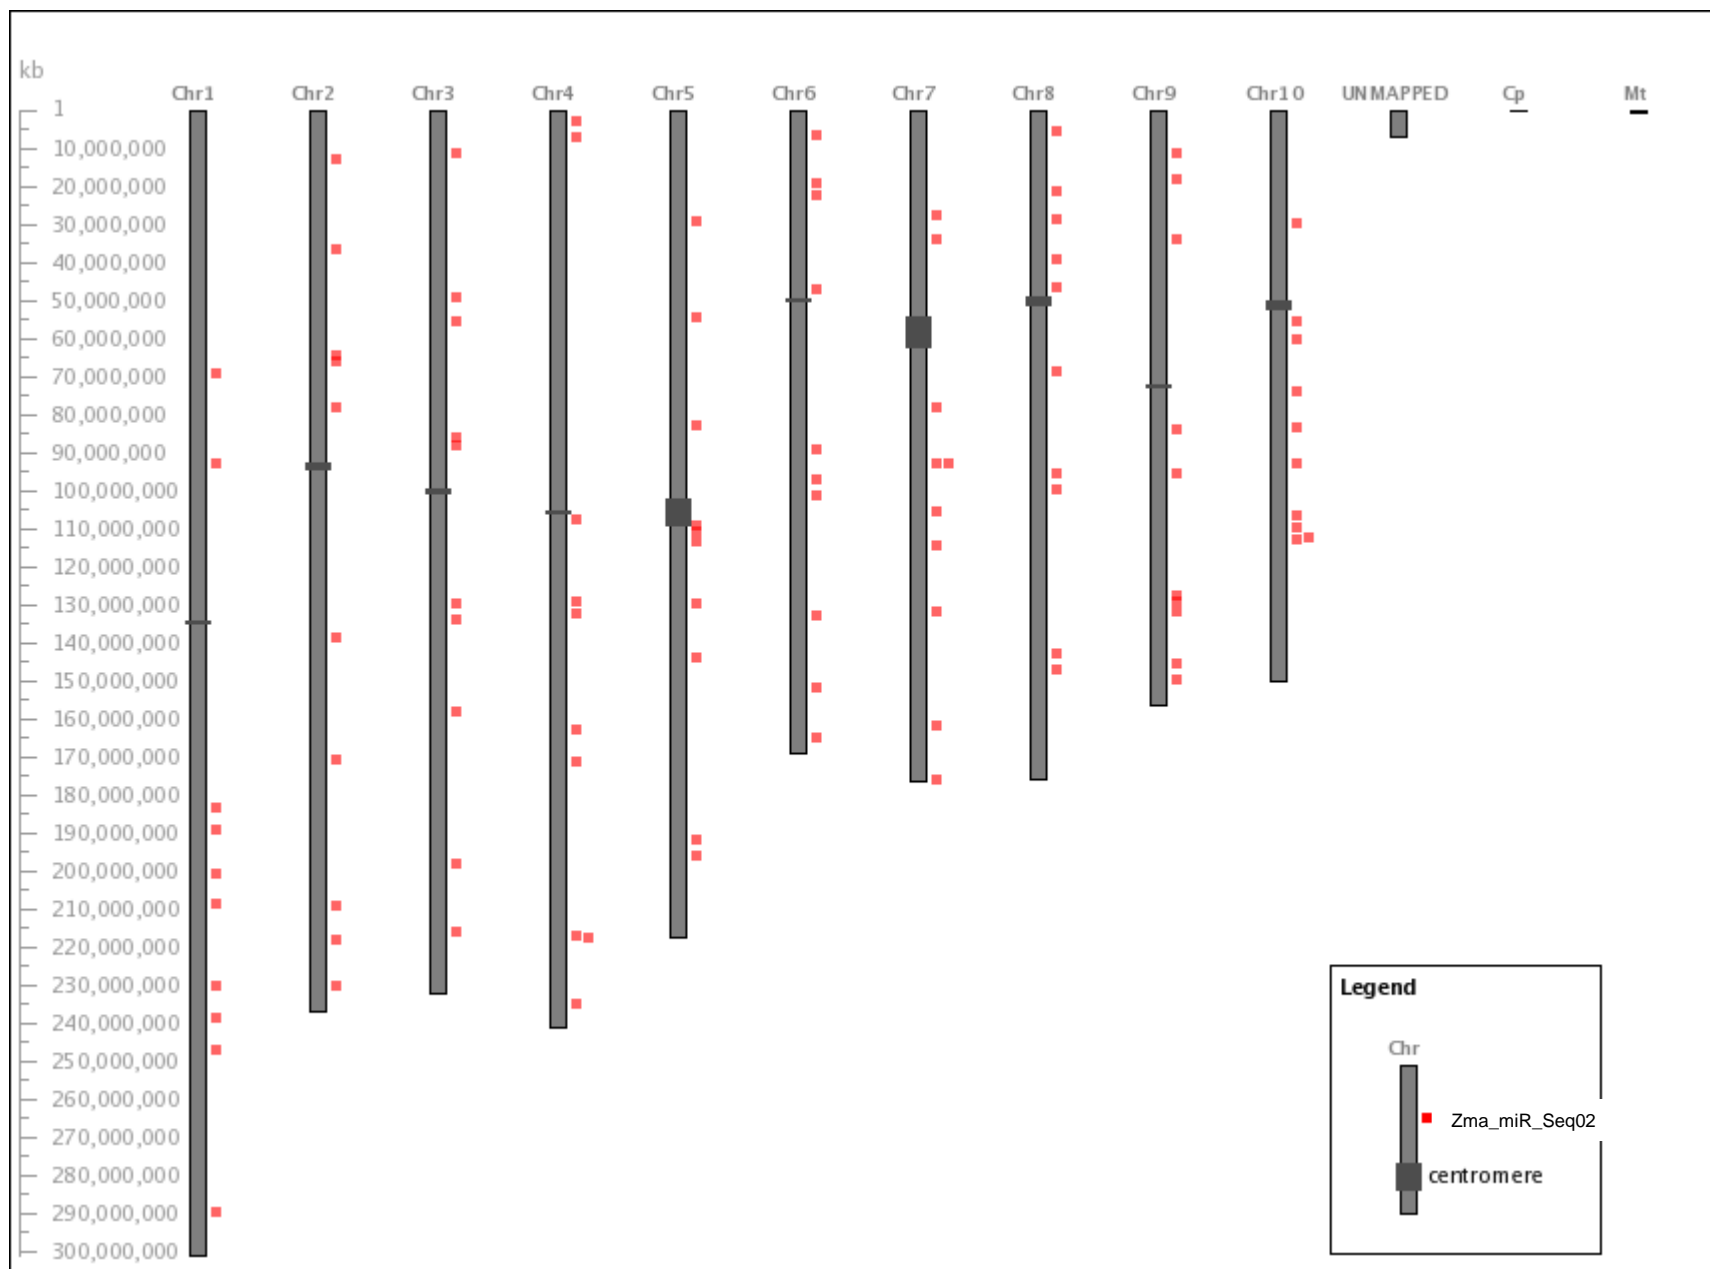

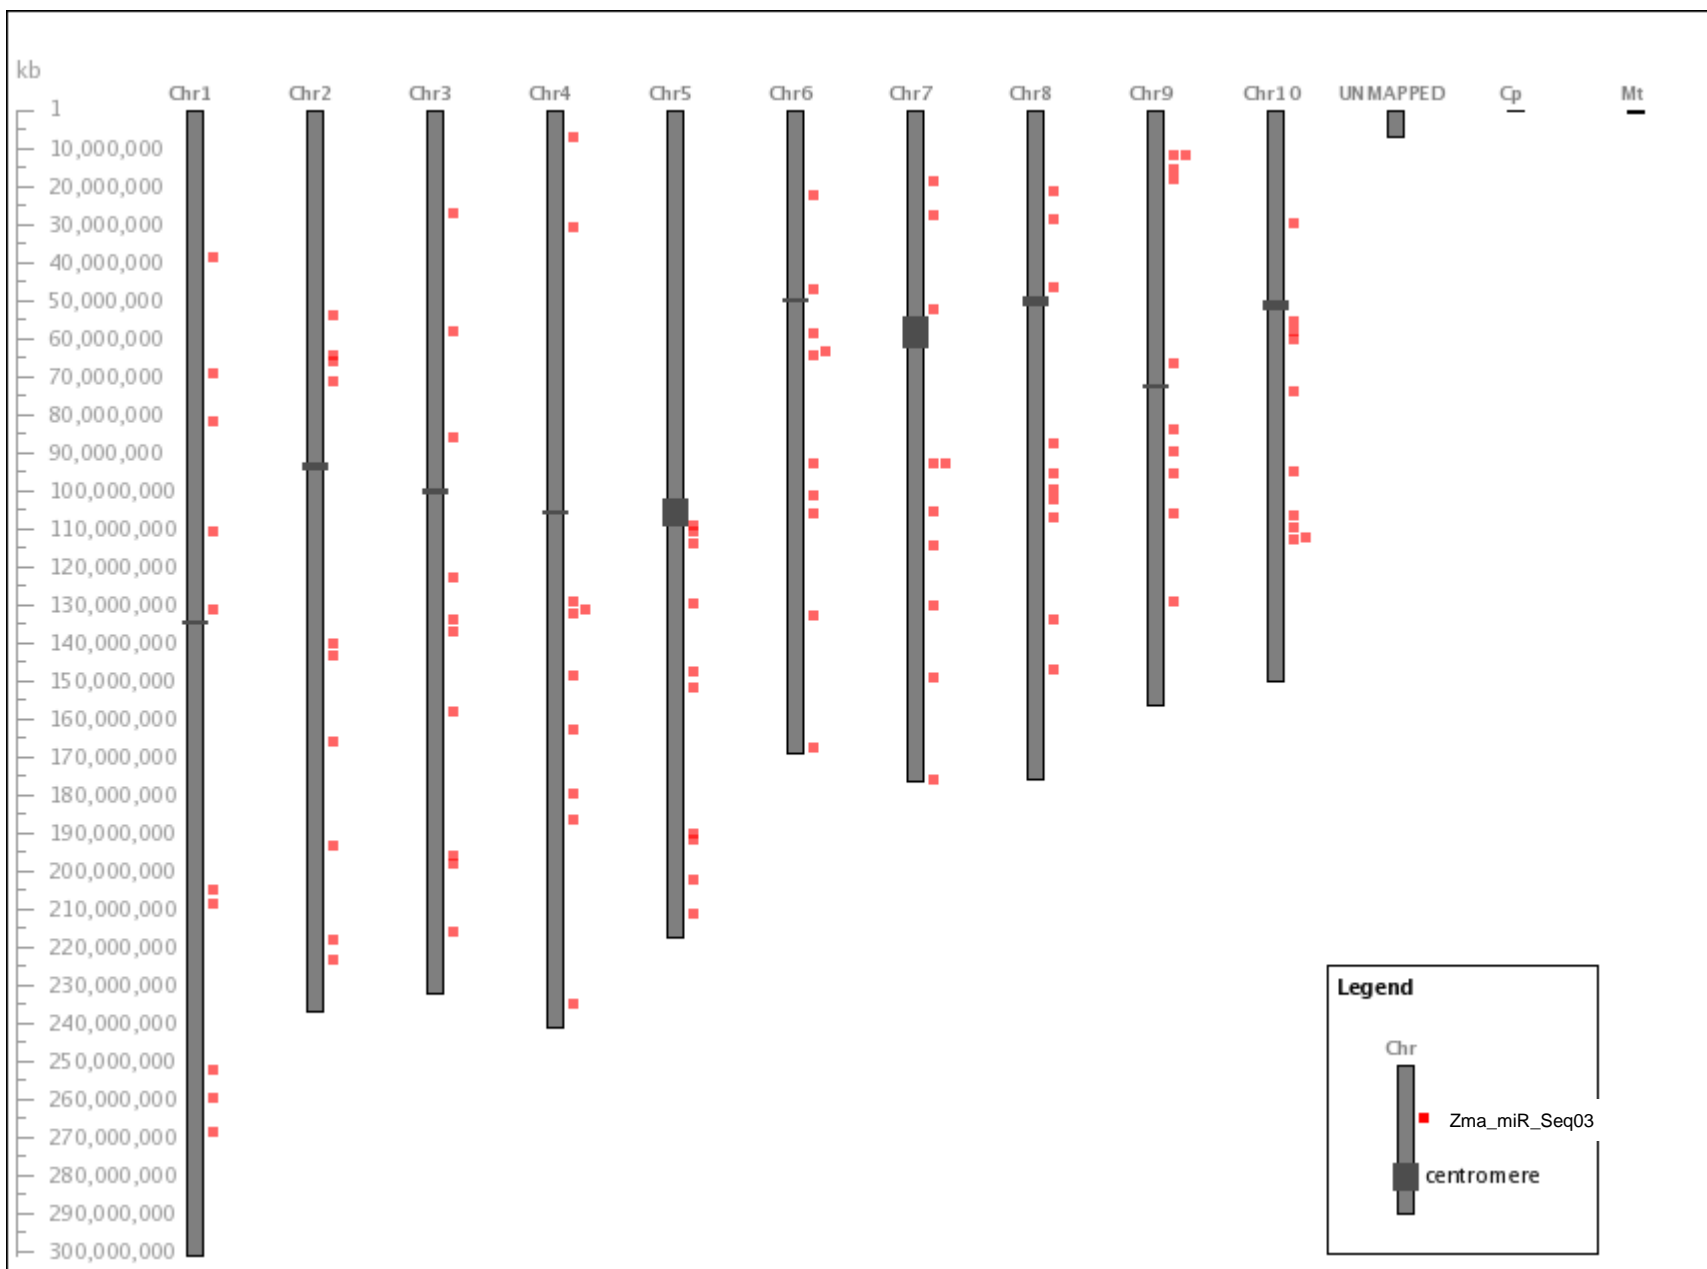

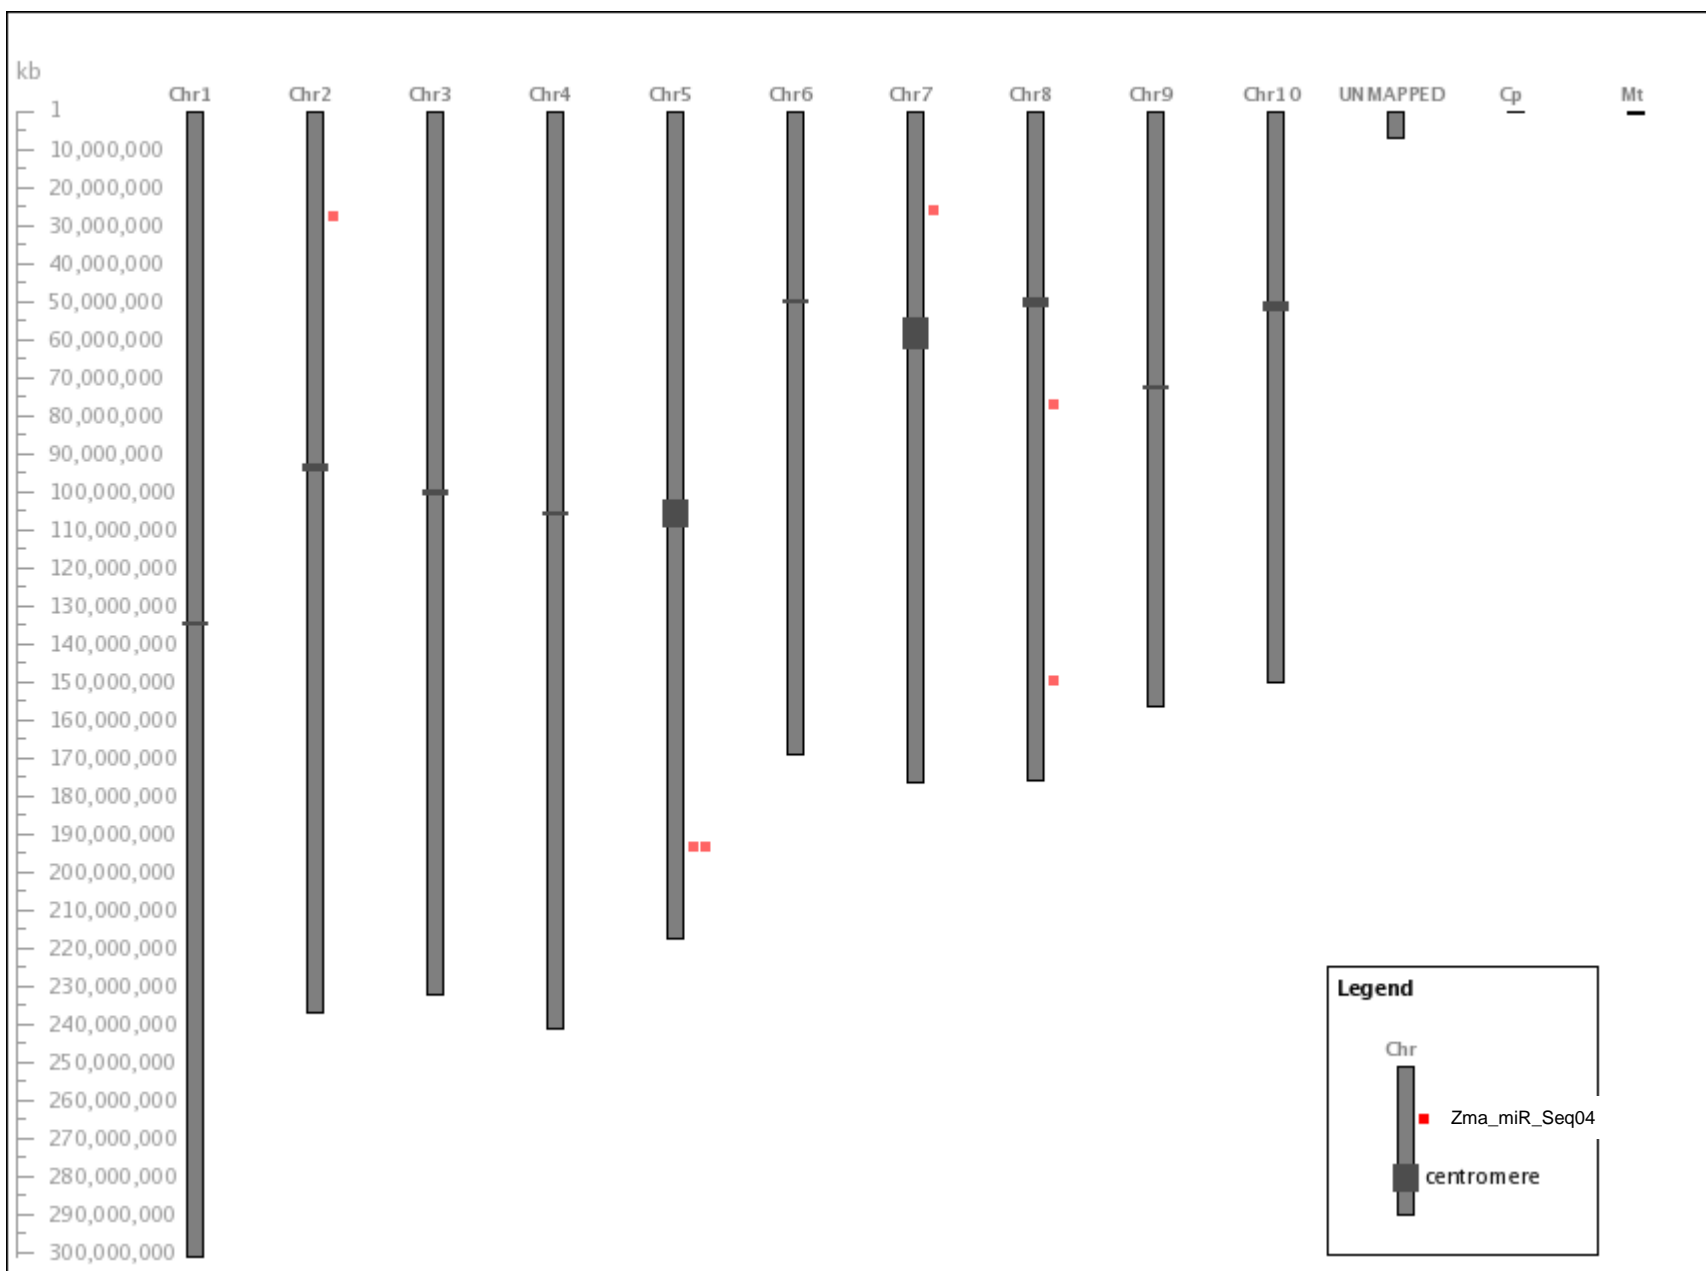

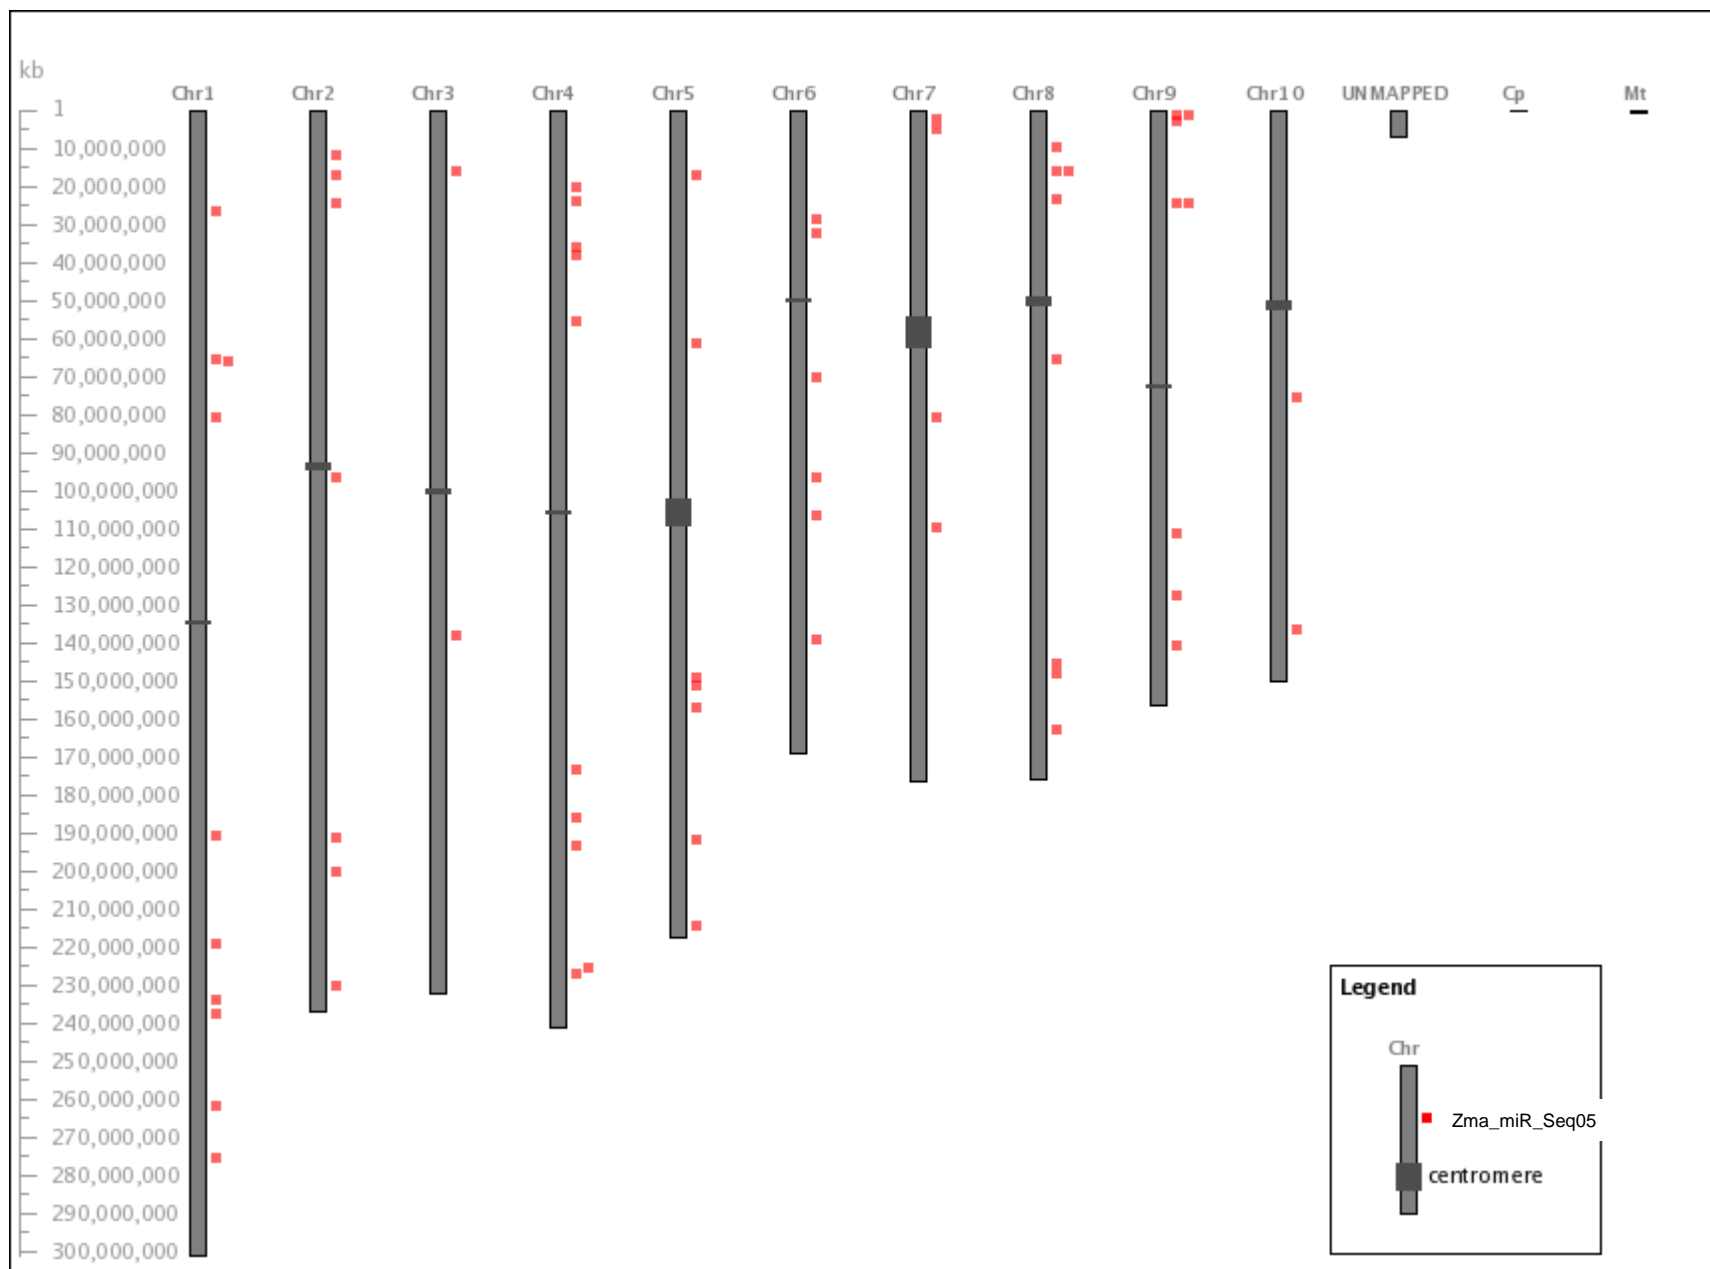

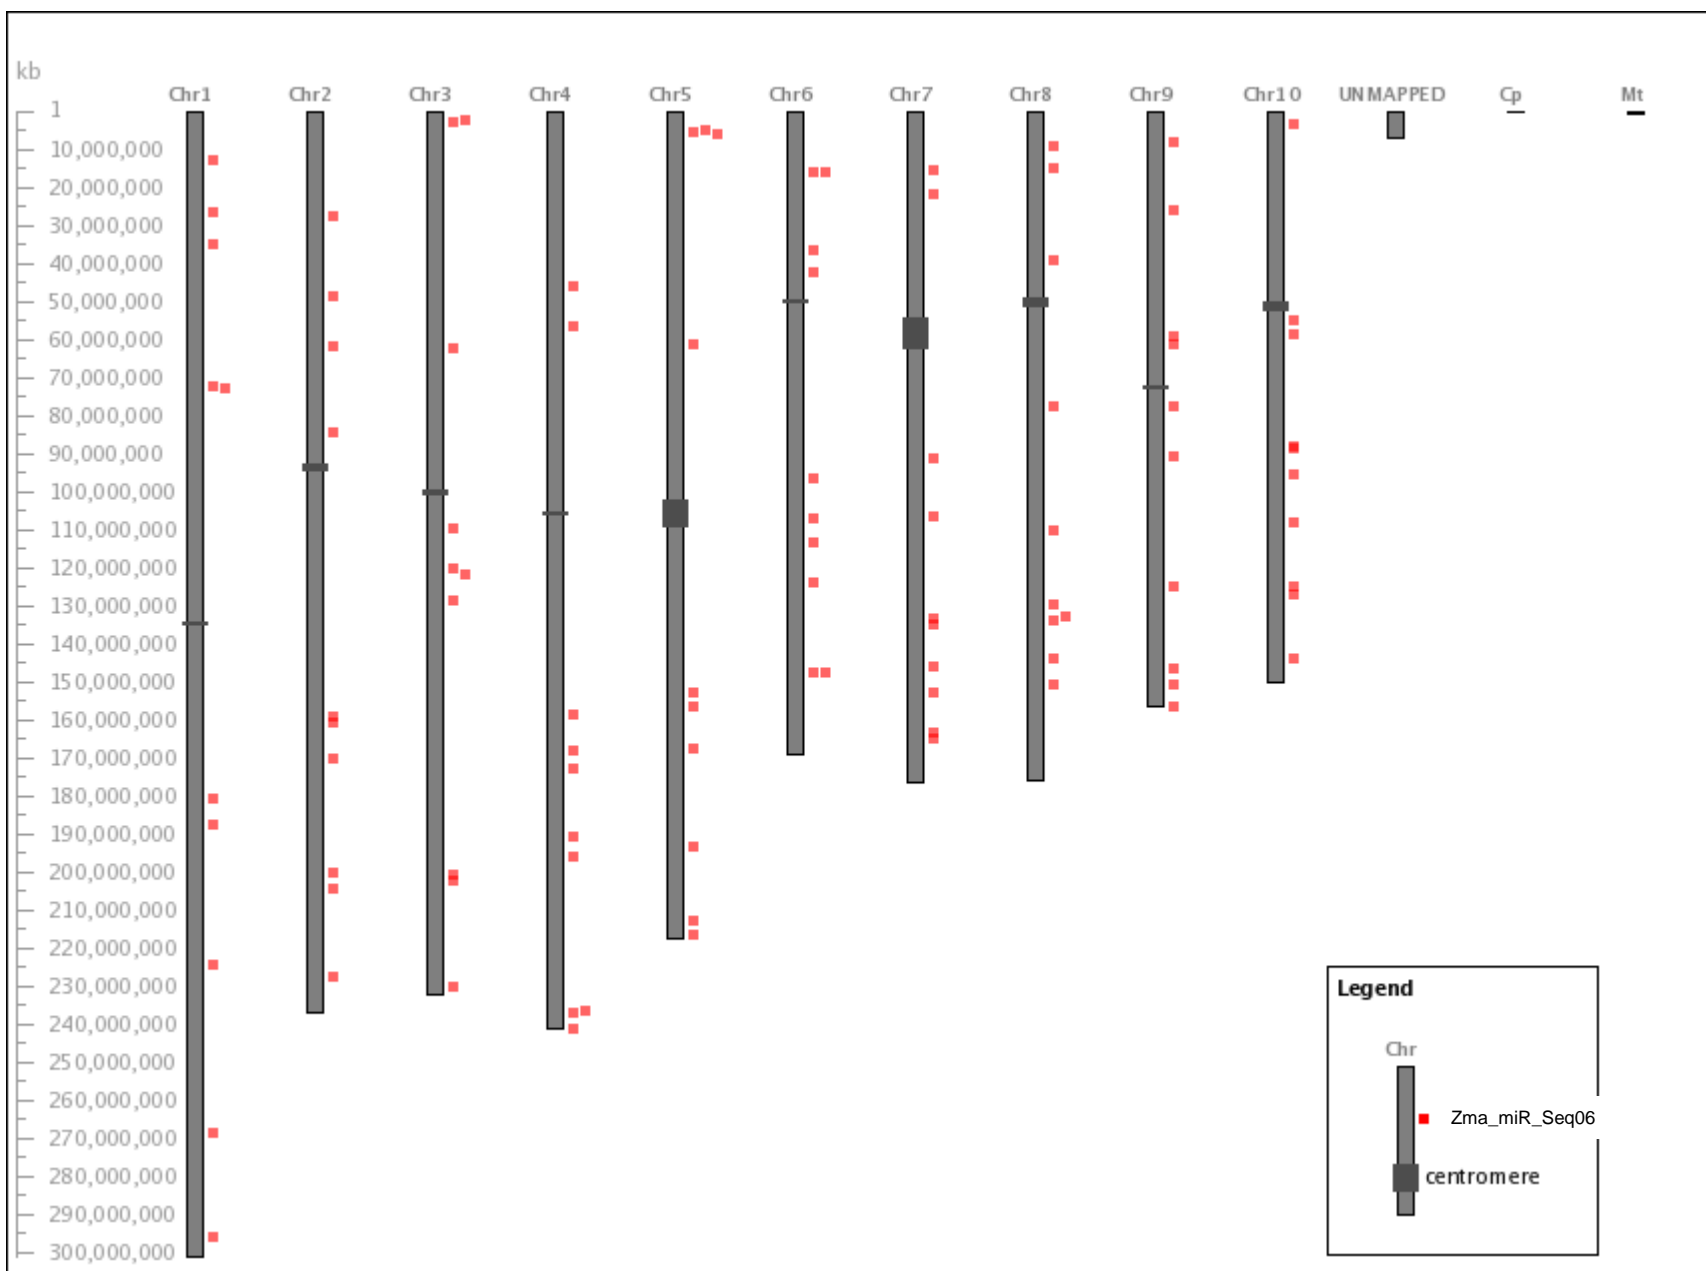

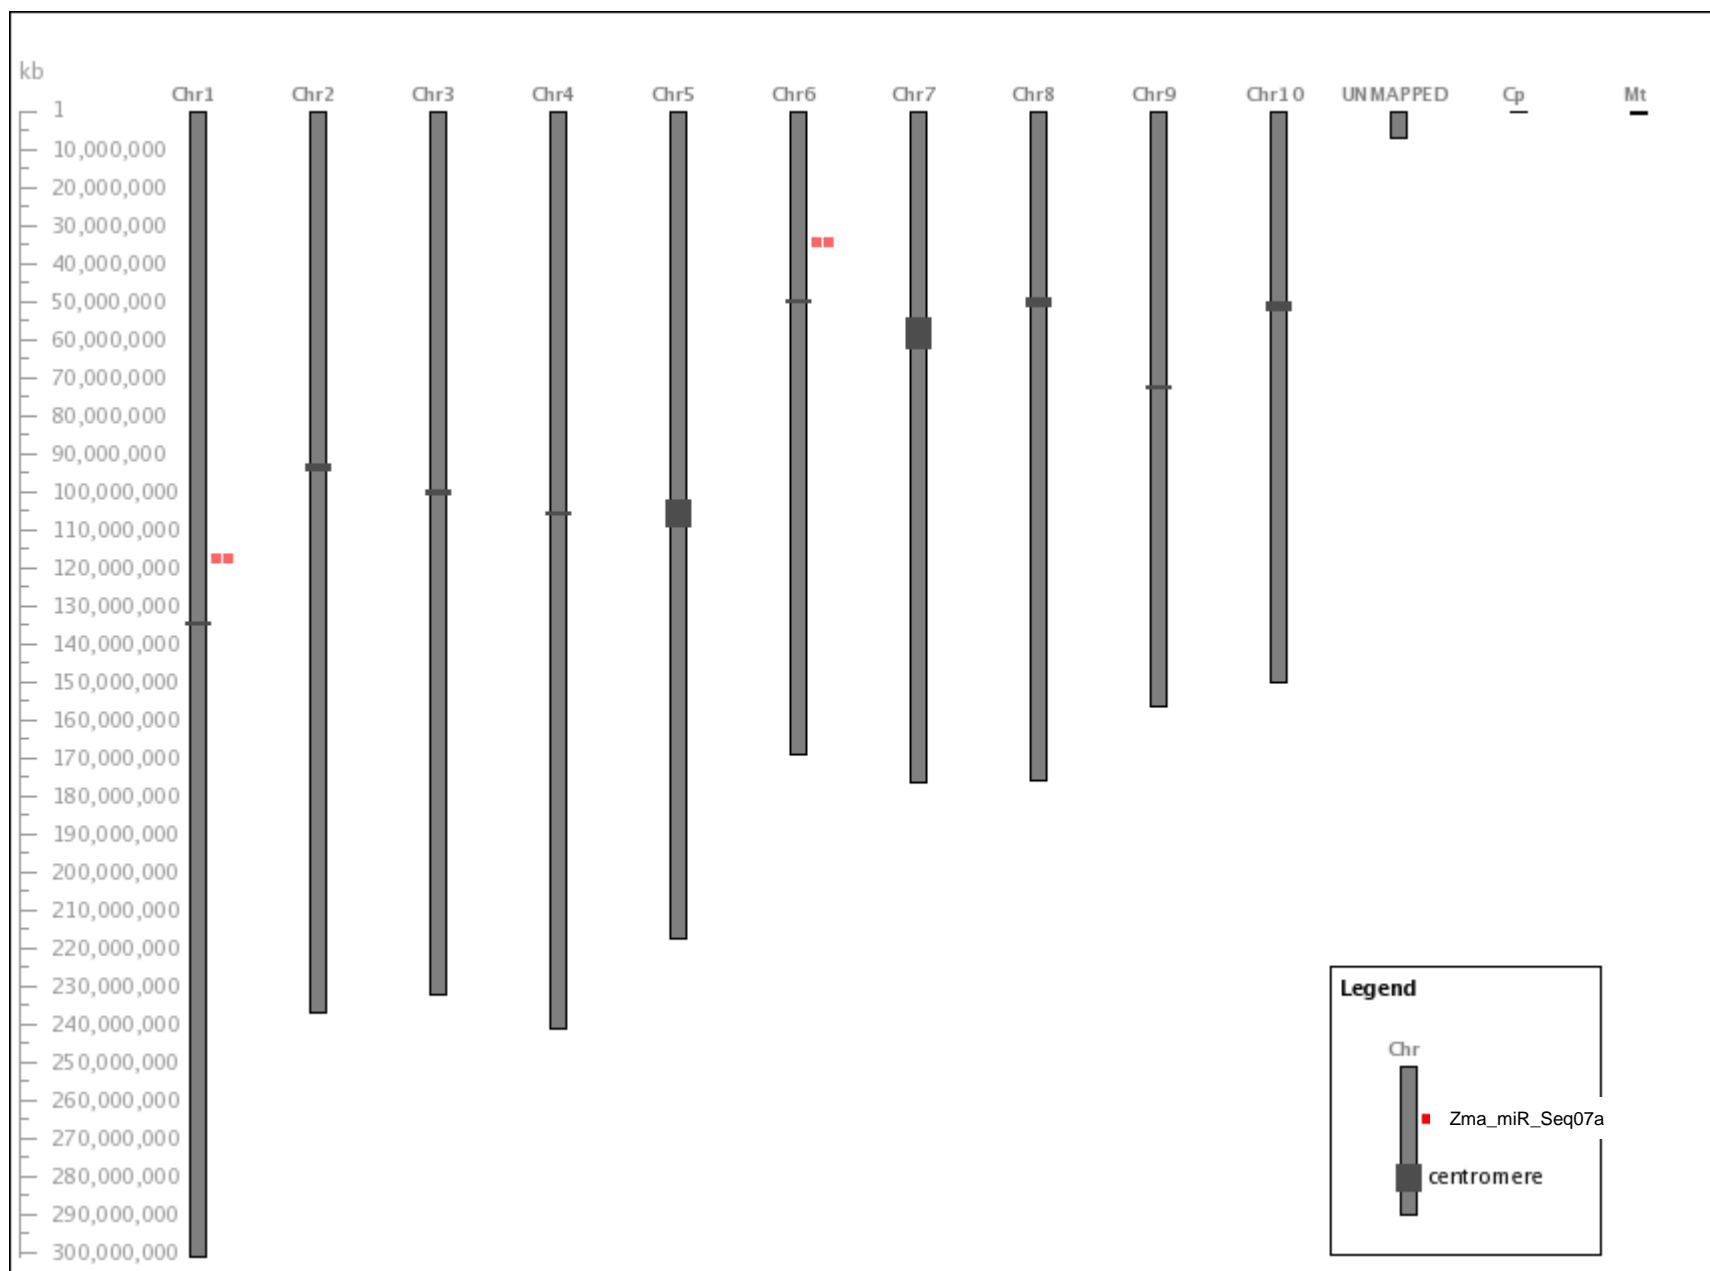

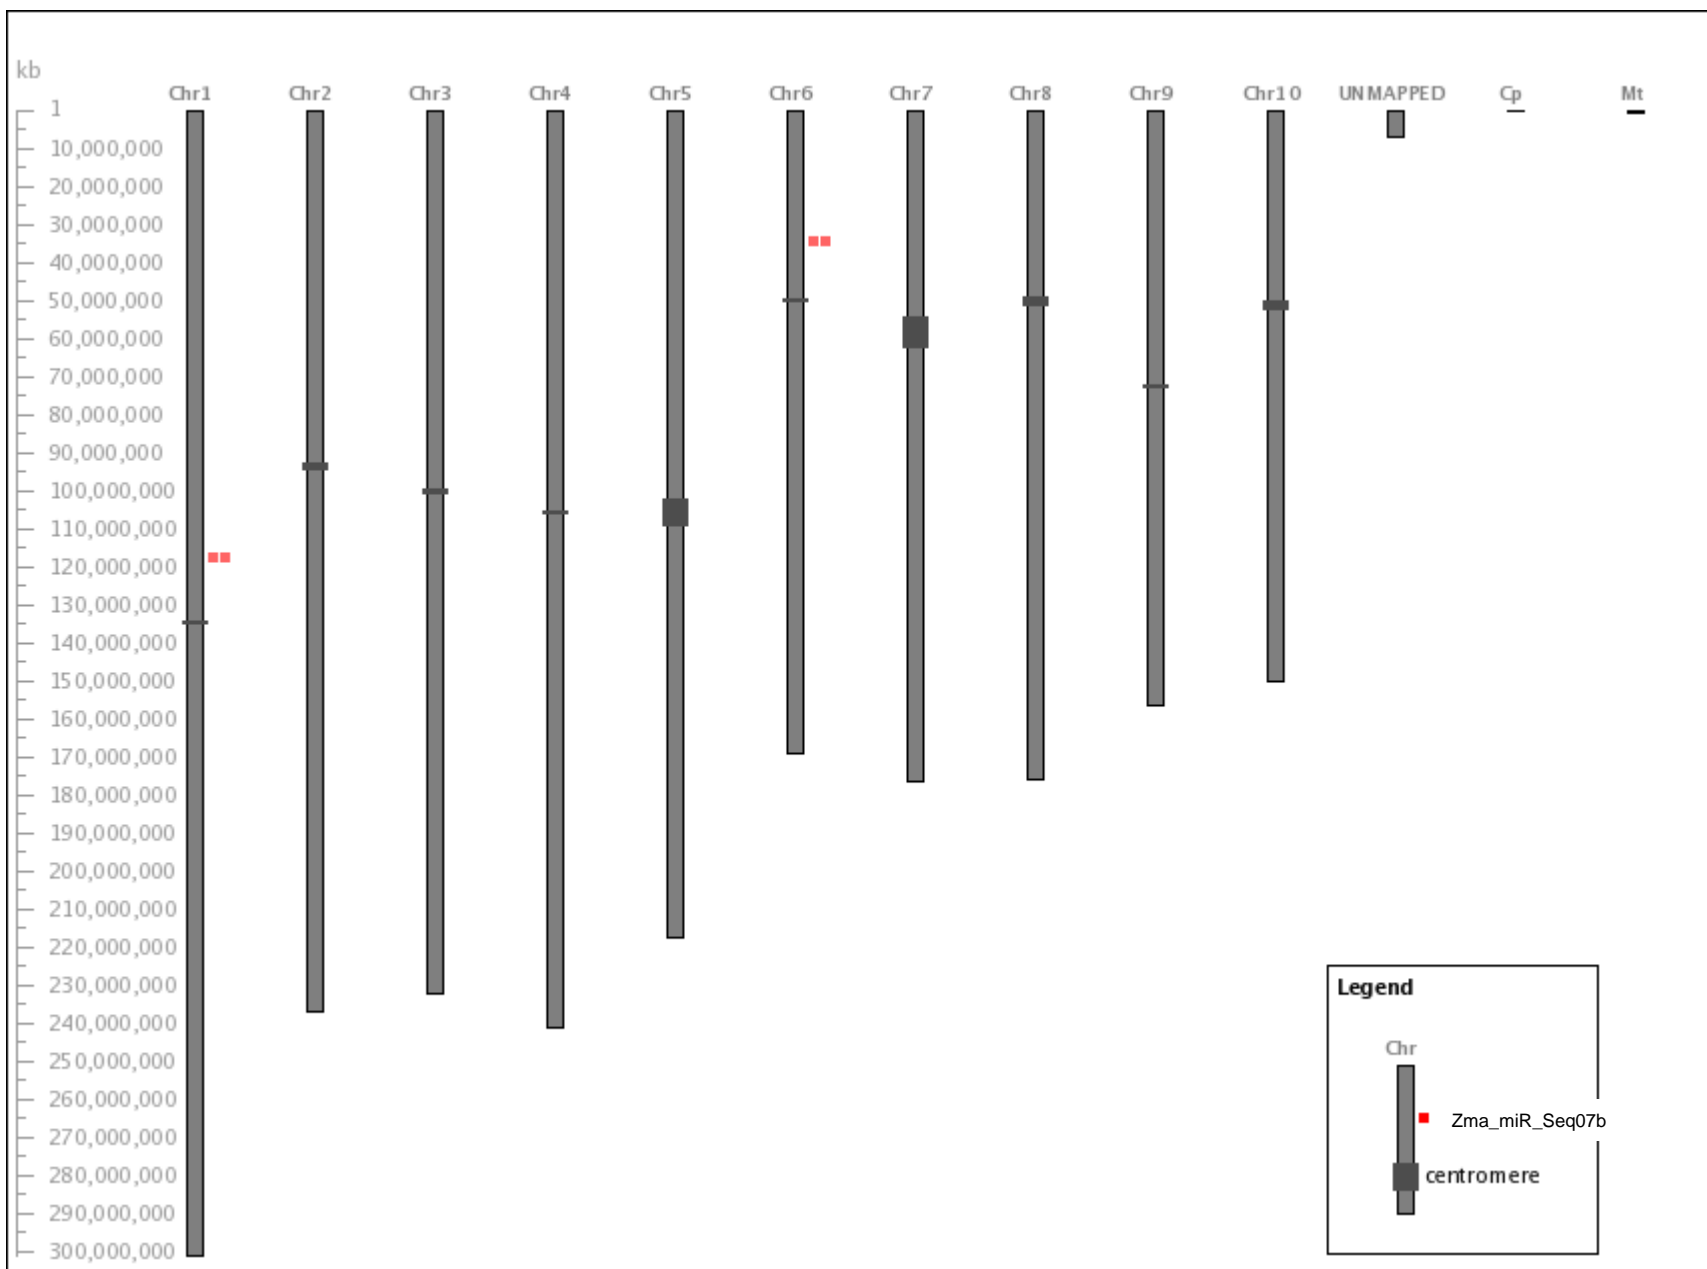

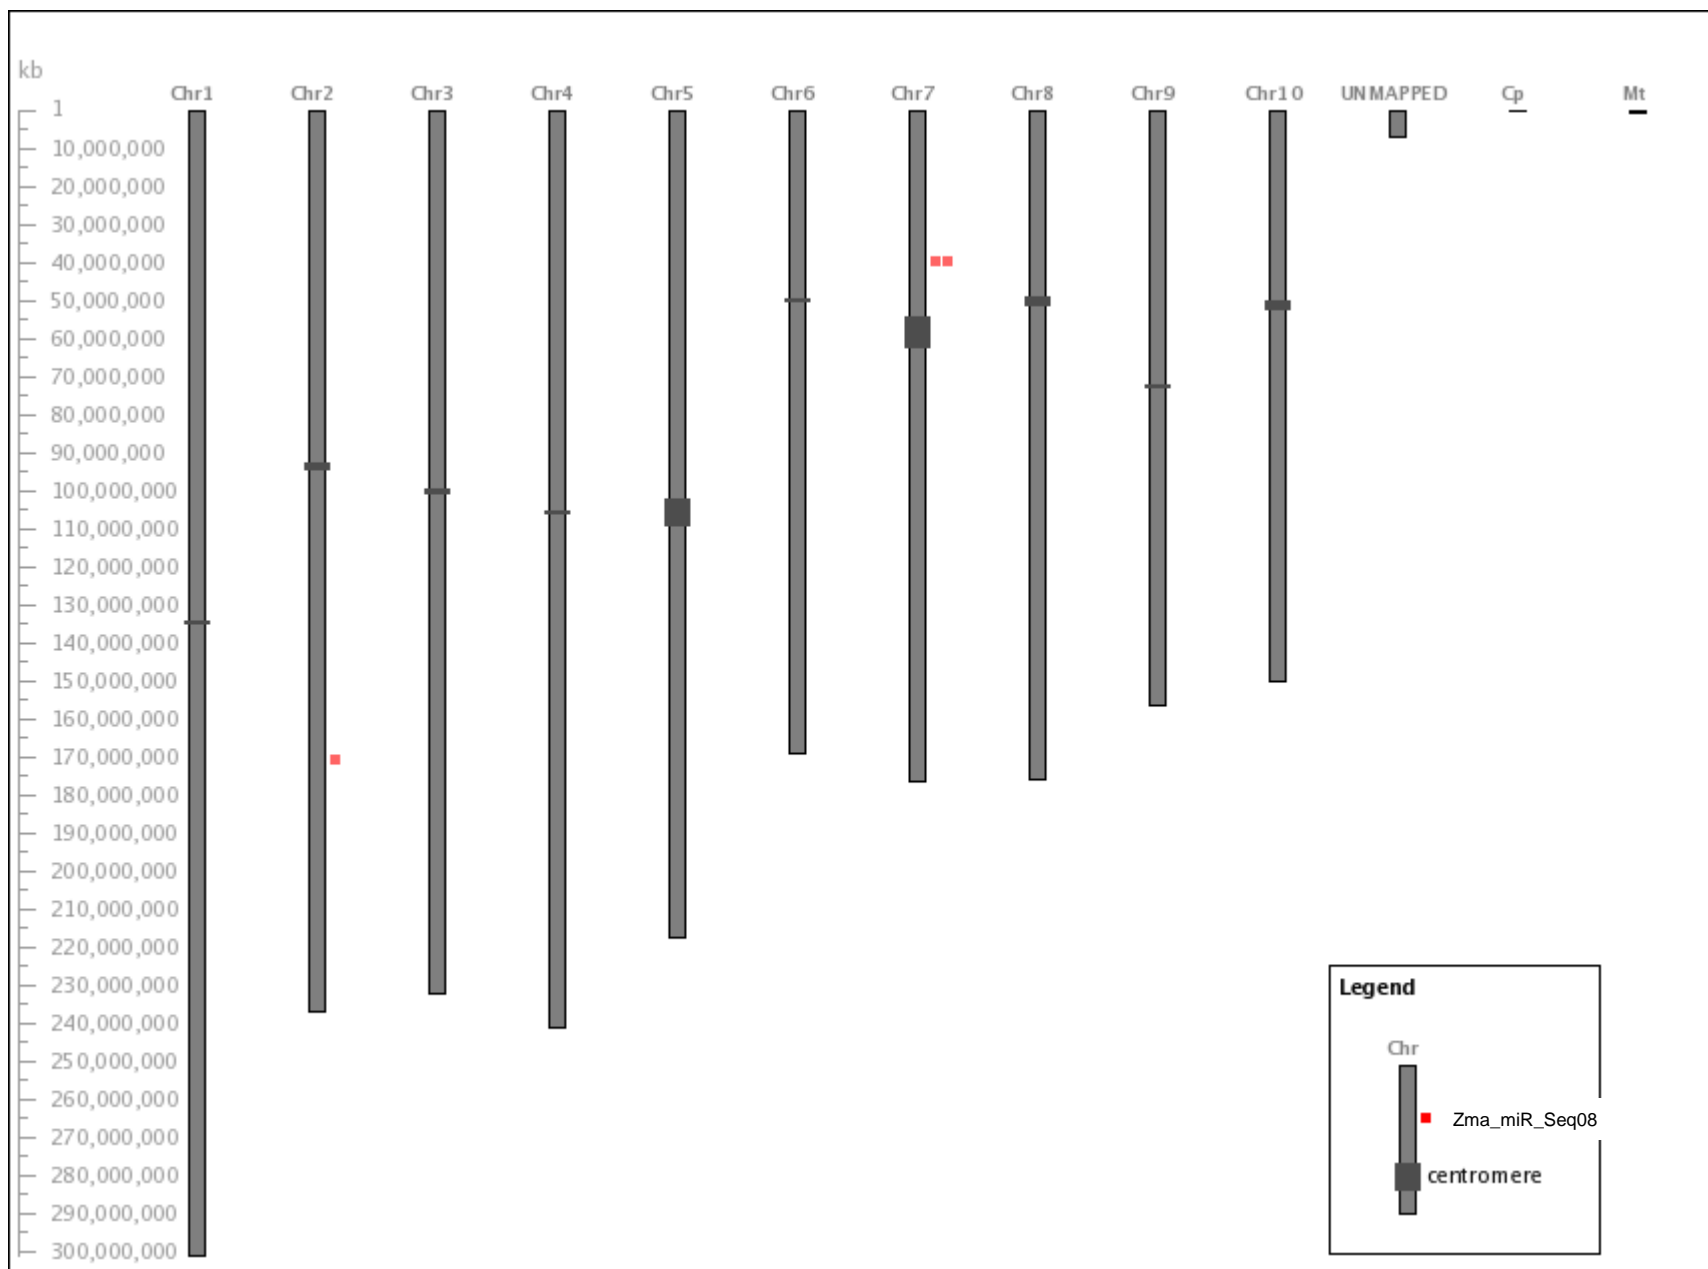

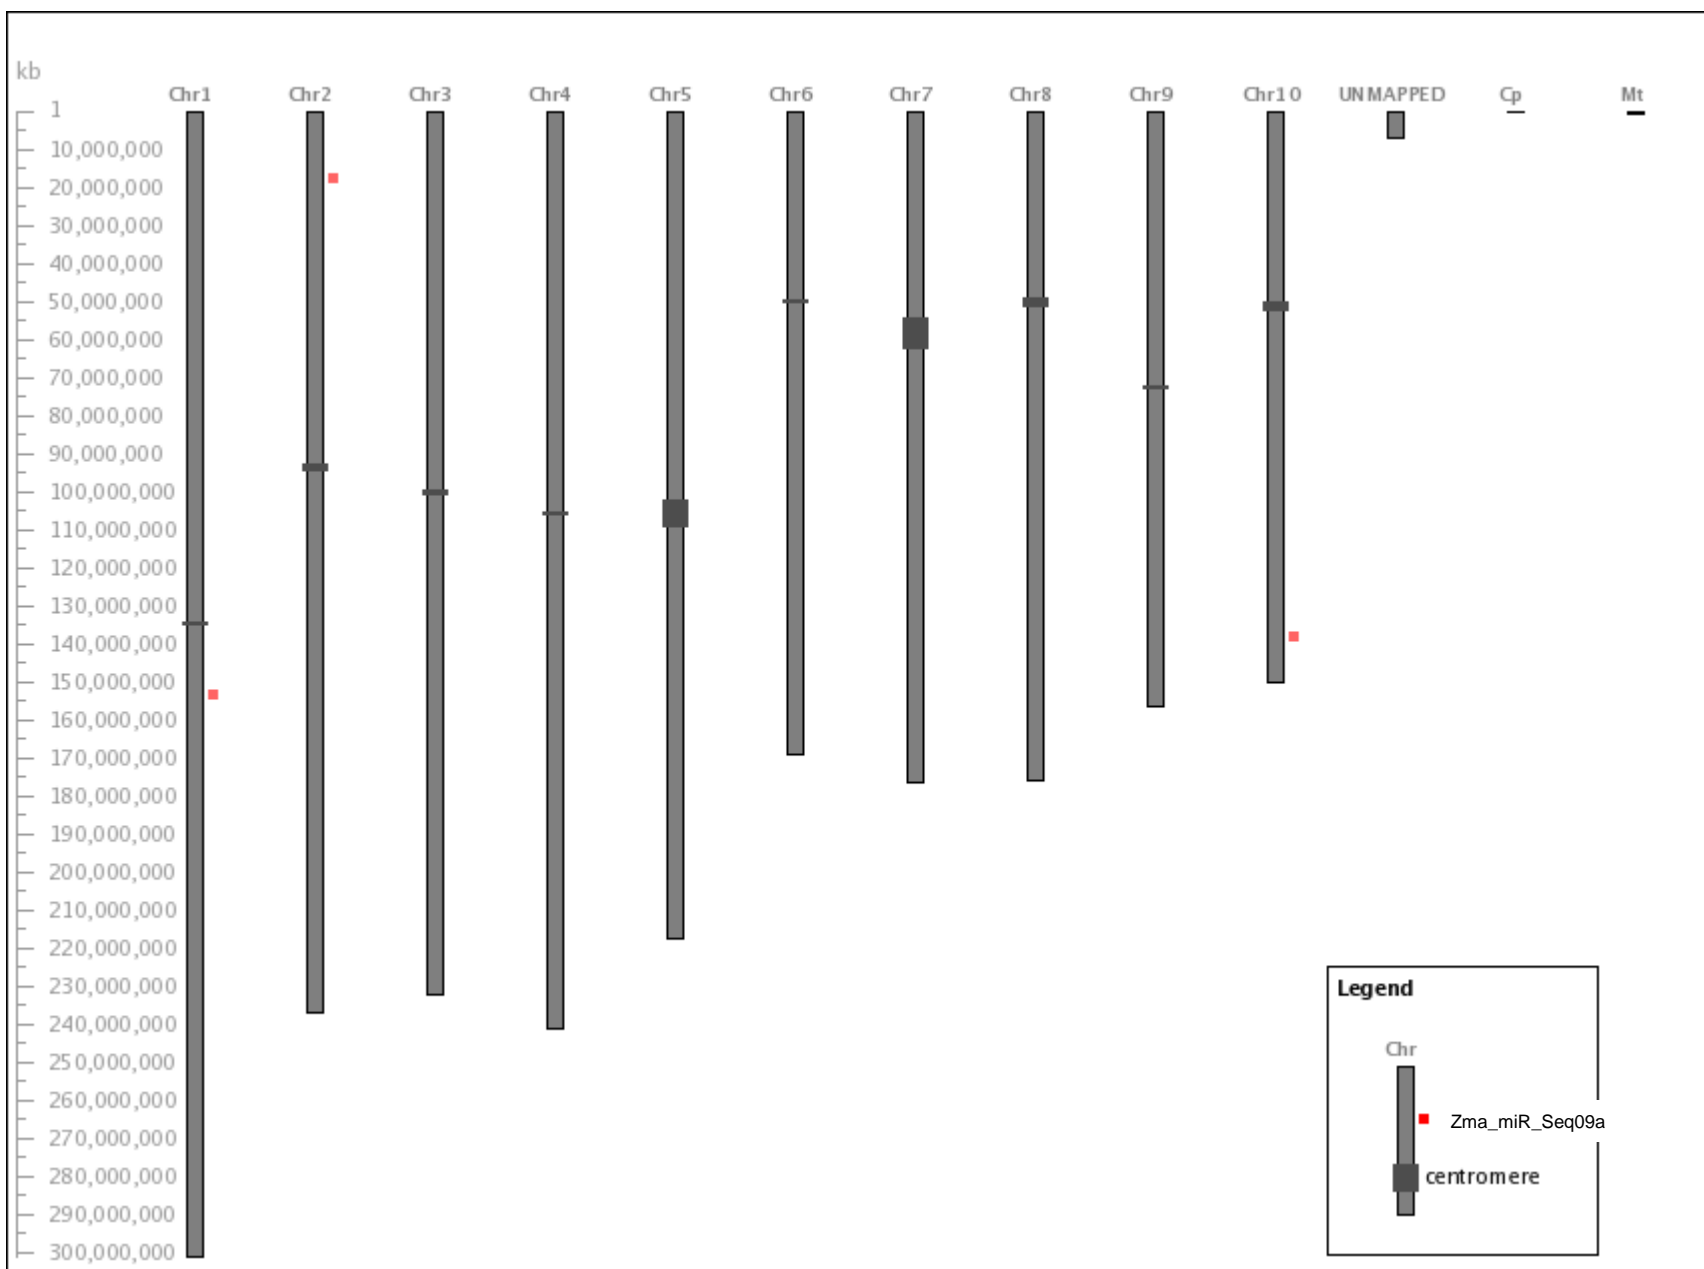

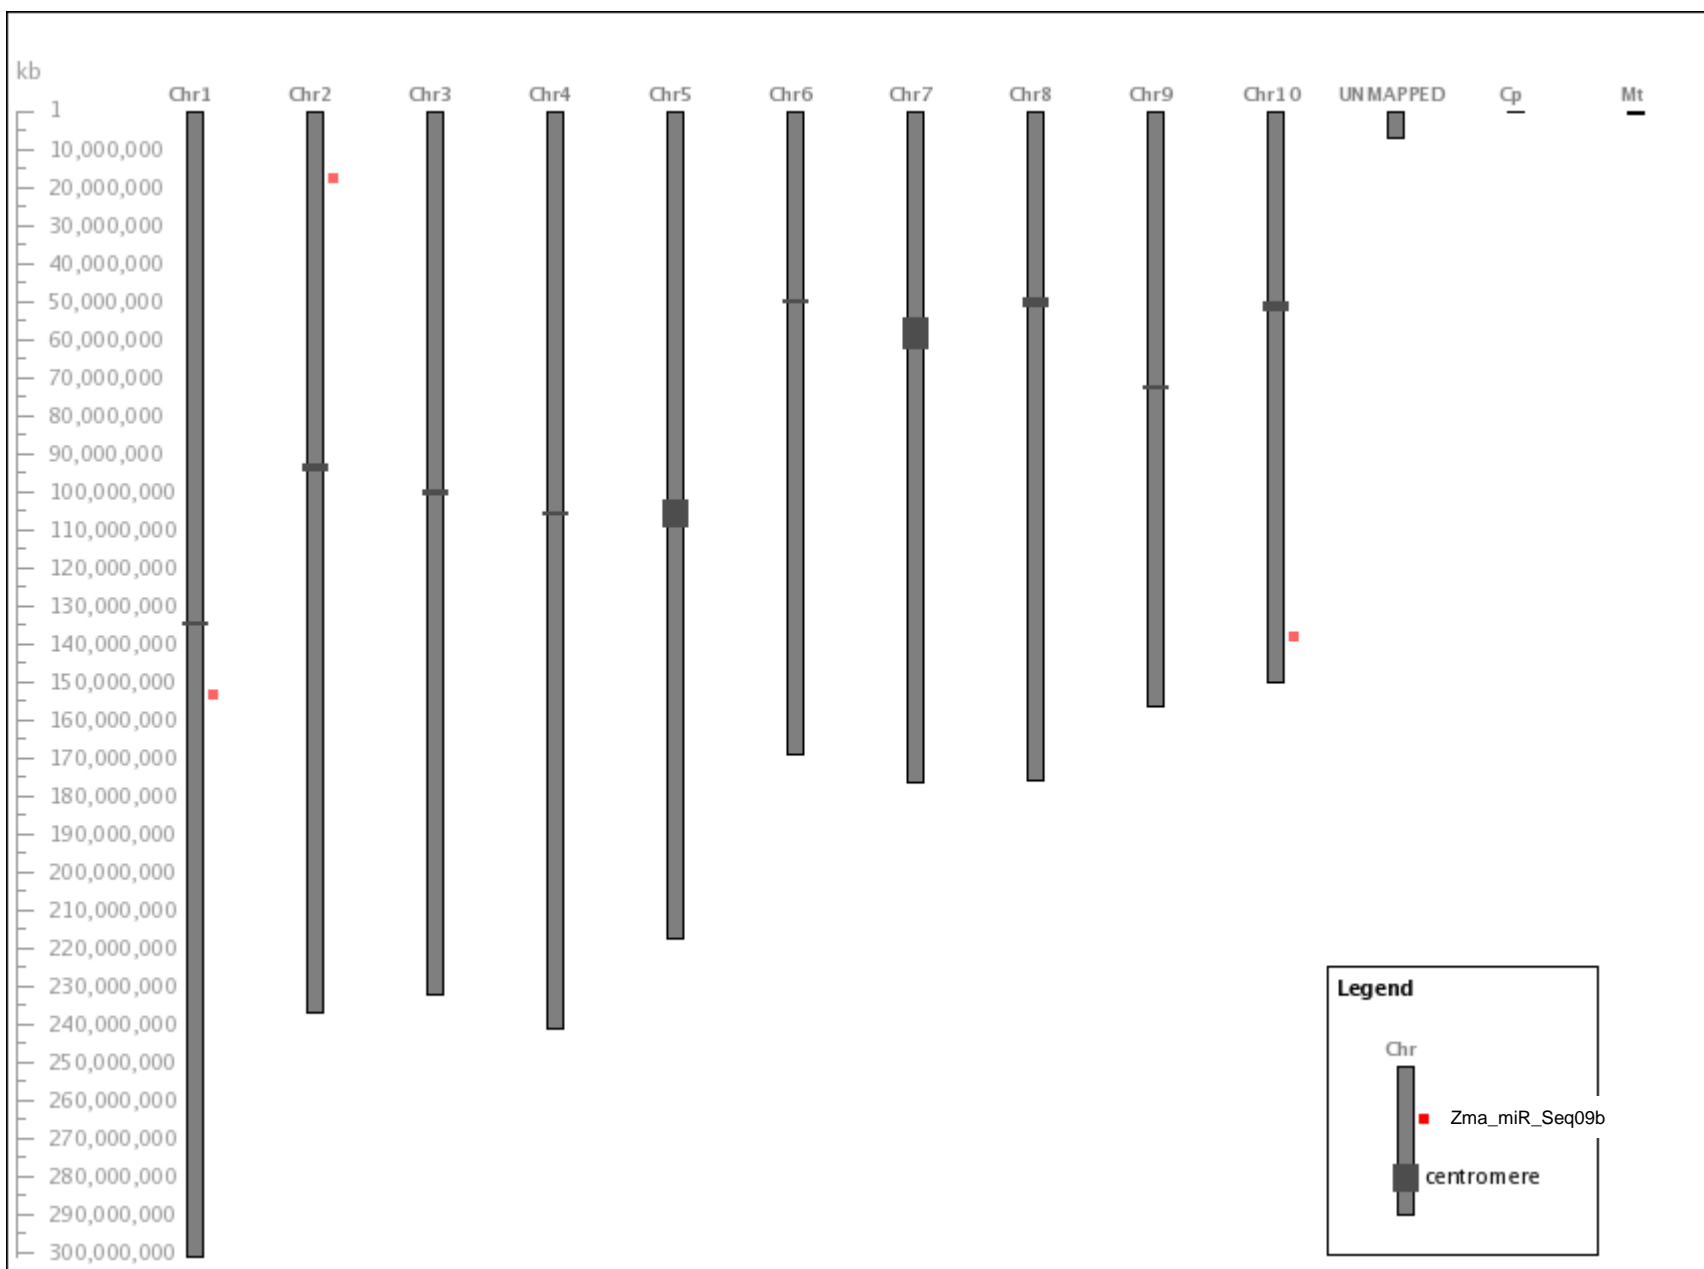

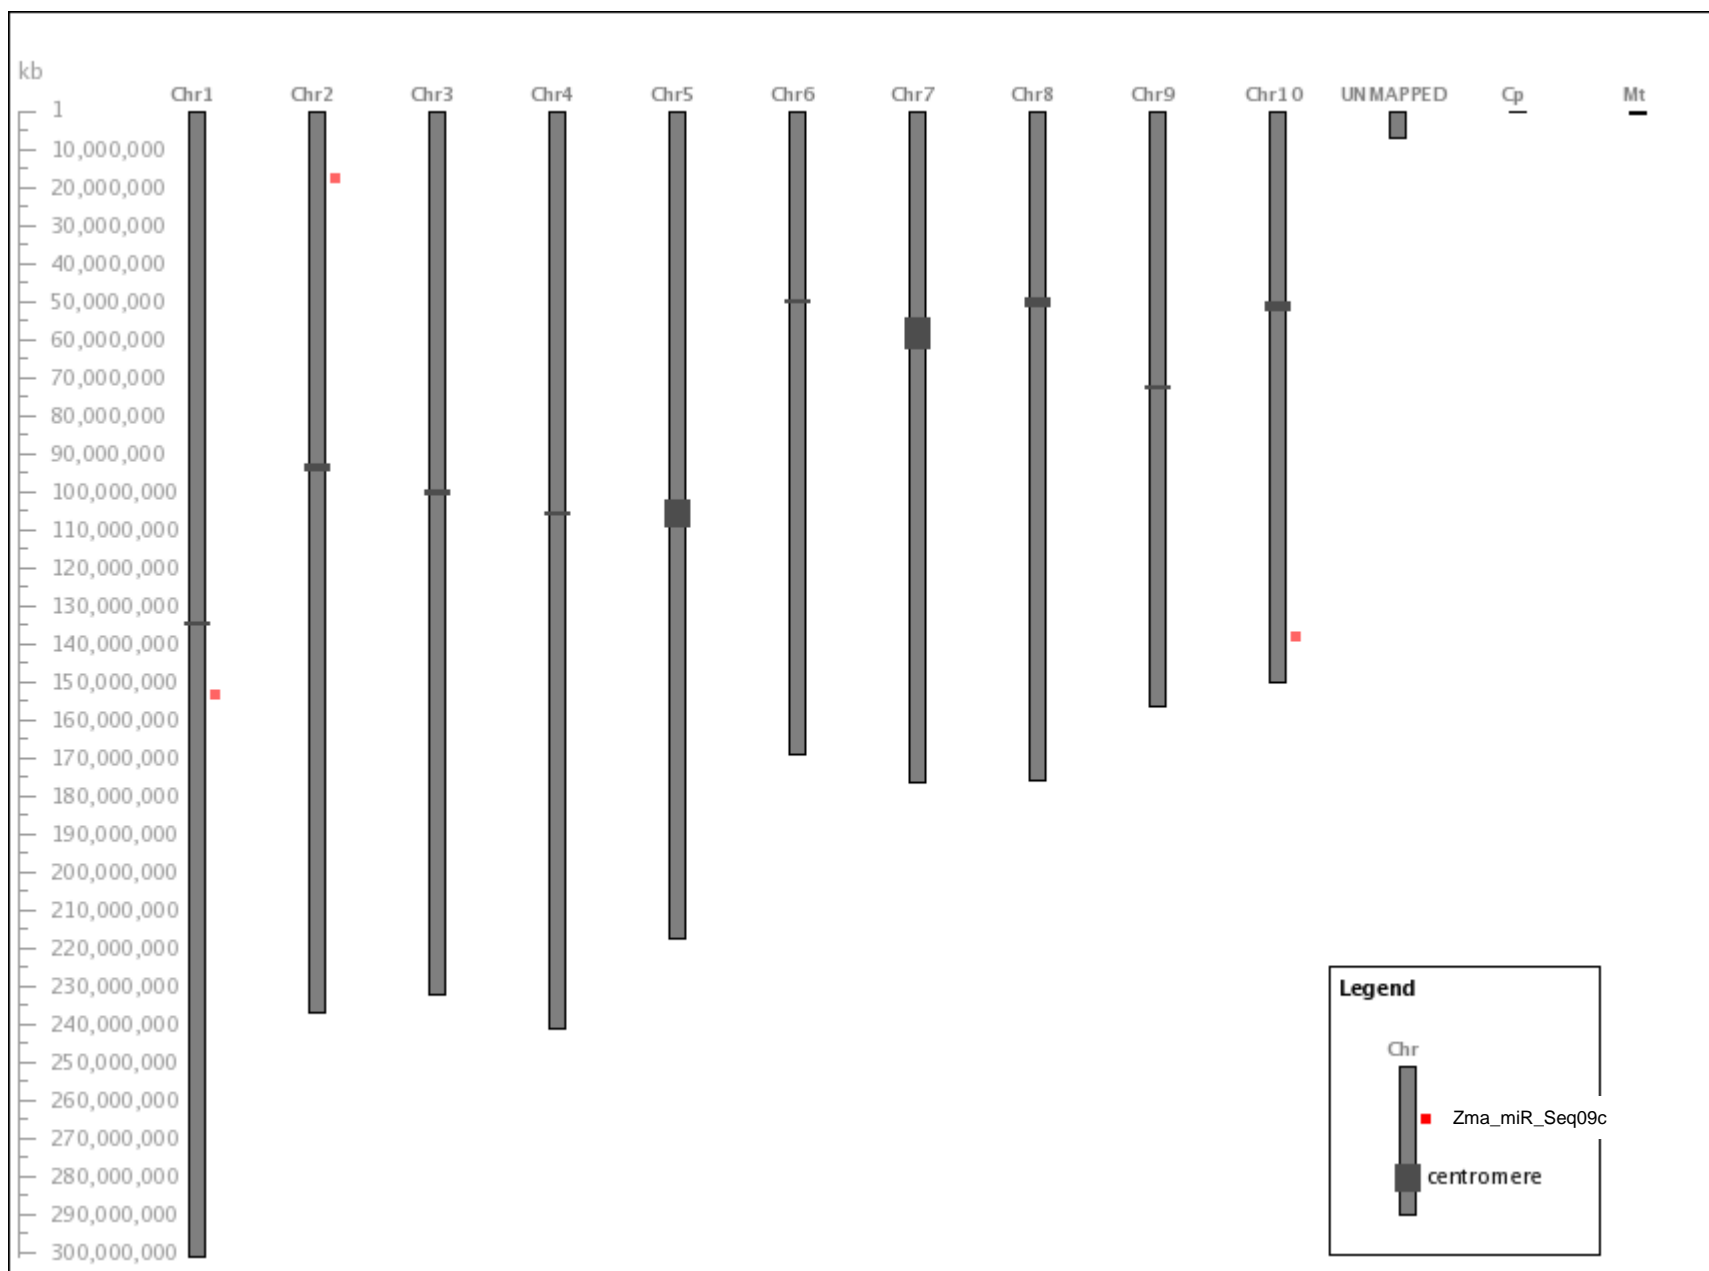

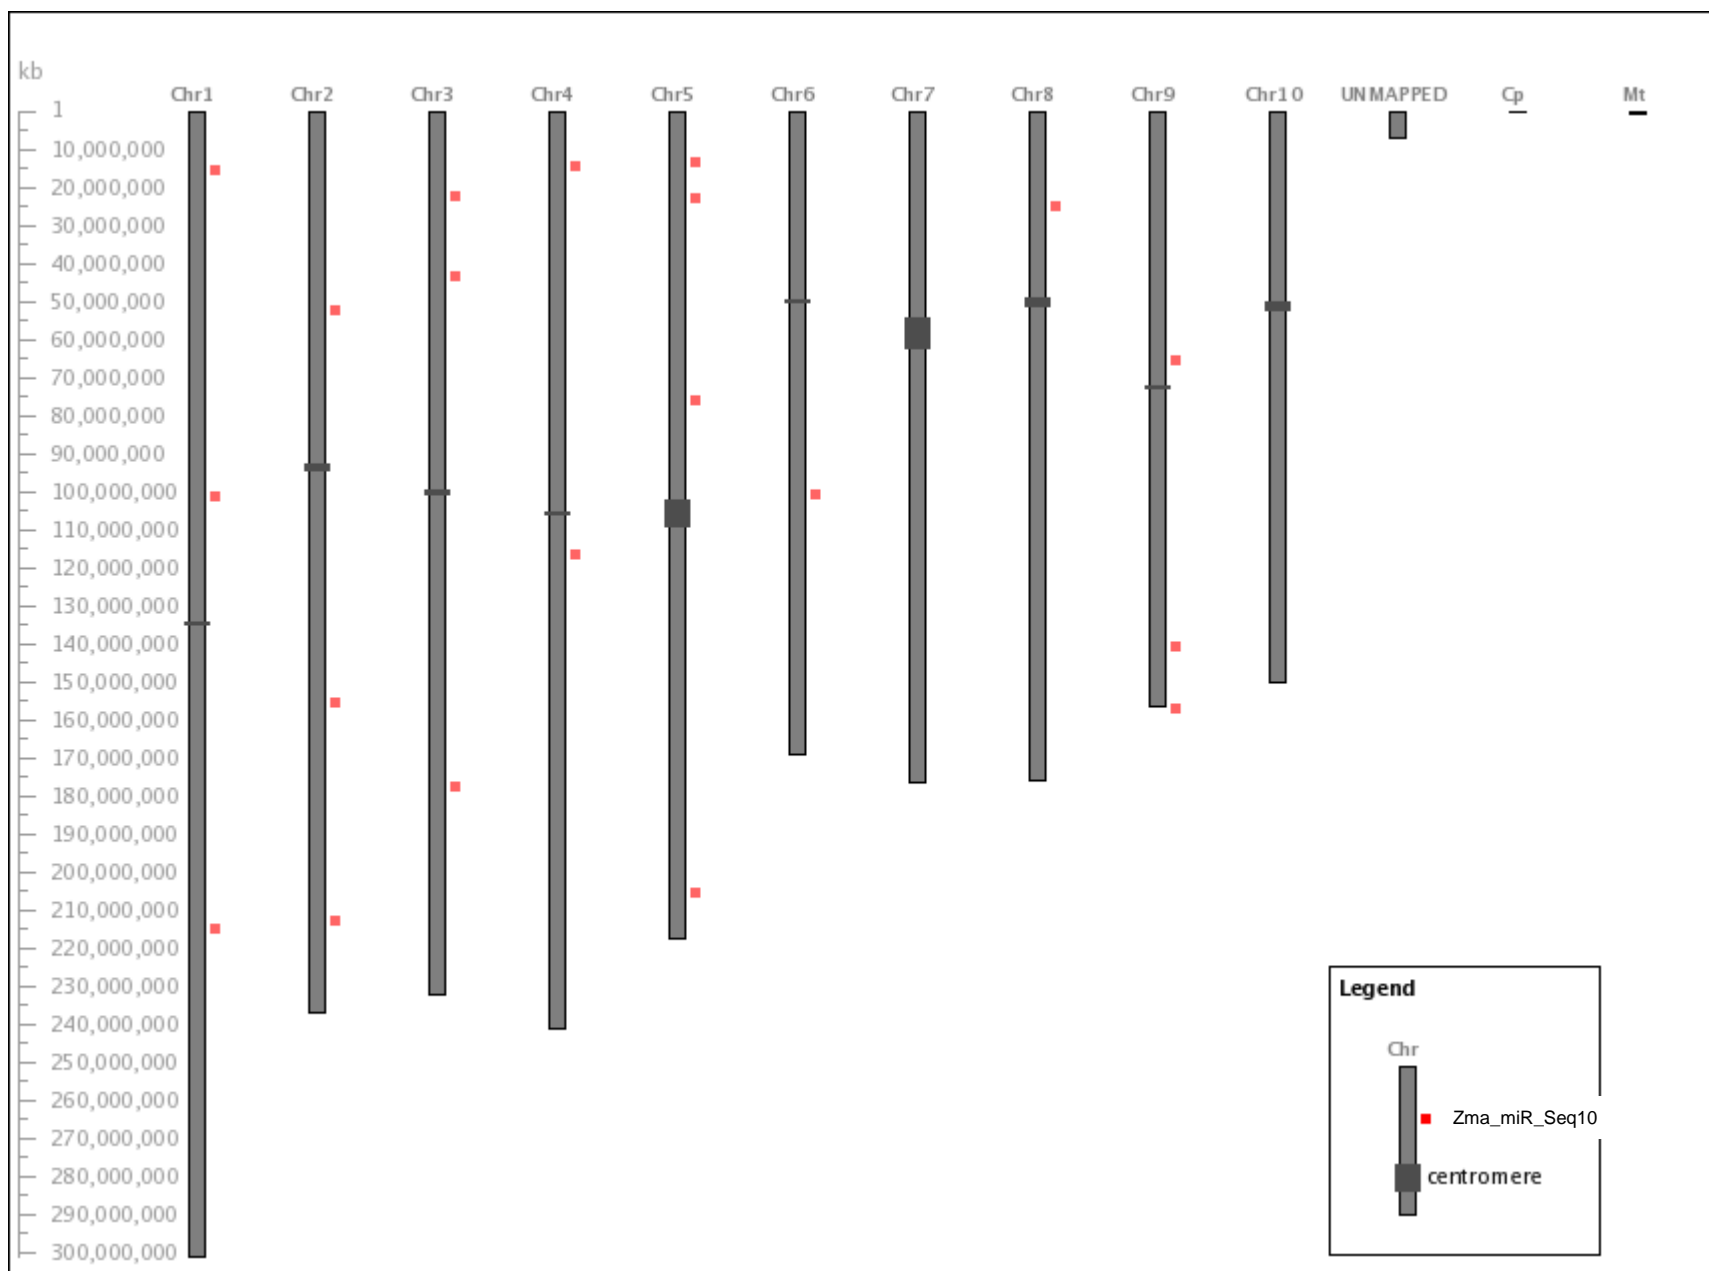

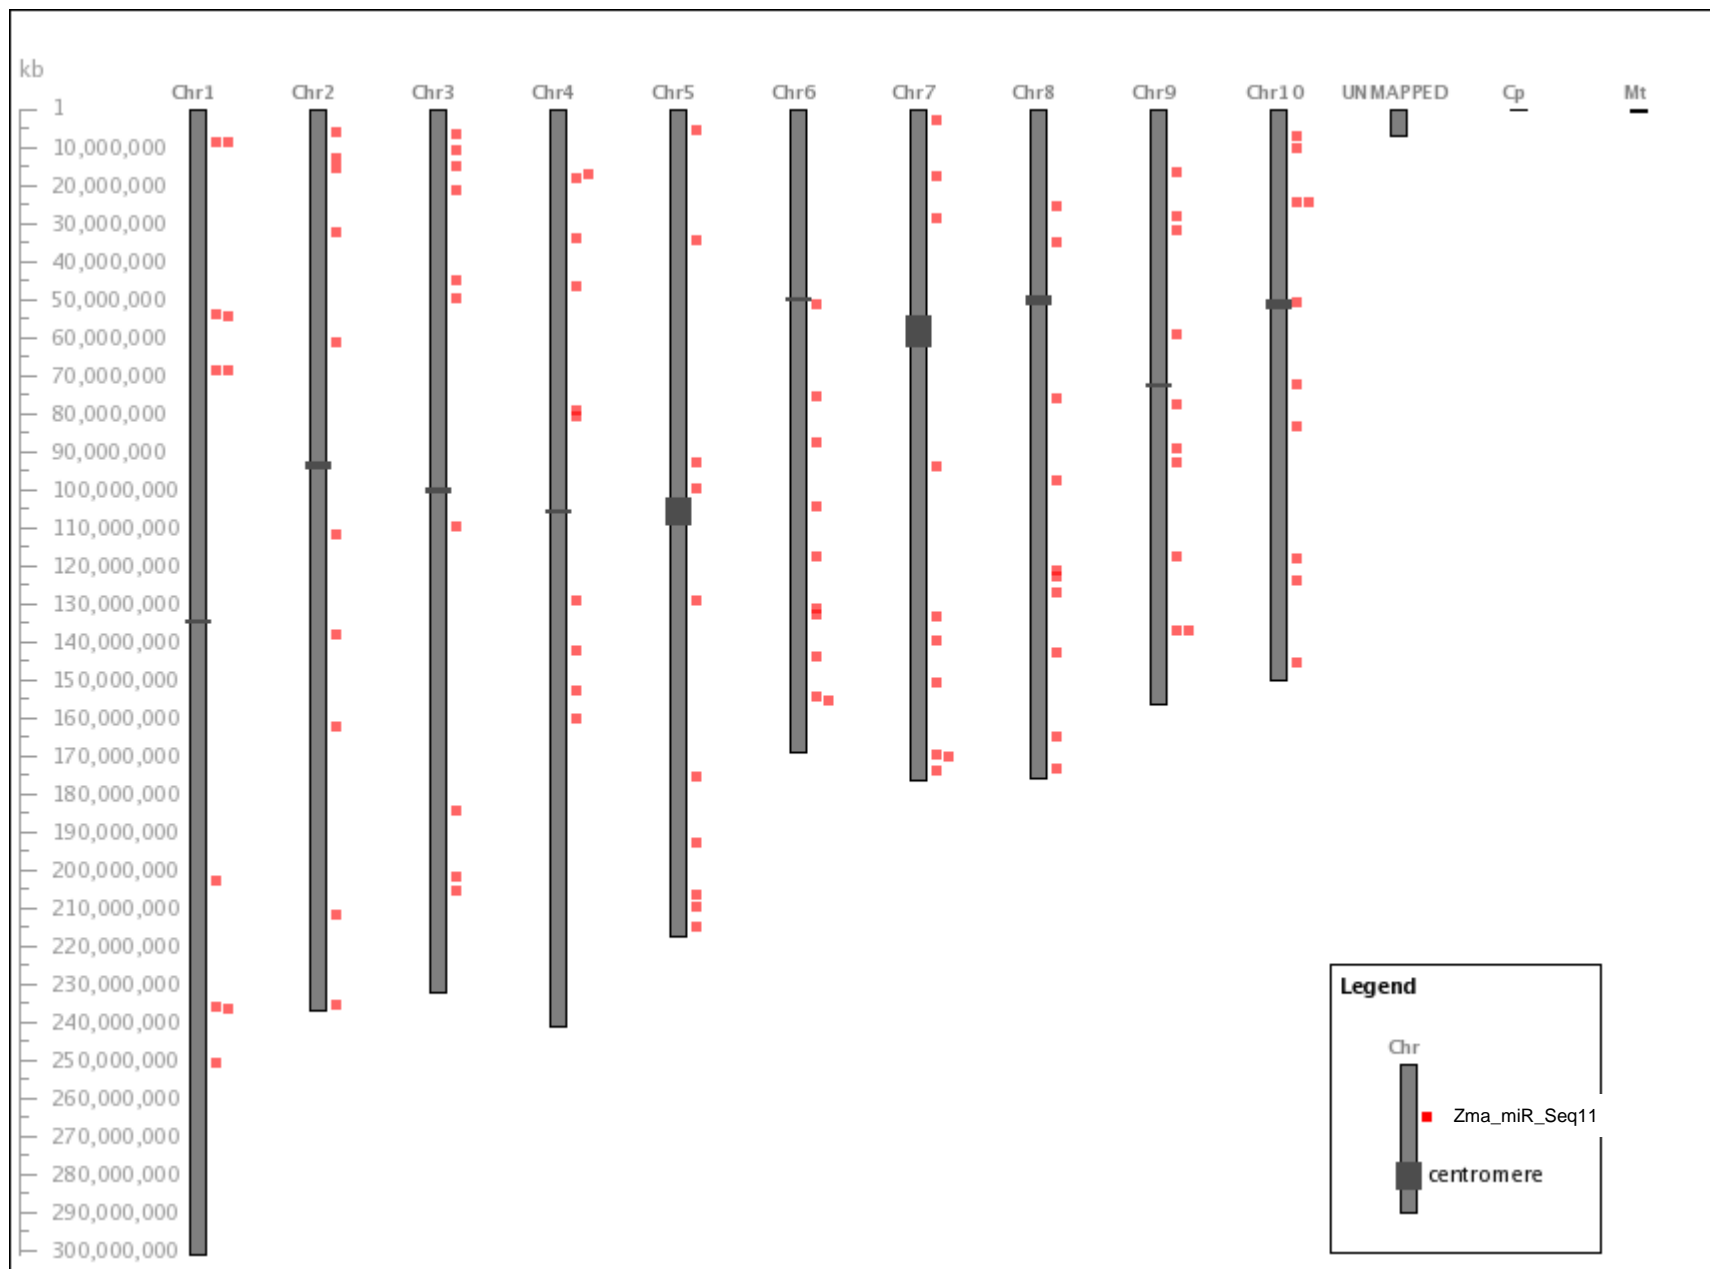

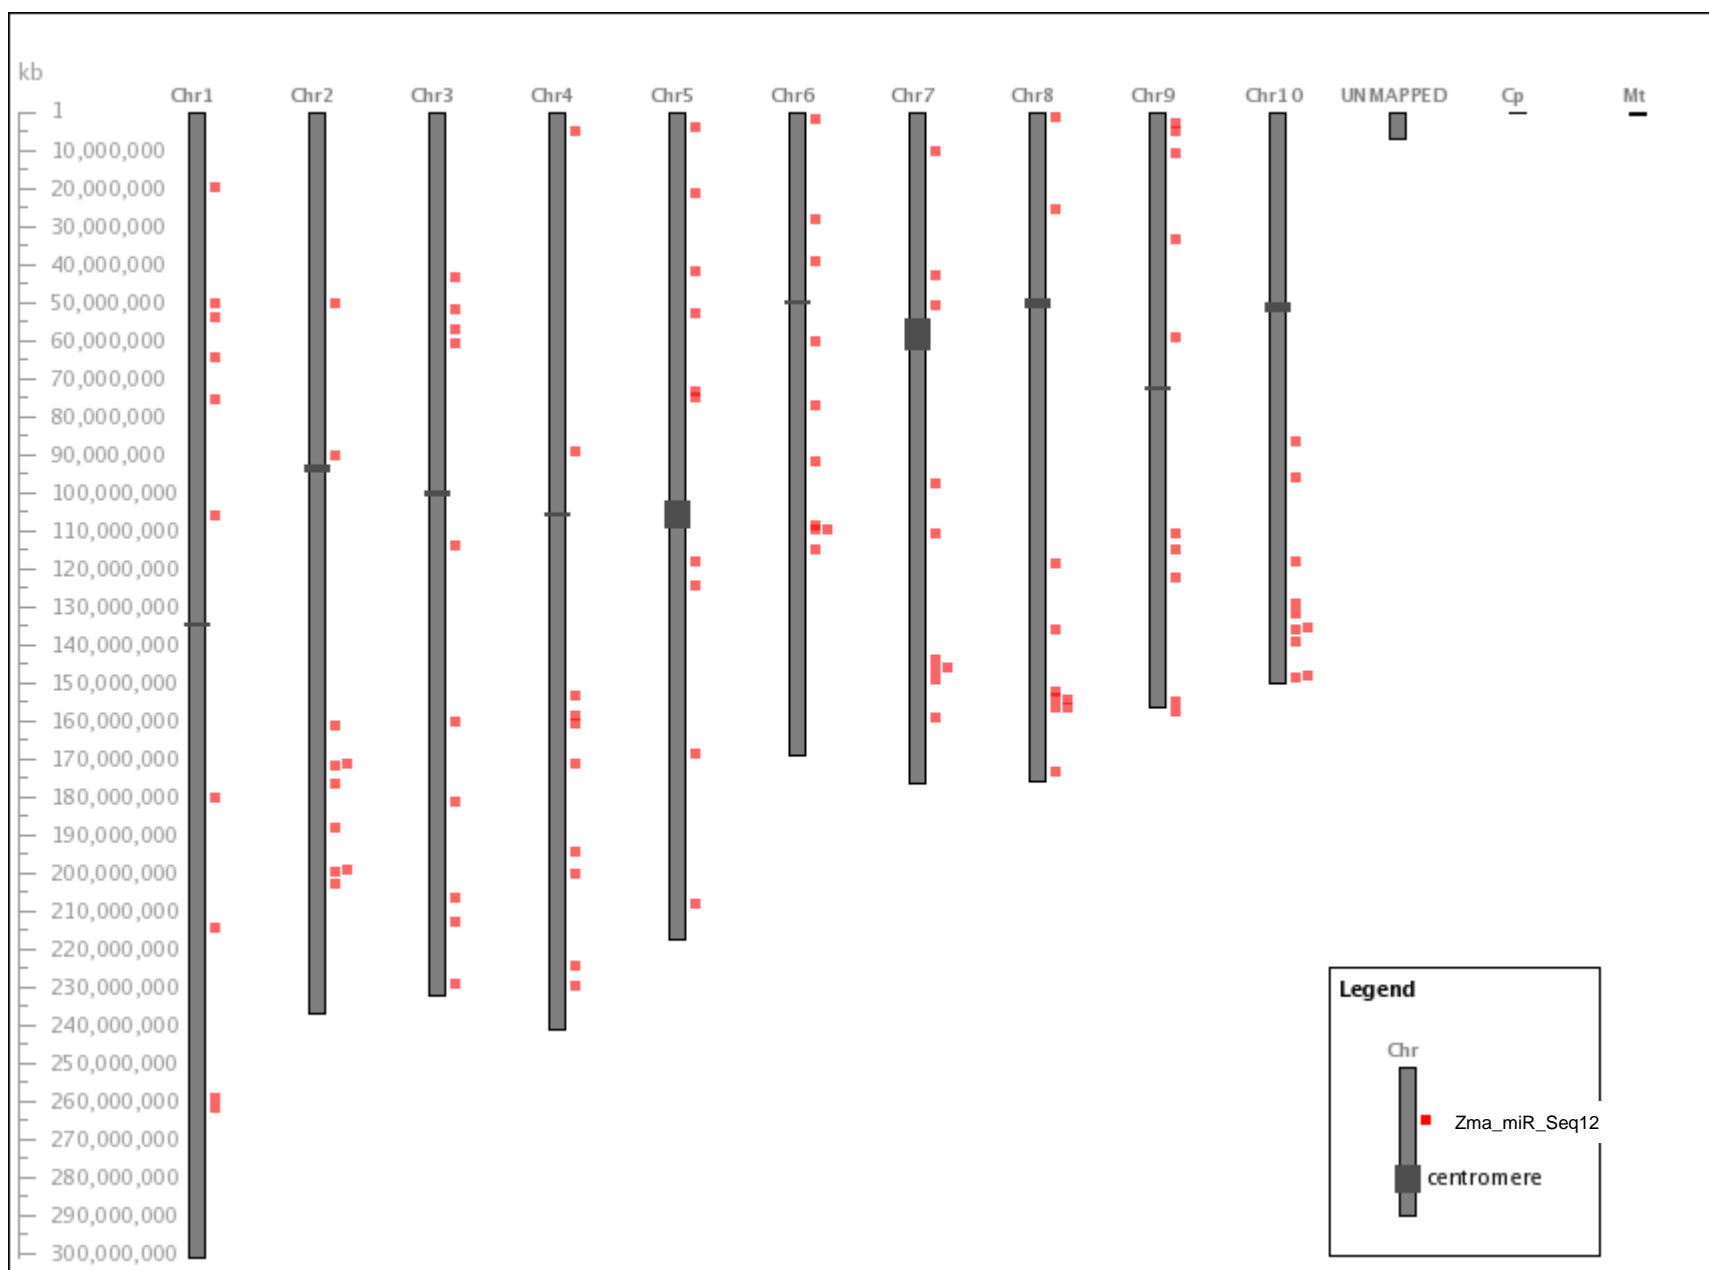

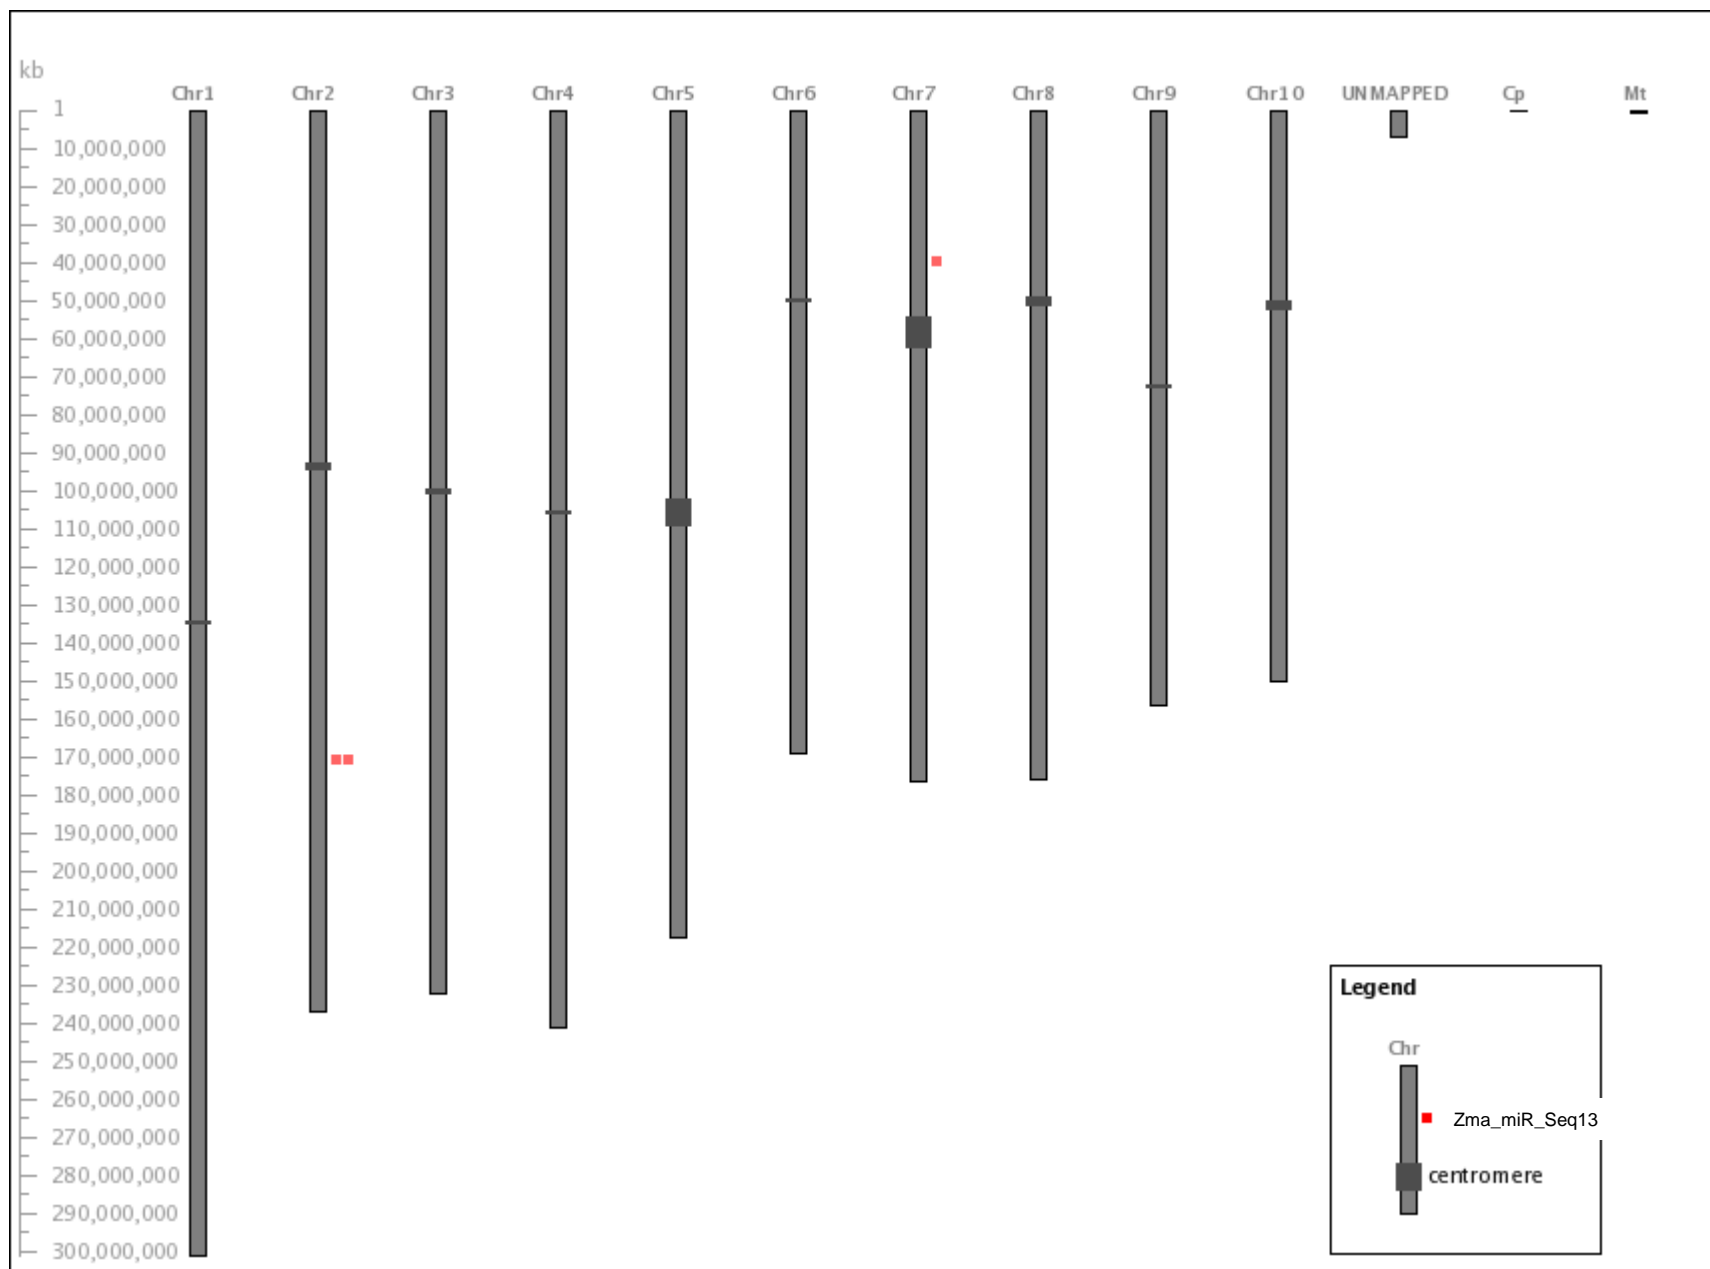

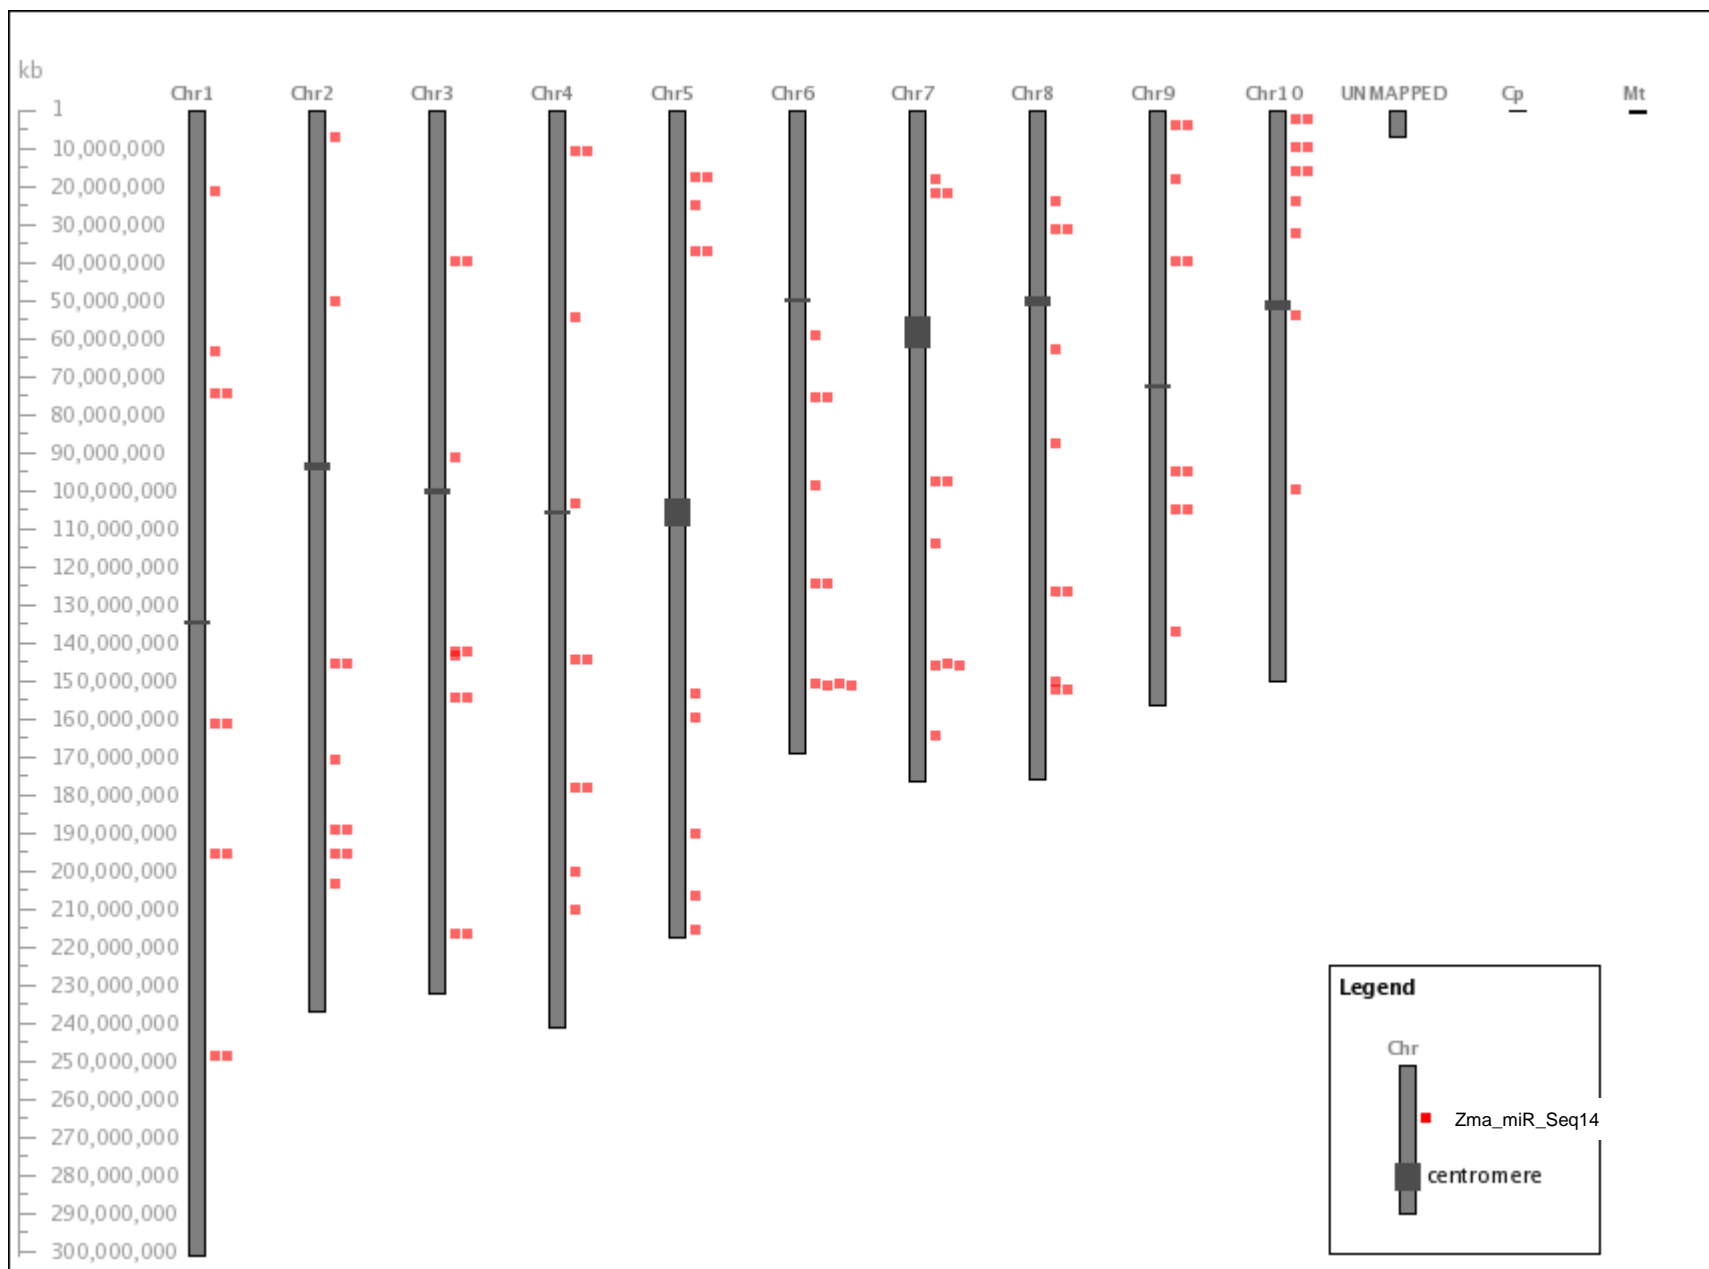

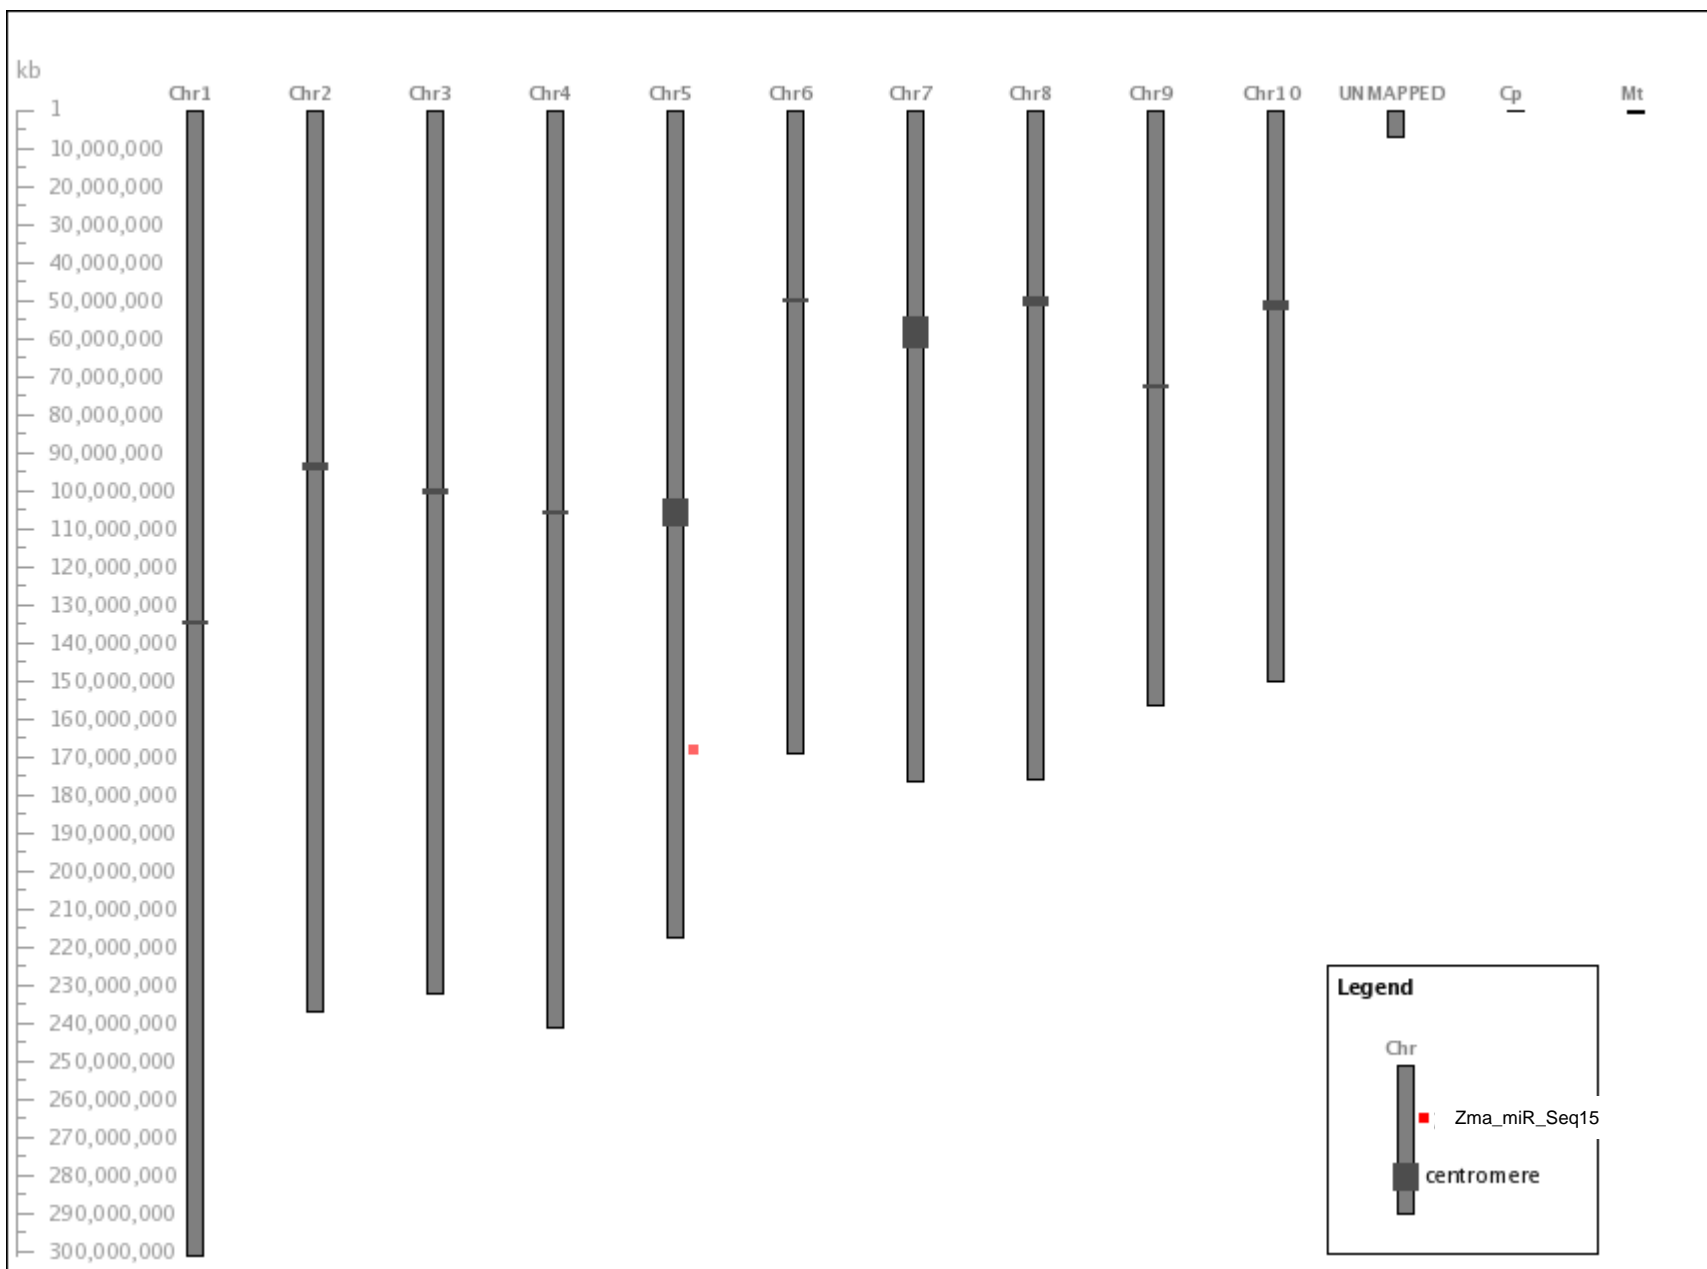

**Supplement:** Supplementary file 4 — Additional file 4: Figure S4: CViT image of the B73 assembly aligned with precursor of novel miRNAs. The POPcorn website (http://popcorn.maizegdb.org/main/index.php) was used. All novel miRNA sequences were denominated Zma_miR_Seq following the number, varying from 01 to 15.

# Supplementary material for: Genome-wide identification of microRNA and siRNA responsive to endophytic beneficial diazotrophic bacteria in maize
**Source:** BMC Genomics. 2014 Sep 6;15(1):766. doi: 10.1186/1471-2164-15-766

**Additional file Figure S5: Analysis of siRNA and methylation profile at the splice variant of GRMZM2G487629 gene.** (A) Localization of GRMZM2G487629 in chromosome 1 and two possible splice variant from these gene (boxes represent exons, and lines are intron). (B) Position of siRNA aligned in GRMZM2G487629\_T02. The two peaks, blue and green, are siRNA non-redundant sequences from inoculated and control libraries, respectively. (C) Four data tracks show methylation levels for B73 in different sequence contexts. Methylation levels are displayed on a scale from 0 to 1.

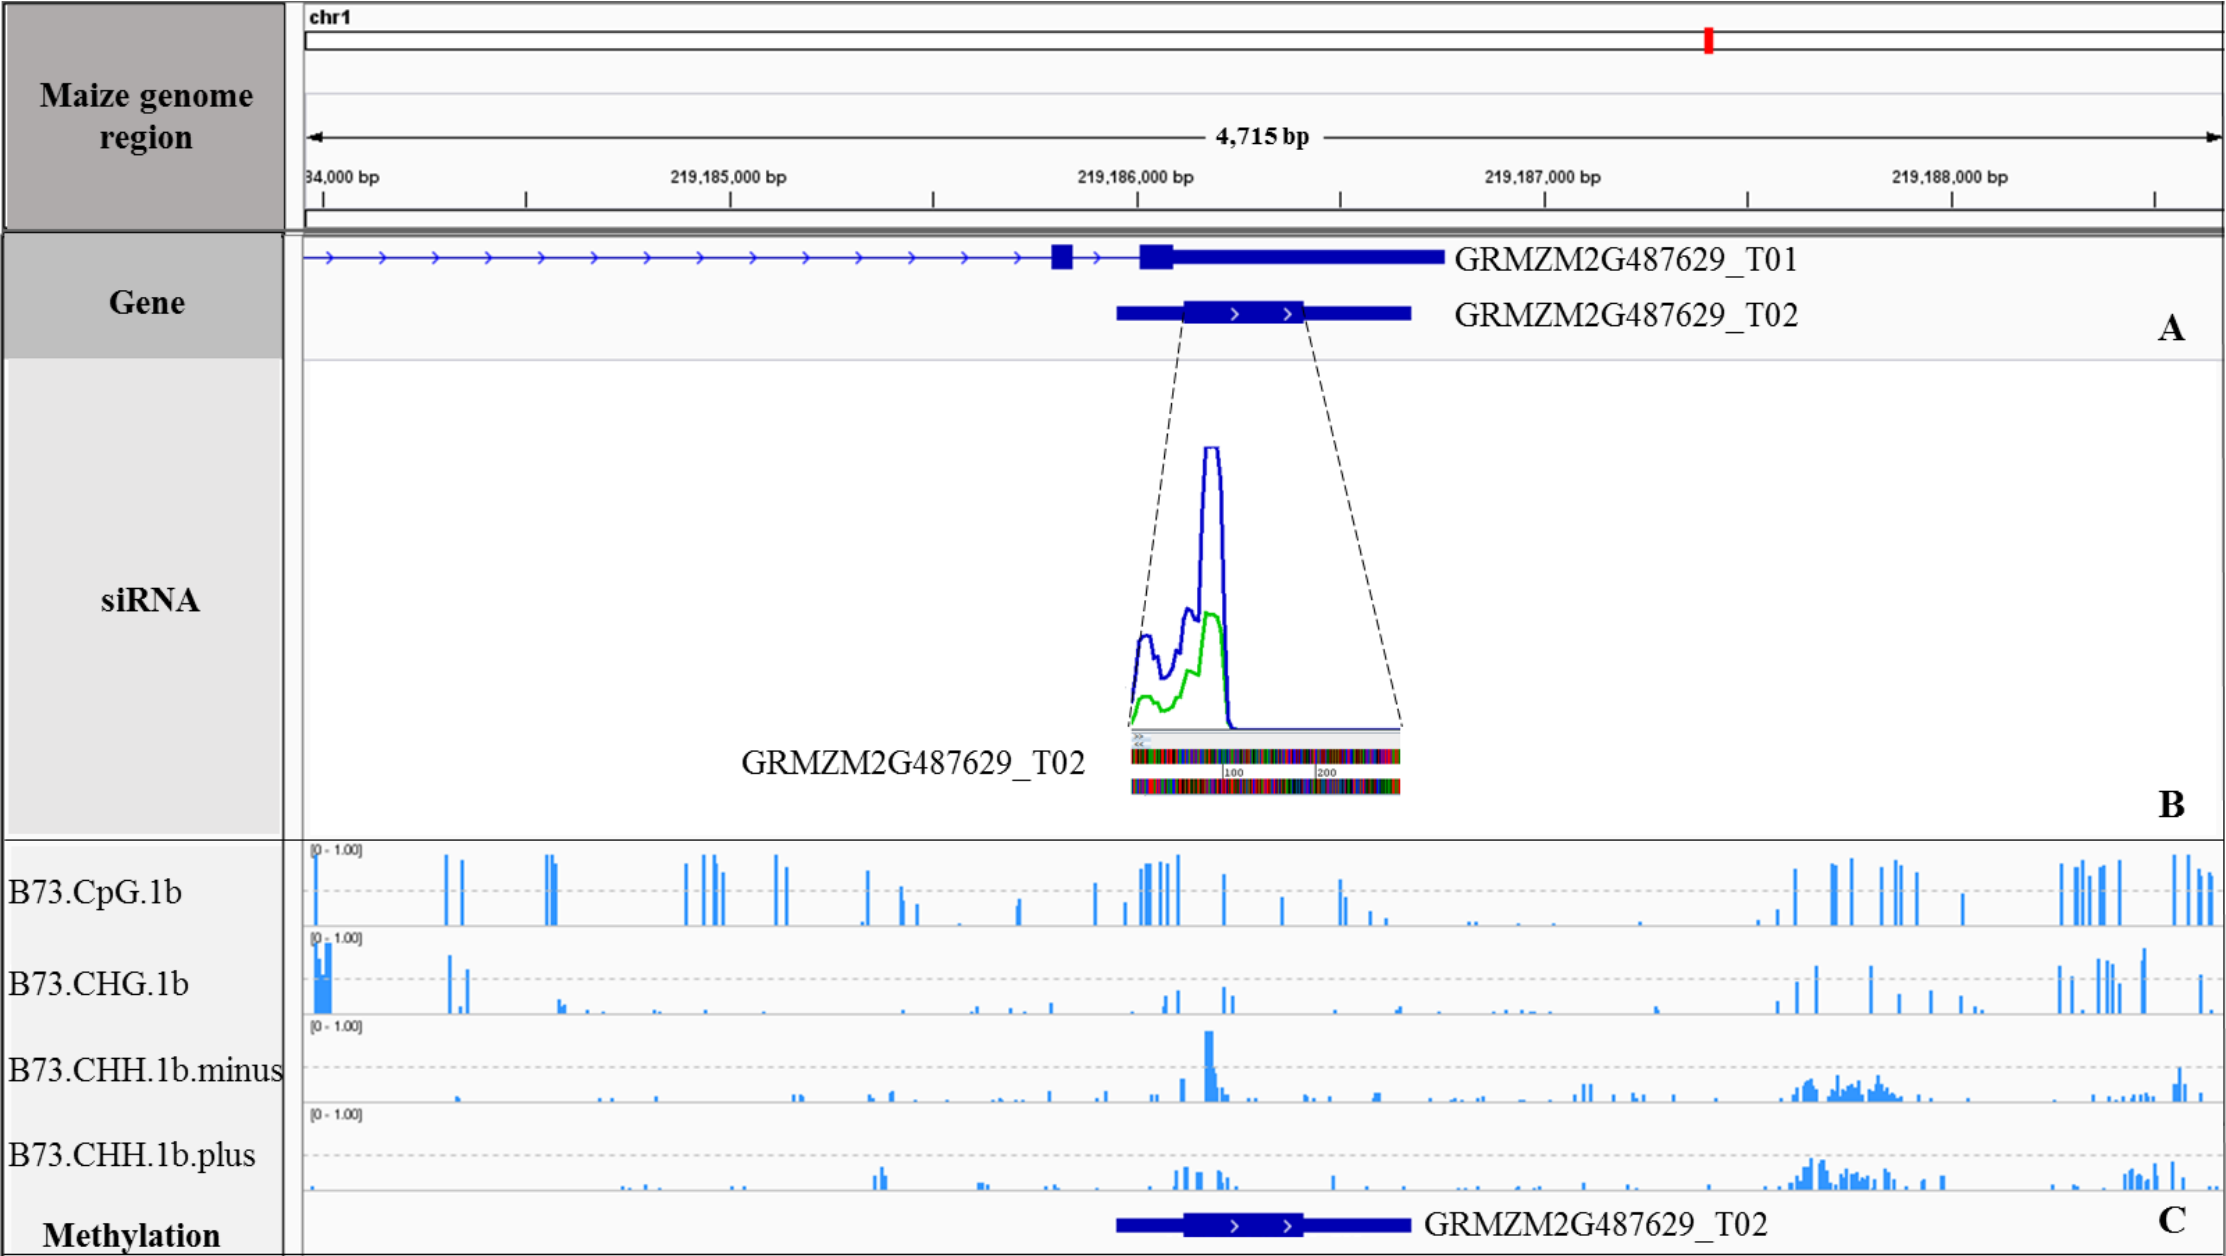

**Supplement:** Supplementary file 5 — Additional file 5: Figure S5: Analysis of siRNA and methylation profile at the splice variant of GRMZM2G487629 gene. (A) Localization of GRMZM2G487629 in chromosome 1 and two possible splice variants from this gene (boxes represent exons, and lines are introns). (B) Position of siRNA aligned in GRMZM2G487629_T02. The two peaks, blue and green, are siRNA non-redundant sequences from inoculated and control libraries, respectively. (C) Four data tracks show methylation levels for B73 in different sequence contexts. Methylation levels are displayed on a scale from 0 to 1.

How the deposited data were processed for this re-analysis (not part of the article)

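Small RNA of maize seedlings was sequenced in 4 libraries, a mock control and an inoculated library in each of 2 experiments, all harvested 7 days after inoculation with H. seropedicae. The authors trimmed and filtered the reads, matched them to known miRNAs, summed the members of each family and deposited a raw count of reads per family. The authors also deposited each count as RPM, the reads per 1000000 filtered reads of the library, rounded to 2 decimals, with a decimal comma in experiment B. The files hold neither read lengths nor library totals, so the share of 24 nt reads could not be computed.

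The total of each library was derived as the whole number that gives every RPM value of the known families from its count, 676843 for CT, 1474401 for Hs, 8650469 for CTb and 2110522 for Hsb. Those of CT and Hsb are below the numbers of non-redundant reads in the paper, so what the totals count is not known, and all ratios and tests depend on them. RPM and log2 ratios were computed again from the counts and these totals. Shares have 95% Wilson intervals, and the smallest share a library can show was set at 3 reads, from 0.347 RPM in CTb to 4.43 RPM in CT. The standard error of a log2 ratio covers the sampling of reads only. A known family missing from a table was counted as 0 reads, an assumption, since the smallest count listed is 12 in experiment A and 9 in experiment B and no minimum is stated. A new miRNA is listed only where its miRNA* was found in the same library, so new miRNAs were compared only where listed in both libraries.

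Each family was compared within each experiment by a two-sided Fisher's exact test on its reads and all other reads of the library, as in the paper's methods, with Bonferroni correction over 25 families and a threshold of 0.05. Across both experiments, edgeR's quasi-likelihood test with TMM normalization on the library totals and Benjamini-Hochberg adjustment compared 2 control with 2 inoculated libraries. Log2 ratios of the 2 experiments were correlated across families with 100000 permutations. Families named in the text are those the paper names in its results and, in each experiment, the 3 largest rises and the 3 largest falls. These rises and falls were ranked among families with reads in both libraries and at least 10 reads in a library.

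The edgeR script was tested on simulated data, 40 data sets with 5 families changed 16 times in each, 200 in all. At a dispersion of 0.05 it found 99.5% of the changed families in the right direction and called 2% of the unchanged ones. At the dispersion estimated from the deposited counts, 0.81, it found 14.5% and called 0.875%. The share at the low dispersion shows that the script works as written, and the share at the estimated dispersion shows what 2 libraries per condition can detect, so the absence of a call in this fit carries little information.

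Alternatives fixed before the processed files arrived were other totals, corrections, minimum counts, normalizations, pseudocounts of 1 and 0.1 RPM, DESeq2, limma, the replicate block and leaving out each library. Settings for the new miRNAs, and counting a missing row as 4 reads, were chosen after seeing the data. No targets, siRNA, methylation or qRT-PCR values are in the files analysed here, and no genome was used here. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, SciPy 1.17.1 and pandas 2.3.3.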

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

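Zma_miR_C7 and Zma_miR_C8, provisional names of new miRNAs listed only in the inoculated library of experiment A, have no row in Table 3. They had 8 and 15 reads, or 5.43 RPM (95% Wilson interval 2.75 to 10.71) and 10.17 RPM (6.17 to 16.79) with the library's own total, above the 2.03 RPM that 3 reads represent there. The control table gives no read number for them, because a new miRNA is listed only where its miRNA* was found in the same library. At the RPM of the inoculated library, the control library would hold 3.67 reads of Zma_miR_C7 and 6.89 of Zma_miR_C8, so few that the miRNA* may have been missed, and this listing rule cannot be told apart from a response to inoculation. With 4 reads assumed for each in the control library, the smaller Fisher's exact p of the 2 was 0.46, but 4 reads is not a bound on what the library held. Both predictions were written after the counts had been seen. The files do not say why the 2 were left out of Table 3.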

How the results depend on the processing

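Most results with a test kept their direction and their side of the threshold. The counts of families up and down in experiment A stayed within 1.5 times the main count, except that requiring a change of at least 1 on the log2 scale left 5 rises in place of 12. In experiment B, taking the listed miRNA reads as the total gave 20 rises and 4 falls in place of 13 and 11. That total removes the difference between 12.42% and 3.69% of reads in known families. Every log2 ratio of the experiment therefore rose by the same amount. With it, miR168 (1.30), miR169 (1.60), miR319 (0.66) and miR393 (0.74) reversed in experiment B. So did miR162, miR167, miR390 and miR444, which were at -1.35, -0.32, -0.89 and -1.40 in the main setting. In experiment A, where every ratio fell by the same amount, miR159 (-0.049) and miR168 (-0.22) reversed. Both also reversed with TMM normalization (-0.069 and -0.24). The ratio of miR394 in experiment A, 0.15 in the main setting, reversed with the listed reads as well. The log2 ratio of miR528 in experiment A lost significance with the listed reads (0.45) and with TMM normalization (0.43).

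With the listed miRNA reads as the total, 12 of the 25 families shared their direction in both experiments and 13 did not, in place of 15 and 10. TMM normalization within the experiment gave 14 and 11. Directions shared by both experiments fell from 15 families to 5 of 10 when a change of at least 0.5 was required in each. Requiring a change of at least 0.5 also leaves out the 5 families without a ratio in an experiment. Their change has no size on the log2 scale, and of these 4 had the same direction in both. With them kept, a setting added after seeing the data, the number was 9 of 15. The correlation of log2 ratios, near 0 in the main setting, changed sign without the 2 families farthest from the median (Pearson's r = -0.18). With a pseudocount of 1 RPM over all 25 families, Spearman's rho changed sign to 0.17. Pearson's r rose to 0.34 in that setting (permutation p = 0.095). With a minimum of 10 reads, 2 families of experiment B were in the control library only, in place of 1.

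In the fit across both experiments 1 family passed. DESeq2 gave 3 (miR166, miR397 and miR3630), and the replicate block gave 0. The minimum of 10 counts in every sample also gave 0, but it could not keep the call of the main fit. It removes miR3630, the family that passed there, which has no reads in the inoculated libraries. Leaving out each library in turn gave from 0 to 8 families. Leaving out a control library raised the number and leaving out an inoculated library lowered it to 0, so the count depends on which libraries estimate the spread. Among the Cu-miRNAs, miR397 passed in DESeq2 (log2 fold change 4.30) and without either control library, with log2 fold changes from 3.93 to 8.70 across the 4 fits that each left out a library. miR528 passed without control replicate 1 only, and its log2 fold change ran from -0.048 to 5.84 across these fits, changing sign with the control library. miR398 and miR408 passed in none. In simulated counts with 2 libraries per condition, this fit found 14.5% of families changed 16 times at the estimated dispersion of 0.81. At a dispersion of 0.05 it found 99.5%, so the spread between libraries limits it. The effect of sequencing depth on this fit was not tested.

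For the new miRNAs, settings added after seeing the data gave 9 rises with the RPM as deposited and 1 with missing rows counted as 4 reads, in place of 2. The falls were 2 and 3 in these settings, in place of 3. All of these counts assign a read number to rows that are missing from a table, which the files do not measure. None of them is therefore a count of tested changes. With the RPM as deposited, the log2 ratio of Zma_miR_Seq05 reversed to 0.86 and that of Zma_miR_Seq08 rose to 2.72, past the threshold. Values under the share of the listed miRNA reads changed for all named families as percent of reads, by construction. Of the alternatives, only the read length range was not run, because no file gives lengths.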

Differences from the paper's values

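The paper states a Bonferroni correction for its Fisher's exact tests. For 16 of the 18 p-values that the paper prints above 0, the Bonferroni-adjusted value was counted as different from the paper's. For miR164 (paper 0.837848) and miR394 (paper 0.867164) the adjusted value was larger as well, by a gap too small to be counted. In experiment A the values, with the paper's in brackets, were 1 for miR162 (paper 0.246230), 1 for miR167 (paper 0.524589), 1 for miR168 (paper 0.664597), 1 for miR390 (paper 0.329586), 1 for miR444 (paper 0.089931), 1 for miR858 (paper 0.285608), 0.59 for miR529 (paper 0.023690), 0.024 for miR172 and for miR827 (paper 0.000977 for each), 0.0049 for miR393 (paper 0.000196), 0.0029 for miR169 (paper 0.000117), 0.00092 for miR528 (paper 0.000037), 0.00039 for miR397 (paper 0.000015) and 4.2e-05 for miR171 (paper 0.000002). In experiment B they were 1 for miR169 (paper 0.278277) and 0.00012 for miR827 (paper 0.000005), all from exact tests. Without correction, an alternative set before the files arrived, none of the 18 differed. With Benjamini-Hochberg adjustment 7 of them still did. Only miR529 in experiment A lies on the other side of 0.05.

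The RPM of all 15 new miRNAs of Table 3 differed when each library's own total was used. In Hs the values were 4.75 for Zma_miR_Seq01 (paper 10.34), 4.07 for Zma_miR_Seq02 and Zma_miR_Seq04 (paper 8.86 for each), 3.39 for Zma_miR_Seq03, Zma_miR_Seq05, Zma_miR_Seq10 and Zma_miR_Seq11 (paper 7.39 for each), 20.35 for Zma_miR_Seq06 (paper 44.32), 6.10 for Zma_miR_Seq07 (paper 13.30), 65.79 for Zma_miR_Seq08 (paper 143.31) and 57.65 for Zma_miR_Seq09 (paper 125.58). In CT they were 8.86 for Zma_miR_Seq05 (paper 4.07), 47.28 for Zma_miR_Seq08 (paper 21.70), 25.12 for Zma_miR_Seq09 (paper 11.53), 32.50 for Zma_miR_Seq12 (paper 14.92), 16.25 for Zma_miR_Seq13 (paper 7.46), 7.39 for Zma_miR_Seq14 (paper 3.39) and 31.03 for Zma_miR_Seq15 (paper 14.24). The RPM as deposited, a setting chosen after seeing the values, matched the paper in all 18 rows. The paper places 3 new miRNAs at lower levels in the control library, and with own totals Zma_miR_Seq05 was higher there.

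The totals implied by the known families of experiment A sum to 2151244 reads, against the paper's 4478875 redundant filtered reads. The sum is close to the paper's number of non-redundant sequences, although the total of neither library equals its own such number. No alternative bears on this number. The 94 RPM values and 44 log2 ratios of known families did not differ from the paper's.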

Other observations

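The deposited RPM of the new miRNAs equals the count over the total of the other library in 20 of 20 rows. A candidate explanation is that the 2 totals of experiment A were exchanged when these RPM were computed, and the prediction, written after the pattern was seen, was that every row would match. Exchanged rows would leave the same trace. New miRNA reads were 2.48 times as many in the inoculated table as in the control table, near the ratio of the library totals, 2.18, but a treatment effect could give either ratio, so an exchange of rows cannot be excluded. If the rows were exchanged, the libraries named at each new miRNA would trade places. No biological explanation was tested.

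The control library of experiment B lay far from the other 3. For 6 of the 25 families its value was 2 or more log2 units from that of the nearest other library, against 3 families in CT, 1 in Hsb and 0 in Hs. Predictions for this pattern were written before the tests were run. Without miR166, which took 84.7% of its miRNA reads, the number was 6, so a single dominant family is not enough. After 1 random thinning of all libraries to the depth of the smallest it was 7, so depth does not account for it. The number in Hsb, 1, cannot decide on a batch shared by both libraries of experiment B, since such a batch would bring them close together. By definition, the 6 families of CTb lie at least as far from Hsb, which a shift common to both libraries would not give. The highest Spearman correlation of CTb with another library was 0.66, where Hs and Hsb reached 0.93. From the values alone, a mislabelled or mixed sample cannot be told apart from a difference between plants. Ratios in experiment B therefore rest on a control unlike the one in experiment A.

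Every family with distinct values is separated by exactly 1 of the 3 ways to pair 4 libraries. The treatment separated 9 of 25 families, the experiment 10 and the crossed pairing 6, where chance gives 8.33 for each. The exact binomial p for the treatment was 0.83, which is consistent with no treatment effect shared across families, although families are not independent and a few could still respond. The expectation was written after the 9 families had been counted.

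In RPM, all 4 Cu-miRNAs are among the 6 families higher in both inoculated libraries, the other two being miR171 and miR172. Drawing 4 of 25 families at random would place all of them among the 9 separated ones with a hypergeometric p of 0.00996, but the paper chose these families partly from the same libraries, so this value overstates the evidence. As shares of the listed miRNA reads, 4 of the 4 stayed higher, and after 1 random thinning 4 of the 4 did. With TMM normalization across the 4 libraries, 3 of the 4 did, since miR528 was 197.55 in CT and 117.87 in Hsb, and the hypergeometric p became 0.12. The pattern of all 4 can therefore not be told apart from an effect of the normalization, while miR397, miR398 and miR408 kept it in every setting tried. With 2 libraries per treatment, the smallest share the 3 pairings allow is 0.33, and a difference between plants or library batches cannot be told apart from inoculation. A response of the Cu-miRNAs remains a hypothesis that these 4 libraries cannot settle. The paper's qRT-PCR of these miRNAs and their targets is separate evidence that was not analysed here. The predictions on TMM normalization and on batches were written after the result.

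The totals implied for CT, 676843 reads, and for Hsb, 2110522 reads, are each below the number of non-redundant filtered reads the paper gives for that library, which a total of redundant reads could not be. Every ratio of experiment A and the values of the new miRNAs with own totals use the total of CT, and every ratio of experiment B uses that of Hsb. The totals are those that the deposited RPM imply, and what they count is not known. No cause was tested.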
